# Transcriptomic Analysis of Soil-Grown *Arabidopsis thaliana* Roots and Shoots in Response to a Drought Stress

**DOI:** 10.3389/fpls.2016.00180

**Published:** 2016-02-23

**Authors:** Sultana Rasheed, Khurram Bashir, Akihiro Matsui, Maho Tanaka, Motoaki Seki

**Keywords:** abiotic stresses, abscisic acid, *Arabidopsis thaliana*, drought, microarray, transcription factors

## Abstract

Drought stress has a negative impact on crop yield. Thus, understanding the molecular mechanisms responsible for plant drought stress tolerance is essential for improving this beneficial trait in crops. In the current study, a transcriptional analysis was conducted of gene regulatory networks in roots of soil-grown *Arabidopsis* plants in response to a drought stress treatment. A microarray analysis of drought-stressed roots and shoots was performed at 0, 1, 3, 5, 7, and 9 days. Results indicated that the expression of many drought stress-responsive genes and abscisic acid biosynthesis-related genes was differentially regulated in roots and shoots from days 3 to 9. The expression of cellular and metabolic process-related genes was up-regulated at an earlier time-point in roots than in shoots. In this regard, the expression of genes involved in oxidative signaling, chromatin structure, and cell wall modification also increased significantly in roots compared to shoots. Moreover, the increased expression of genes involved in the transport of amino acids and other solutes; including malate, iron, and sulfur, was observed in roots during the early time points following the initiation of the drought stress. These data suggest that plants may utilize these signaling channels and metabolic adjustments as adaptive responses in the early stages of a drought stress. Collectively, the results of the present study increases our understanding of the differences pertaining to the molecular mechanisms occurring in roots vs. shoots in response to a drought stress. Furthermore, these findings also aid in the selection of novel genes and promoters that can be used to potentially produce crop plants with increased drought tolerance.

## Introduction

Adverse environmental factors, such as drought stress, severely limit agricultural production and reduce the yield and quality of crop plants. Water scarcity is predicted to increase as an outcome of climate change, and thus poses a serious challenge to agricultural production worldwide. Understanding the molecular response of plants to a drought stress and utilizing this knowledge for developing different molecular approaches to ameliorate the harmful effects of water deficit has always been an important objective for molecular breeders (Xiong et al., 2002; Umezawa et al., 2006; Yamaguchi-Shinozaki and Shinozaki, 2006; Seki et al., 2007; Shinozaki and Yamaguchi-Shinozaki, 2007; Hirayama and Shinozaki, 2010).

Plants sense changes in the environment and modify cellular physiology in a complex, integrated manner by upregulating the expression of various combinations of regulatory and functional genes. Despite a comprehensive knowledge of mechanisms governing cellular responses, our understanding of the early events in the perception of stress signals is relatively poor (Urao et al., 1999; Wohlbach et al., 2008). Drought stress triggers significant molecular and physiological changes in plants, such as adjustments of metabolism and osmotic potential, and reducing leaf turgor pressure, which lead to a reduction or cessation of growth (Tardieu et al., 2014). Although water deficiency inhibits plant growth at whole plant level, roots can grow under low water potentials that completely inhibit stem and leaf growth (Spollen and Sharp, 1991; Spollen et al., 1993; Chazen and Neumann, 1994; Wu and Cosgrove, 2000; Sharp et al., 2004). Since increasing root surface area facilitates water absorption, it is plausible that differences between roots and shoots may have evolved in response to water scarcity as an adaptation strategy to dry conditions (Wu and Cosgrove, 2000; Sharp et al., 2004). Cellular and molecular responses underlying adaptation to environmental stresses have been extensively studied and are governed by changes in gene expression (Matsui et al., 2008; Liu et al., 2014). Changes in the expression of a large number of genes belonging to diverse functional groups, such as transcription factors, protein kinases, and phosphatases, all contribute to the signal transduction that occurs in plants in response to and adaptation to a drought stress (Kreps et al., 2002; Seki et al., 2002, 2007; Xiong et al., 2002; Shinozaki et al., 2003; Matsui et al., 2008; Hirayama and Shinozaki, 2010).

Drought stress response has been extensively studied in *Arabidopsis* and the subject has been comprehensively reviewed (Iuchi et al., 2001; Xiong et al., 2002; Seki et al., 2007; Shinozaki and Yamaguchi-Shinozaki, 2007; Matsui et al., 2008; Harb et al., 2010; Osakabe et al., 2014). Stress-responsive genes are comprised of enzymes regulating osmotic pressure, aquaporins, detoxifying enzymes, late embryogenesis abundant proteins, reactive oxygen species scavengers and chaperones that protect the integrity of cell membranes and ensure ion transport/balances. Additionally, functionally diverse transcription factors and protein kinases, that regulate gene expression and signal transduction, are also an integral component of the drought stress response (Wei et al., 2009). The molecular response of plants to drought stress has been categorized into abscisic acid (ABA) dependent and ABA independent pathways (Yamaguchi-Shinozaki and Shinozaki, 2006). ABA biosynthesis, transport and accumulation all increase in response to a water deficit. The increased ABA content in leaves triggers stomata closure, ultimately decreasing the rate of gas exchange, respiration, and photosynthetic activity (Yamaguchi-Shinozaki and Shinozaki, 2006). An increase in the endogenous ABA content also induces the expression of a number of stress-related genes in plants (Yamaguchi-Shinozaki and Shinozaki, 2006). Briefly, the ABA signaling pathway affects plant adaptation to stress by regulating the internal water status in plants (Osakabe et al., 2014). The ABA independent pathway is mainly regulated by dehydration-responsive element/C-repeat (DRE/CRT) and DRE-/CRT-binding protein 2 (DREB2) transcription factors (Yamaguchi-Shinozaki and Shinozaki, 2006).

As previously mentioned, the root system is the first to perceive drought stress signals. Therefore, root development is significantly affected by water availability in the soil. Most studies in *Arabidopsis*, however, have explored transcriptomic changes in whole plants by only investigating shoots on soil-grown plants or air-dried roots. Therefore, at the present time, the drought response of roots in soil-grown plants remains largely unknown. To fill this gap, changes in the expression of genes in roots and shoots of soil-grown plants in response to a progressive drought stress were characterized and compared by sampling plants at 0, 1, 3, 5, 7, and 9 days of a drought stress. This provided the opportunity to dissect the molecular response of shoots vs. roots to a drought stress. The objective of the study was to obtain information that could be used to develop new strategies for developing drought tolerant plants.

## Materials and methods

### Plant material and growth conditions

Seeds of *Arabidopsis thaliana* (Col-0 ecotype) were grown on MS medium at 22°C under 16-h-light/8-h-dark (40–80 μmol photons m^−2^ s^−1^) for 9 days. Plantlets were then transferred to ceramics granular soil (size 2.5L, Sakatanotane, Japan) and grown for 8 days at 22°C (16 h light/8 h dark cycle, 60 μmol m^−2^ s^−1^ photon flux density). The drought treatment was then commenced by removing excess water from the trays and ceasing any subsequent watering. Roots and shoots were harvested separately at 0, 1, 3, 5, 7, and 9 days after the onset of drought treatment. Plants were removed from soil and roots and shoots of 12 plants were harvested from 3 pots for each biological replication. All samples were collected at noon. After harvesting, samples were immediately placed in liquid nitrogen and stored at −80°C until RNA extraction.

### Microarray analysis

RNA was extracted from all biological replicates with the *mir*Vana™ miRNA Isolation Kit (Ambion, USA) according to the manufacturer's instructions. The microarray analyses were carried out as previously described (Nguyen et al., 2015). Briefly, fluorescent-labeled (Cy3) cRNAs were prepared from 400 ng total RNA from each sample using a Quick Amp labeling kit (Agilent Technologies) and subsequently hybridized to an Agilent *Arabidopsis* custom microarray (GPL19830). Three biological replicates were processed for each treatment, with the exception of roots 7 and 9 days as well as shoot 1 and 3 days, where four biological replications were processed, giving a total of 40 hybridizations. Arrays were scanned with a microarray scanner (G2505B, Agilent Technologies) and the R 2.12.1 software program (R Core Team). RMA normalization was performed for the obtained signals of the microarray probes using limma package (Ritchie et al., 2015). A student's *t*-test (*p*-value) was performed as a parametric test and the Benjamini and Hochberg False Discovery Rate (FDR; *q*-value) procedure was used to control the certainty level (Benjamini and Hochberg, 1995). Genes with at least a 2-fold change in expression and having a *q* < 0.1 were considered to be differentially expressed. The microarray data has been deposited to GenBank with accession number GSE76827.

### MapMan and gene ontology (GO) analysis

The average log_2_ value of all biological replicates was calculated separately for roots and shoots for individual annotations at each time point. Gene ontology analyses were carried out using the PANTHER (protein annotation through evolutionary relationship) classification system database maintained at http://pantherdb.org/ (Mi et al., 2013). The GO analyses were performed for molecular function, protein classification and pathway. To further validate the results, the normalized log_2_ values were then used to compare the transcriptomic changes using MapMan 3.6.0RC1(Thimm et al., 2004). PageMan analysis was also performed using MapMan 3.6.0RC1 which included a Wilcoxon test with BH correction (Thimm et al., 2004).

### Real time PCR

Real time PCR analysis was performed for *RD29A* (*AT5G52310*), *NCED2* (*AT4G18350*), *NCED3* (*AT3G14440*), and *GolS4* (*AT1G60470*) genes with standard curve method in order to confirm that plants were experiencing water stress and to confirm the results obtained by microarray analysis. cDNA for each sample was synthesized from 200ng RNA using QuantiTect Rev. Transcription Kit according to the manufacturer's protocol (QIAGEN, USA). For *NCED2* the forward and reverse primers were 5′-CGCCGGTTTGGTT TACTTTA-3′ and 5′-GCGTGAAGCTCC TTCGTAAC-3′ respectively. Forward and reverse primers used for *NCED3* were 5′-ACTCATGCTATT CTACGCCAGAG-3′ and 5′-ACCAACGGTTT TTAAATCTCCAT-3′, respectively. For *RD29A* the forward and reverse primers were 5′-TGGATCTGAAGAA CGAATCTGATATC-3′ and 5′-GGTCTT CCCTTCGCCAGAA-3′, respectively. For *GolS4* the forward and reverse primers were 5′- TTGCCATGGCTTA TTACGTTC -3′ and 5′-AAACAGTCCATCACGGCATAG-3′, respectively. *Actin 2*, used as an internal control, was amplified using the forward and reverse primers 5′-TGAAGTGTGATGTGGATATCAGG-3′ and 5′-GATTTCTTTGCTCATACGGTCAG-3′, respectively.

## Results

### General transcriptional changes in roots and shoots during early drought stress

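Roots and shoots were collected separately on days 0, 1, 3, 5, 7, and 9 of the drought stress, and Cy3-labeled RNA of each sample was hybridized to 1 custom Agilent array in 1 color. The 40 arrays comprised 4 for roots on day 7, roots on day 9, shoots on day 1 and shoots on day 3, and 3 for each of the other 8 combinations of tissue and day. Day 0 was the only control, since no watered plants of the later days are among the arrays, so the time without water and the age of the plants increased together. Each array had 53459 spots that were not controls, which held 52586 different probes, and 32788 genes were represented by a gene probe. The share of these spots that the scanner software marked as well above background was between 33.2% and 54.2% per array, with a median of 46.9%. In roots the median share was 48.1% on day 0, 45.1% on day 1, 44.7% on day 3, 39.6% on day 5, 38.4% on day 7 and 46.1% on day 9. In shoots it was 48.8% on day 0, 46.7% on day 1, 47.9% on day 3, 50.3% on day 5, 51.3% on day 7 and 50.4% on day 9. The median signal of an array was 1.35 to 2.39 times its local background, and the number of arrays limits the precision of every value. The authors state that they normalized the data by RMA with limma and compared each day with day 0 by a t-test with Benjamini-Hochberg adjustment, calling genes with a false discovery rate under 0.1 and a change of at least 2-fold.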

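The values given beside the results below were computed again from the scanner signal. The mean signal of each spot was corrected for its local background by the normexp method with an offset of 16, converted to log2 and quantile-normalized over the 40 arrays, and the spots of 1 probe and the probes of 1 gene were averaged. All arrays were then fitted with limma in 1 model of 12 groups, so that every comparison shares the same estimate of the spread between arrays. Each day was compared with day 0 of the same tissue, and the change in roots minus the change in shoots was tested in the same model. A gene was called when its Benjamini-Hochberg adjusted p (written as limma q) was under 0.1 and its change was at least 2-fold, the thresholds the authors state. Changes are given on the log2 scale with their standard error (SE) from the model, differences between the tissues as the root change minus the shoot change, and levels as the mean log2 signal ± SD. Where the probe of a gene was not well above background on any array of a group, its change is given as at least N-fold, calculated against the higher, per array, of the lowest signal among probes well above background and the signal of the probe itself. No fold is given where both groups were below background. Where leaving out 1 array changed the call of a gene, 1 such array is named beside it. Other arrays may have changed the same call. The 40 arrays lay on 5 slides. All root arrays of days 3 to 9 were scanned on another day than those of day 0, while all shoot arrays were scanned on 1 day. The root day 0 arrays shared their slide with 1 of the 3 root day 1 arrays and with no array of roots on days 3 to 9, while the root arrays of days 7 and 9 were alone on another slide, so that the slide as a block cannot give the changes in roots on days 7 and 9.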

The transcriptional changes in roots and shoots of soil grown plant subjected to progressive drought were analyzed. The water retention capacity of ceramics granular soil is poor due to its large pore size, thus the drought stress increased rapidly relative to normal soil, and all plants had died by day 10 of the drought stress (data not shown). The pots started to dry around day 5 but no morphological symptoms of drought stress were observed by that time (Figure S1). By day 9 the plants appeared wilted (Figures 1A–E), however, plants could recover if they were watered (data not shown). In roots and shoots, no genes were observed to be significantly up or down-regulated in either roots or shoots on day 1 of the drought treatment. 

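In roots, 13 of the 32788 genes were called up-regulated and 41 were called down-regulated by limma on day 1, and 2248 genes had an unadjusted p under 0.05. The methods' t-test with Benjamini-Hochberg adjustment called 0 genes up-regulated and 0 down-regulated on the same values, as did limma on the root arrays of days 0 and 1 alone. The up-regulated genes numbered 48 without root day 1 replicate 1 and 6 without root day 1 replicate 2, and the down-regulated genes 139 without root day 0 replicate 1 and 26 without root day 1 replicate 1. With the slide as a block the down-regulated genes numbered 200, and 38 of the 54 genes called without it were called again, but in that model day 1 is compared with day 0 through root day 1 replicate 1 alone. Here and below, the largest changes are those among genes called with every array on one side of every day 0 array, and in roots the largest increases were those of AT5G04120, with a log2 change of 2.13 (SE 0.36, limma q = 0.00222), AT4G39795 (1.33) and LHCB2.3 (AT3G27690) at 1.21. The largest decreases were those of AT5G38940, which fell by 2.82 (SE 0.36, limma q = 6.08e-05) on the log2 scale, AT5G38930 and GSTF14 (AT1G49860). Between roots and shoots, the change on day 1 differed for 15 genes, 15 of them with the higher change in shoots. AT4G39795 in roots on day 1 and AT5G38940 in roots on day 1 were not called by the methods' t-test or from the arrays compared alone. LHCB2.3 in roots on day 1 was not called with the scaling to the 75th percentile, by the methods' t-test, from the arrays compared alone or with the slide as a block. AT5G04120 in roots on day 1 was not called with the scaling to the 75th percentile, by the methods' t-test, from the arrays compared alone or with the slide as a block, and its change was 1.3 without root day 0 replicate 1.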

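On day 3, 633 genes were called up-regulated and 350 down-regulated in roots. A block for the day of scanning, chosen after seeing the data, gave 96 and 195. It rests on the root day 1 arrays alone, of which 1 was scanned with day 0 and 2 with day 3. The slide as a block gave 116 and 199, and 197 of the 983 genes were called both ways. In that model, day 3 is compared with day 0 only through the root day 1 arrays on both slides, and the median SE rose from 0.168 to 0.3. The methods' t-test called 279 genes up-regulated and 163 down-regulated. The gene that increased most was AT5G04120, with a log2 change of 4.61 (SE 0.36, limma q = 4.48e-11). AT5G38910 increased by 4.29 and LEA7 (AT1G52690) by 4.07. The largest decreases were those of RRTF1 (AT4G34410), which fell by 3.61 (SE 0.71, limma q = 0.000559), and ORA47 (AT1G74930), which fell by 3.57. AT5G38910 in roots on day 3 and ORA47 in roots on day 3 were not called with the slide as a block. RRTF1 in roots on day 3 was not called by the methods' t-test or with the slide as a block. Here and below, the day of scanning as a block is not always named beside the slide as a block. It also lost some of those calls.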

At day 3 of the drought treatment, 497 genes were significantly up-regulated in roots (Figure 1 and Table S1), while 292 genes were significantly down-regulated (Figure S2 and Table S2). 

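The up-regulated genes in roots numbered 968 on day 5, 1861 on day 7 and 2945 on day 9. The counts of day 5 were called from 3 arrays against 3, and on days 7 and 9 from 4 against 3. Scaling the scanner software's processed signal of each array to its 75th percentile gave 2335 genes on day 5, 12340 on day 7 and 4968 on day 9. This replaces the normexp correction and its offset as well as quantile normalization, so the change cannot be assigned to the scaling alone. On day 7, 90.3% of the genes called only in this way were not well above background on any array of roots on days 0 and 7. Of the 633 genes up-regulated on day 3, 347 were up-regulated again on day 5 and 272 on day 9. The largest increases on day 9 were those of LEA76 (AT3G15670) at 9.46 (SE 0.34, limma q = 7.71e-22), LTP4 (AT5G59310) at 9.36 and AT5G66780 at 9.06.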

At 5, 7, and 9 days of the drought treatment, the number of up-regulated genes in roots was 824, 1,854, and 3,007 respectively (Figure 1). The number of down-regulated genes in roots at days 5, 7, and 9 of the drought treatment were 899, 2327, and 3742, respectively (Figure S2 and Table S2). 

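In roots, 1052 genes were called down-regulated on day 5, 2201 on day 7 and 3597 on day 9. The methods' t-test called 545 genes down-regulated on day 5. The median log2 change of the down-regulated genes was -1.42, -1.5 and -1.59 on these days. The largest decreases on day 9 were those of BCAT4 (AT3G19710), which fell by 7.55 (SE 0.4, limma q = 1.06e-17), AT5G19890 and AT3G05950.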

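Counting each gene once over days 3 to 9, 3629 genes were up-regulated and 4003 were down-regulated on at least 1 day in roots. Of the up-regulated genes, 227 were called on all 4 days and 1851 on 1 day only. All 4 days were compared with the same day 0 arrays, which by itself makes calls recur. In roots, 3835 genes were called on 2 or more days. In 20 simulations of unchanged groups against these arrays there were 0 such genes, but with a mean of only 0.6 calls in all, these do not show how far the shared arrays make changed genes recur.

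**Figure D1:**
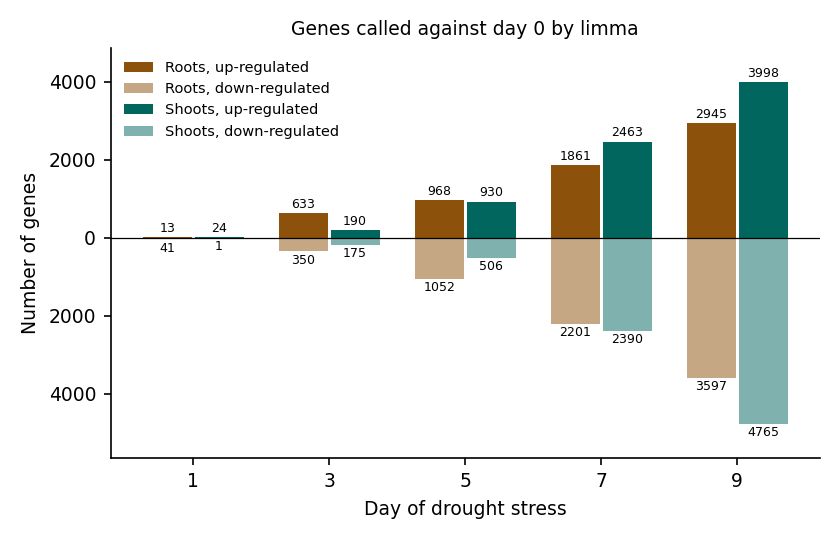
Number of genes called up-regulated (bars above 0) and down-regulated (bars below 0) by limma against day 0 of the same tissue, for roots and shoots on days 1, 3, 5, 7 and 9 of the drought stress. On day 3 the bars for up-regulated genes reach 633 in roots and 190 in shoots, and on day 9 they reach 2945 and 3998.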

In total, 3539 genes were up-regulated and 4154 genes were down-regulated in roots. 

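In shoots, 24 genes were called up-regulated on day 1, and 1 gene, PR1 (AT2G14610), was called down-regulated and fell by 1.24 (SE 0.22, limma q = 0.00771). An unadjusted p under 0.05 was found for 2264 genes. On the same arrays the methods' t-test called 0 genes up-regulated and 0 down-regulated, and limma on the shoot arrays of days 0 and 1 alone called 2 and 0. The up-regulated genes numbered 12 without shoot day 0 replicate 2 and 43 without shoot day 1 replicate 1. AT1G66850 increased by 1.75 (SE 0.26, limma q = 0.00142), SAUR22 (AT5G18050) by 1.65 and A9 (AT5G07230) by 1.64. AT1G66850 in shoots on day 1 was not called by the methods' t-test or from the arrays compared alone. SAUR22 in shoots on day 1 and A9 in shoots on day 1 were not called with the scaling to the 75th percentile, by the methods' t-test or from the arrays compared alone. PR1 in shoots on day 1 was not called with the scaling to the 75th percentile, by the methods' t-test or from the arrays compared alone. Nor was it called without shoot day 0 replicate 2 or without shoot day 1 replicate 3 (a change of -1).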

Similar to roots, no genes were observed to be significantly up- or down-regulated in shoots on day 1 of the drought treatment. On day 3 of the drought treatment, 122 genes were significantly up-regulated in shoots (Figure 1 and Table S3), while 91 genes were significantly down-regulated (Figure S2 and Table S4). 

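In shoots on day 3, limma called 190 genes up-regulated and 175 down-regulated. The methods' t-test called 70 and 36, and the scaling to the 75th percentile gave 627 and 296. LTP4 (AT5G59310) increased most, with a log2 change of 4.34 (SE 0.57, limma q = 4.32e-06), followed by AT1G68875, which was not well above background on day 0 and increased at least 12.8-fold. AT1G19210, measured on 3 of 4 arrays, fell by 4 (SE 0.62, limma q = 6.09e-05) and RRTF1 (AT4G34410) by 3.64, and both were also down-regulated in roots on this day. LTP4 in shoots on day 3, AT1G19210 in shoots on day 3 and RRTF1 in shoots on day 3 were not called by the methods' t-test.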

On days 5, 7, and 9 of the drought treatment, the number of up-regulated genes in shoots was 961, 2549, and 4126, respectively (Figure 1). On the other hand, the number of down-regulated genes was 528, 2442, and 4848, respectively (Figure S2 and Table S2). 

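The number of genes called up-regulated in shoots rose to 930 on day 5, 2463 on day 7 and 3998 on day 9. Of the genes up-regulated on day 3, 181 of 190 were up-regulated again on day 5. On day 9 the largest increases were those of LEA7 (AT1G52690) at 11.87 (SE 0.48, limma q = 5.97e-21), AT3G02480 at 10.51 and TSPO (AT2G47770) at 10.47.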

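In shoots, 506 genes were down-regulated on day 5, 2390 on day 7 and 4765 on day 9. With the slide as a block, the count on day 5 was 1028, in a model where day 5 is linked to day 0 through shoot day 3 replicate 1 alone. The largest decreases on day 9 were those of AT2G41090, which fell by 9.21 (SE 0.43, limma q = 2.98e-19), PCC1 (AT3G22231) and GER1 (AT1G72610).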

In total, 4763 genes were up-regulated and 5213 genes were down-regulated in shoots. 

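Over days 3 to 9, 4628 genes were up-regulated and 5142 were down-regulated on at least 1 day in shoots. Of the up-regulated genes, 145 were called on all 4 days and 2016 for the first time on day 9. In shoots, 4326 genes were called on 2 or more days, and in the simulations of unchanged groups, which hardly called any gene, a mean of 0.05.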

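Up-regulation in both tissues, on any of days 3 to 9 in each, was found for 1887 genes, and down-regulation in both for 2123 genes. Roots and shoots have separate day 0 arrays. On day 9 alone, 1683 genes were up-regulated in both tissues, 1894 were down-regulated in both, 78 rose in roots and fell in shoots, and 77 fell in roots and rose in shoots.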

The expression of 1906 genes was up-regulated in both roots and shoots (Table S5), while the expression of 2218 genes was down-regulated (Table S6) in both roots and shoots (Figure S2). To determine the reliability of results of the microarray analysis, the expression of four genes (*NCED2, NCED3, RD29A*, and *GolS4*) that were up-regulated by drought stress was examined by real time PCR. 

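On the arrays, NCED2 (AT4G18350) changed in roots on day 3 by 1.36 (SE 0.23, limma q = 8e-05), from a log2 signal of 5.61 ± 0.2 (SD, n = 3) on day 0, when 2 of 3 arrays measured it, to 6.97 ± 0.47 (SD, n = 3). NCED3 (AT3G14440) changed in roots on day 3 by 2.63 (SE 0.41, limma q = 3.07e-05) and GolS4 (AT1G60470) by 2.25 (SE 0.2, limma q = 1.16e-09). The gene probe of RD29A (AT5G52310) was not well above background in roots on day 0 or day 3, and in roots it increased at least 4.83-fold on day 5 (limma q = 2.8e-08) and at least 30.7-fold on day 9. In shoots its log2 change was 0.24 on day 3 (limma q = 0.685), 2.37 (SE 0.3, limma q = 3.23e-08) on day 7 and 4.86 on day 9. The array also carries probes for parts of single exons of RD29A, and over the 14 of them that were well above background in roots, the median increase was 4.41-fold on day 3 (between 1.39 and 9.06) and 110-fold on day 9. Over the 17 of them that were well above background in shoots, the median increase was 2.83-fold on day 3 (between 1.75 and 4.58), 2.24-fold on day 5 and 17.3-fold on day 9. The small shoot change of the gene probe on day 3 was thus not shared by these probes. The real time PCR values were not analysed here. NCED2 in roots on day 3 was not called with an offset of 50, by the methods' t-test or with the slide as a block. NCED3 in roots on day 3 was not called by the methods' t-test.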

The results of the real time PCR analysis confirmed the results obtained using the microarray (Figure 2). 

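In roots, 75 genes were called up-regulated on day 3 with a change of at least 4-fold, and 58 of them are among the 65 genes of Table 1. Over all genes tested, 64 of the 65 genes of Table 1 were up-regulated in roots on day 3, and 15 were up-regulated in shoots on that day. Their median log2 change on day 3 was 2.31 in roots and 0.31 in shoots, and the change was higher in roots for 51 genes by the test of the difference. The authors chose these genes on the same arrays, so these counts are not independent evidence.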

Genes that were up-regulated in roots at least 4-fold on day 3 of the drought stress, as compared to 0 day, are listed in Table 1. These genes belong to diverse functional groups, including oxygenases, cytochrome P450 family proteins, Multidrug And Toxin Extrusion (MATE) efflux transporters, and *RD29A, RD29B* (*AT5G52300*), etc., and may play an important role in early drought response.

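The gene of Table 1 with the largest increase on day 3 was AT5G04120, given above. RD29B (AT5G52300) increased in roots by 2.72 (SE 0.45, limma q = 6.78e-05) on day 3, from a log2 signal of 6.27 ± 0.51 (SD, n = 3) to 8.99 ± 0.11 (SD, n = 3), and by 8.9 on day 9. In shoots it increased by 1.68 (SE 0.42, limma q = 0.0144) on day 3, where its 4 arrays had an SD of 1.35, and its change did not differ between the tissues on that day (limma q = 0.376). A MATE efflux transporter of the list, AT1G71140, increased by 1.85 (SE 0.25, limma q = 3.77e-06) in roots. AT1G71140 in roots on day 3 was not called with the slide as a block. RD29B in shoots on day 3 was not called by the methods' t-test or from the arrays compared alone, and its change was 1.01 without shoot day 3 replicate 1. RD29B's difference between roots and shoots on day 3 was called without shoot day 3 replicate 1 (a change of 1.72).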

**Figure 1:**
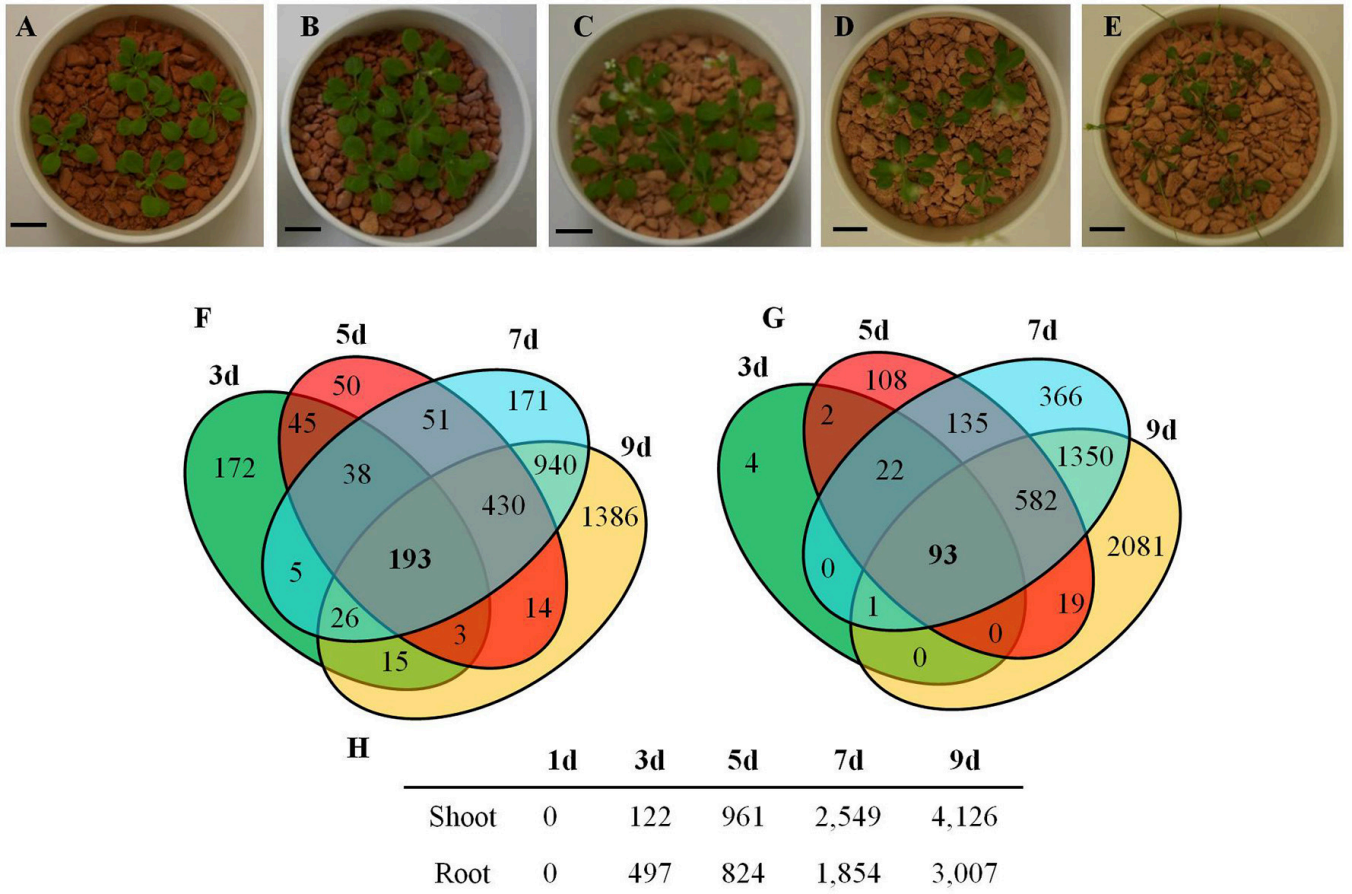
*****Arabidopsis*** genes up-regulated by a progressive drought stress. (A–E)** Plants grown in ceramics soil under drought conditions, **(A)** Day 0, **(B)** Day 3, **(C)** Day 5, **(D)** Day 7, and **(E)** Day 9 of the drought stress treatment. **(F)** Venn diagram of the number of genes up-regulated by drought stress in roots. **(G)** Venn diagram of the number of genes up-regulated by drought stress in shoots. **(H)** Number of genes up-regulated in roots and shoots during a progressive drought stress. **(A–E)** Scale bar = 1cm. **(F–H)** Genes with at least a 2-fold increase in expression and having a FDR < 0.1 were considered to be up-regulated.

**Figure 2:**
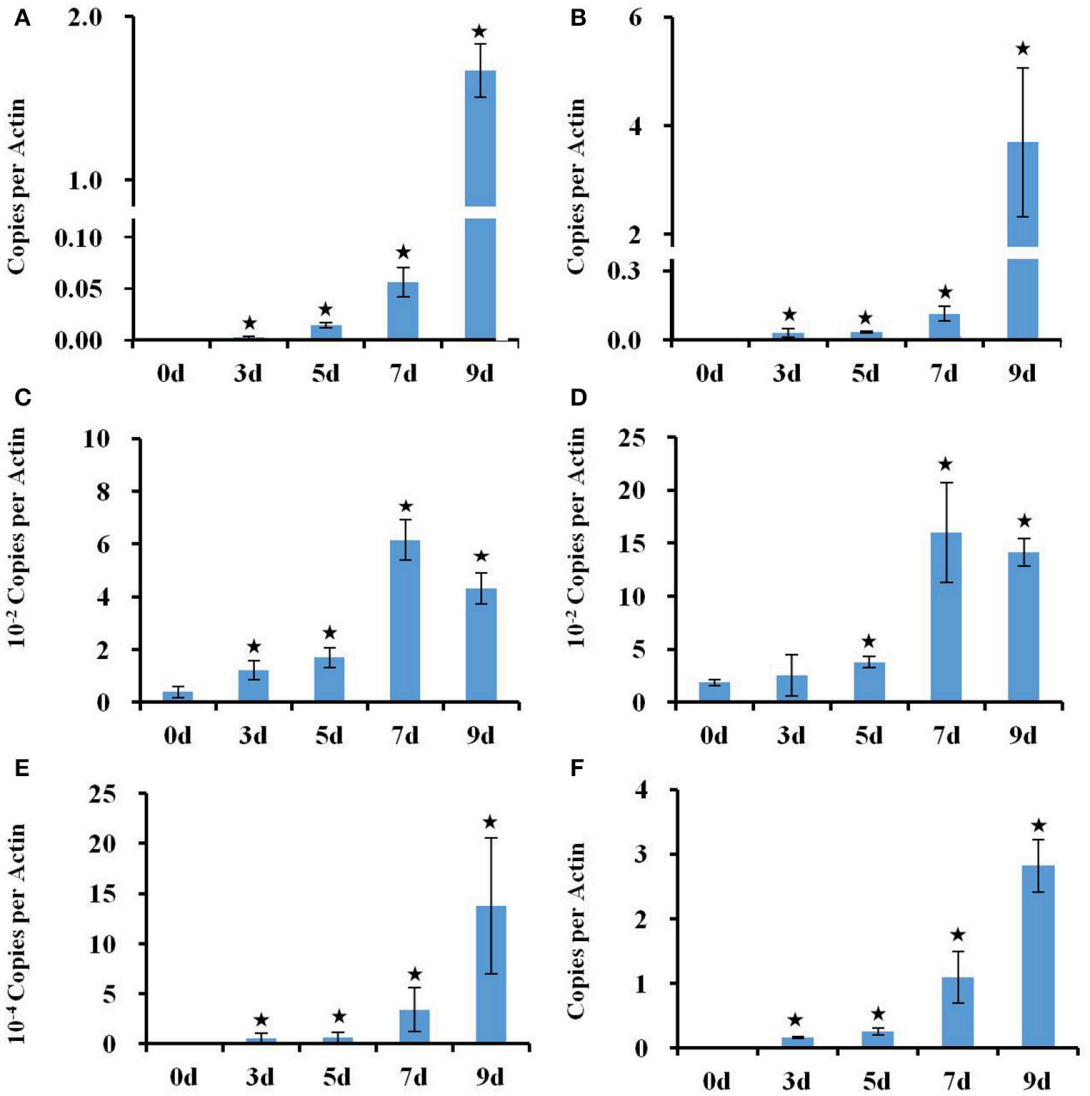
**Real time PCR analysis of the expression of ***RD29A, NCED3***, ***NCED2***, and ***GolS4*** genes in response to a progressive drought stress. (A,B)** Expression of *RD29A* gene in roots **(A)** and shoots **(B)**, **(C,D)** Expression of *NCED3* in roots **(C)** and shoots **(D)**. Expression of *NCED2* **(E)** and *GolS4* **(F)** in roots. *Actin 2* expression was used to normalize the expression of all genes. Column bars with an asterisk above are significantly different from Day 0 based on a *t*-test (*p* < 0.05).

**Table 1:** *****Arabidopsis*** genes highly up-regulated in roots during the early stages of a progressive drought stress**.

**Gene**	**Name**	**Root**				**Shoot**			
		**3 days**	**5 days**	**7 days**	**9 days**	**3 days**	**5 days**	**7 days**	**9 days**
*At1g52820*	*2OG-Fe(II)-dependent oxygenase*	**7.1**	**5.5**	1.0	**0.4**	0.8	1.0	1.0	1.0
*At1g32350*	*AOX1*	**4.0**	0.9	1.9	**3.6**	0.9	0.8	1.0	**2.5**
*At4g35690*	*Protein of unknown function (DUF241)*	**4.3**	**6.9**	**9.8**	**8.7**	1.5	1.1	**3.1**	**8.1**
*At5g28510*	*BGLU24*	**6.0**	**18.2**	**47.5**	**37.7**	1.2	0.9	1.5	1.6
*At2g37870*	*Bifunctional inhibitor/lipid-transfer 2S albumin superfamily protein*	**16.9**	**110.3**	**195.5**	**227.1**	7.6	**48.2**	**183.7**	**229.6**
*At4g33550*	*Same as above*	**7.7**	**48.3**	**92.4**	**115.3**	3.0	**20.6**	**51.9**	**115.3**
*At5g52310*	*RD29A*	**6.7**	**26.5**	**41.1**	**75.1**	**4.6**	**4.7**	**17.8**	**24.3**
*At5g52300*	*RD29B*	**8.4**	**68.4**	**164.7**	**335.9**	**5.7**	**7.2**	**76.6**	**116.6**
*At4g23700*	*Cation/H^+^ exchanger 17*	**4.3**	**3.0**	**5.1**	**5.0**	0.5	**0.4**	**0.3**	1.7
*At3g13784*	*βFRUCT6/CWINV5*	**5.5**	**7.4**	**5.4**	**9.9**	1.5	1.5	**11.7**	**48.4**
*At2g43570*	*Chitinase, putative*	**4.6**	1.5	1.9	**2.6**	1.2	0.9	1.3	**5.8**
*At4g37220*	*Cold accl. protein /WCOR413 family*	**4.5**	**2.4**	**2.3**	**3.0**	1.1	1.4	**3.6**	**3.6**
*At1g73810*	*Core-2/I-branching beta-1,6-N-acetyl glucosaminyltransferase family protein*	**4.9**	**3.5**	**4.2**	**7.0**	1.5	1.5	1.3	**2.4**
*At5g50260*	*CEP1*	**7.9**	**5.2**	**2.8**	**4.2**	1.2	1.4	**8.7**	**13.7**
*At5g36130*	*CYP 450 superfamily protein*	**12.5**	**5.6**	1.1	**0.2**	0.9	1.0	1.0	1.0
*At5g47990*	*CYP705A5*	**4.3**	**4.1**	**2.5**	0.7	0.9	0.9	0.9	0.7
*At2g30750*	*CYP71A12*	**4.1**	1.5	0.5	**0.5**	0.7	0.5	**0.5**	0.5
*At2g34500*	*CYP710A1*	**4.4**	**2.3**	**2.1**	**2.3**	0.8	**0.5**	0.9	**12.9**
*At5g36140*	*CYP716A2*	**9.1**	**4.4**	1.1	**0.4**	1.3	1.1	1.1	1.2
*At5g66400*	*DI8/RAB18/RESPONSIVE to ABA 18*	**4.2**	**79.7**	**157.6**	**316.7**	3.4	**19.1**	**334.6**	**825.6**
*At3g21520*	*DUF679 domain membrane protein 1*	**4.3**	1.4	2.0	1.5	1.5	0.8	1.0	1.4
*At1g26390*	*FAD-binding Berberine family protein*	**12.9**	2.2	1.1	1.4	0.7	**0.2**	**0.1**	**0.1**
*At1g26410*	*FAD-binding Berberine family protein*	**6.8**	1.3	**0.4**	0.5	0.7	**0.4**	**0.3**	**0.3**
*At1g60470*	*Galactinol synthase 4/GolS4*	**4.9**	**10.3**	**28.4**	**21.6**	1.2	1.1	1.4	**3.5**
*At4g19810*	*Glycosyl hydrolase family protein*	**4.4**	**2.5**	1.5	**2.1**	1.1	0.5	0.6	**2.6**
*At5g59220*	*Highly ABA-induced PP2C1*	**7.8**	**25.0**	**86.5**	**101.0**	3.1	**5.9**	**74.3**	**110.8**
*At1g07430*	*Highly ABA-induced PP2C2*	**7.4**	**30.9**	**115.5**	**170.2**	2.9	**6.9**	**66.8**	**73.7**
*At2g29380*	*Highly ABA-induced PP2C3*	**8.3**	**37.3**	**116.1**	**156.9**	1.3	1.3	**12.6**	**36.4**
*At2g39050*	*EULS3*	**4.0**	**5.5**	**8.1**	**12.6**	1.7	1.8	**4.0**	**7.3**
*At1g18870*	*Isochorismate synthase 2*	**10.6**	**20.6**	**14.2**	**2.1**	**2.9**	**3.6**	**2.1**	0.7
*At5g06760*	*Late Embryogenesis Abundant (LEA) 4-5*	**12.3**	**59.9**	**199.0**	**400.6**	3.2	**15.4**	**426.2**	**759.0**
*At1g52690*	*LEA7 very specific to drought*	**16.9**	**144.3**	**274.4**	**562.6**	3.5	**72.4**	**2663.5**	**3664.4**
*At3g15670*	*LEA76*	**13.9**	**128.1**	**221.8**	**636.6**	1.3	1.4	**55.7**	**604.4**
*At5g01550*	*Lectin receptor kinase A4.2*	**5.2**	1.6	1.7	1.6	1.1	1.0	0.9	**3.1**
*At5g59310*	*Lipid transfer protein 4*	**15.6**	**385.9**	**371.5**	**680.2**	**20.7**	**288.9**	**950.2**	**1016.0**
*At5g28520*	*Mannose-binding lectin superfamily*	**7.7**	**31.1**	**65.3**	**22.9**	1.3	0.9	1.2	1.3
*At5g42600*	*Marneral synthase*	**11.7**	**17.3**	**17.2**	**6.3**	0.7	0.8	0.9	1.0
*At5g19700*	*MATE efflux transporter/ABS3L1*	**4.2**	1.9	1.0	1.0	1.1	1.3	1.3	1.2
*At2g16005*	*MD-2-related lipid recognition domain-containing protein*	**10.3**	**36.3**	**50.9**	**38.7**	1.0	0.9	0.8	1.4
*At1g73220*	*OCT1*	**4.5**	**5.0**	**2.5**	**2.8**	1.0	1.9	**2.8**	**2.2**
*At1g34510*	*Prx8*	**5.3**	**3.8**	**3.2**	1.3	1.0	1.1	1.0	1.0
*At5g04120*	*Phosphoglycerate mutase family protein*	**24.8**	**32.6**	**27.2**	**8.5**	0.9	0.9	0.9	1.1
*At1g70720*	*Invertase/pectin methylesterase inhibitor*	**4.2**	**6.6**	**5.2**	**2.2**	1.3	**4.9**	**12.0**	**5.9**
*At3g17130*	*Same as above*	**4.0**	**5.9**	**8.8**	**5.6**	1.8	1.5	**3.5**	1.5
*At1g31750*	*Proline-rich family protein*	**4.2**	**9.8**	**28.2**	**40.9**	1.7	**3.2**	**20.0**	**32.3**
*At3g28300*	*Protein of unknown function (DUF677)*	**4.2**	**7.8**	**11.3**	**8.5**	2.0	2.0	**2.1**	0.6
*At1g09310*	*Protein of unknown function, DUF538*	**4.3**	**20.5**	**23.0**	**24.0**	1.1	0.9	1.1	**0.4**
*At3g18250*	*Putative membrane lipoprotein*	**4.5**	0.9	0.6	0.9	0.8	0.7	**0.3**	**0.3**
*At5g36150*	*Putative pentacyclic triterpene synthase 3*	**9.5**	**5.7**	1.0	**0.4**	0.8	1.1	1.2	1.0
*At3g08860*	*PYRIMIDINE 4*	**5.6**	**4.8**	**2.4**	1.0	2.9	**6.2**	**7.4**	**2.7**
*At3g49580*	*Response to low sulfur 1*	**6.4**	**3.7**	**2.8**	0.9	1.8	**4.7**	**2.1**	**0.3**
*At5g38910*	*RmlC-like cupins superfamily protein*	**20.3**	3.2	1.2	1.8	1.1	0.8	0.8	0.9
*At4g25220*	*Root hair specific 15*	**4.8**	2.2	1.4	**0.4**	0.8	0.8	0.8	0.8
*At1g66700*	*SABATH methyltransferase PXMT1*	**4.9**	1.7	1.1	1.9	0.9	0.5	0.5	1.0
*At5g13170*	*SWEET15*	**5.3**	**30.6**	**73.8**	**160.2**	4.9	**22.9**	**108.0**	**193.9**
*At2g40250*	*SGNH hydrolase-type esterase*	**5.6**	**6.5**	1.9	0.7	0.9	0.8	0.6	0.5
*At5g25260*	*FLOT1A*	**4.5**	1.0	**0.5**	0.6	1.3	0.5	**0.3**	**0.3**
*At4g21650*	*Subtilase 3.31*	**5.1**	**17.2**	**23.8**	**5.9**	2.3	**6.9**	**10.4**	1.9
*At4g21640*	*Subtilase family protein*	**4.6**	**15.9**	**23.2**	**5.5**	**2.6**	**7.8**	**12.4**	**2.4**
*At4g21630*	*Subtilase family protein*	**4.9**	**15.7**	**24.1**	**5.6**	2.4	**7.3**	**11.8**	**2.3**
*At5g11110*	*Sucrose phosphate synthase 2F/SPSA2*	**5.8**	**15.5**	**32.6**	**64.4**	1.2	1.5	**5.5**	**10.6**
*At5g65990*	*Transmembrane amino acid transporter*	**6.7**	**13.5**	**24.6**	**20.0**	1.3	1.1	**2.3**	1.8
*At2g19410*	*U-box domain-containing protein kinase*	**5.1**	2.9	**2.6**	1.9	0.9	0.8	1.0	0.8
*At1g21240*	*Wall associated kinase 3/WAK3*	**4.6**	0.7	0.6	0.8	1.6	1.1	**0.3**	**0.4**
*At1g03790*	*Zinc finger C-x8-C-x5-C-x3-H type*	**4.0**	**28.5**	**69.0**	**230.0**	1.1	1.4	**8.5**	**138.0**

*Values shown in bold are significantly up or down-regulated (FDR < 0.1)*.

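Among the genes up-regulated in both tissues, 650 (34.4%) were called on an earlier day in roots than in shoots, 865 on the same day, and 372 (19.7%) on an earlier day in shoots. The median log2 change of these genes was 0.25 in roots and 0.16 in shoots on day 3, 0.61 and 0.41 on day 5, 1.15 and 1.13 on day 7, and 1.71 and 1.89 on day 9. Of all 1887 genes up-regulated in both tissues, 266 were first called in roots on day 3 and 349 on day 5. In shoots these numbers were 103 and 304. A first day of calling depends on the thresholds, and the difference between the tissues was tested separately for each day. On day 3 the change differed for 947 genes, 586 of them with the higher change in roots. Of the 575 genes called up-regulated only in roots on day 3, 360 also had a called difference between the tissues. With the slide as a block, the change on day 3 differed for 201 genes. The genes up-regulated in roots on day 3 then numbered 116, and 96 with the day of scanning as a block. The first days of calling above come from the fit without these blocks.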

In general, the drought-inducible genes were up-regulated in roots at a very early stage of the drought stress treatment (days 3–5), while in shoot tissue this response was slightly delayed (days 5–7). For example, the expression of *protein phosphatase 2C1* (*PP2C1*; *AT5G59220*), *PP2C2* (*AT1G07430*), and *PP2C3* (*AT2G29380*) was significantly up-regulated in roots on days 3–9 of the drought stress. 

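In roots, PP2C1 increased by 2.87 (SE 0.35, limma q = 5.22e-07) on day 3, from a log2 signal of 6.12 ± 0.53 (SD, n = 3) on day 0 to 8.98 ± 0.47 (SD, n = 3), and by 4.54, 6.35 and 6.57 on days 5, 7 and 9. With each array scaled to its 75th percentile, the alternative that moved it most, the change of PP2C1 on day 3 was 3.81. PP2C2 increased by 2.81 (SE 0.52, limma q = 0.000305) on day 3 and by 4.87, 6.8 and 7.37 on days 5, 7 and 9, and PP2C3 by 2.97 (SE 0.26, limma q = 6.43e-10) on day 3 and by 5.12, 6.78 and 7.23 on the later days. On day 0, 2 of the 3 root arrays were well above background for each of the 3 genes. PP2C2 in roots on day 3 was not called by the methods' t-test or with the slide as a block.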

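In shoots, PP2C1 (AT5G59220) was up-regulated on day 3 by 1.59 (SE 0.33, limma q = 0.00262) and PP2C2 (AT1G07430) by 1.53 (SE 0.49, limma q = 0.0617). On days 5, 7 and 9 their log2 changes were 2.49, 6.12 and 6.66 for PP2C1 and 2.72, 5.97 and 6.12 for PP2C2. The difference between roots and shoots on day 3 was not called for PP2C1 (limma q = 0.122) or PP2C2 (limma q = 0.341, 1.28 on the log2 scale), while on day 5 the change was higher in roots by 2.06 (SE 0.5, limma q = 0.0027) for PP2C1 and by 2.14 for PP2C2. PP2C3 (AT2G29380) was not well above background in shoots on days 0 to 5, increased there at least 7.59-fold on day 7 and at least 21.7-fold on day 9, and its change on day 3 was higher in roots (limma q = 9.89e-06). PP2C1 in shoots on day 3 was not called by the methods' t-test. PP2C1's difference between roots and shoots on day 5 was not called with the slide as a block. PP2C2 in shoots on day 3 was not called with the scaling to the 75th percentile, by the methods' t-test, from the arrays compared alone, at a limma q under 0.05 or without shoot day 3 replicate 1 (a change of 0.85). PP2C1's difference between roots and shoots on day 3 was called among the genes well above background alone or without shoot day 3 replicate 1 (a change of 1.66). PP2C2's difference between roots and shoots on day 3 was called without root day 0 replicate 1 (a change of 2.01). PP2C2's difference between roots and shoots on day 5 was not called with the slide as a block (a change of -0.73) or without root day 0 replicate 3 (a change of 1.67).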

The expression of *PP2C1* and *PP2C2* was up-regulated in shoots on days 5–9, while the expression of *PP2C3* was up-regulated on days 7–9 of the drought stress (Table S1). The expression of *DREB2A* (*AT5G05410*) was up-regulated in roots from day 5 to 9, and in shoots from day 7 to 9. 

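DREB2A increased in roots by 1.52 (SE 0.4, limma q = 0.00541) on day 5 and by 3.03 and 4.17 on days 7 and 9. In shoots it fell by 1.14 (SE 0.38, limma q = 0.0728) on day 3 and increased by 1.52 on day 7 and 3.45 on day 9. On day 5 the shoot change was 0.28 (limma q = 0.699), and the difference between the tissues was 1.25 (SE 0.57, limma q = 0.125), which was not called. DREB2A in roots on day 5 was not called by the methods' t-test. DREB2A in shoots on day 3 was not called with the scaling to the 75th percentile, by the methods' t-test, with the slide as a block, at a limma q under 0.05 or without shoot day 0 replicate 3 (a change of -0.94). DREB2A's difference between roots and shoots on day 5 was called among the genes well above background alone, with the replicate number as a block, with roots and shoots paired by replicate number or without root day 0 replicate 1 (a change of 1.65).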

*DREB2B* (*AT3G11020*) was up-regulated in roots from day 7 to 9, and only at day 9 in shoots (Table S1).

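DREB2B increased in roots by 1.62 (SE 0.24, limma q = 1.07e-06) on day 7 and 2.64 on day 9, and in shoots by 1.9 (SE 0.26, limma q = 7.23e-08) on day 9. On day 7 its shoot change was 0.25, and the change was higher in roots by 1.37 (SE 0.35, limma q = 0.00252). DREB2B in shoots on day 7 was called with the slide as a block.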

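Up-regulation in roots on any of days 3 to 9, with no call in shoots, was found for 1742 genes. For 1217 of them, the change was higher in roots by the test of the difference on at least 1 of these days. In the other direction, 2741 genes were up-regulated in shoots only, and 1939 of them had the higher change in shoots. Scaling to the 75th percentile gave 10196 genes up-regulated in roots only. The earlier tiling array results were not analysed here.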

Our data revealed that 1633 genes were specifically up-regulated in roots (Figure S2) and was examined in relation to previously published tiling microarray results (Matsui et al., 2008). In comparison to the genes up-regulated in response to 2 or 10 h of drought stress identified in the tiling array, (Matsui et al., 2008), the current analysis identified 1353 new genes (83% of total genes specifically up-regulated in roots) that were specifically up-regulated in roots in response to drought stress (Table S1). 

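Of the 14 MFS transporters AT1G08900, AT1G30560, AT1G33440, AT1G72140, AT1G80530, AT2G26690, AT2G34355, AT3G20460, AT3G45680, AT3G47960, AT4G19450, STP8 (AT5G26250), AT5G27350 and AT5G62680, 13 were up-regulated in roots on at least 1 day, 1 of them (AT3G20460, up-regulated on day 3) was down-regulated in roots on day 9, 0 were up-regulated in shoots and 2 down-regulated there, and 12 had the higher change in roots by the test of the difference. The largest increase was that of AT2G26690, 3.59 (SE 0.14, limma q = 7.84e-21) in roots on day 7, where the shoot change was -0.05. STP8 was not well above background on any root array of day 0, was so on 2 of 3 on day 3, and was not called up-regulated there (at least 1.67-fold, limma q = 0.209). All 4 MATE efflux transporters AT1G71140, AT5G17700, AT5G19700 and AT5G38030 were up-regulated in roots with the higher change there, 0 were up-regulated in shoots, and 3 were down-regulated in shoots. AT5G19700, measured on 2 of 3 root arrays of day 0, increased on day 3 by 2 (SE 0.22, limma q = 8.06e-08) and was not well above background in shoots. Each of the 10 microRNA genes was up-regulated in roots and 0 in shoots, with the higher change in roots for 7 of them. Their probes were dim, and MIR156b (AT4G30972), which was not well above background in roots on day 0, increased at least 2.78-fold on day 9 (limma q = 8.46e-13), MIR168b (AT5G45307) at least 5.07-fold, and MIR777a (AT1G70645), measured on 2 of 4 arrays, at least 1.32-fold. MIR396a (AT2G10606) increased by 1.21 on day 7 and 1.58 on day 9. Adjusted over the list alone, limma called the same numbers in these 3 families as over all genes tested, and since the authors chose the genes on these arrays, those counts are not independent evidence. STP8 in roots on day 3 was called with the scaling to the 75th percentile. AT5G19700 in roots on day 3 was not called with the slide as a block. MIR396a in roots on day 7 was not called with an offset of 50. MIR777a in roots on day 9 was not called with an offset of 50, with quantile normalization within each tissue, with the replicate number as a block or without root day 9 replicate 4.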

The newly identified genes were members of diverse gene families such as major facilitator super family (MFS) transporters [*AT1G08900, AT1G30560, AT1G33440, AT1G72140, AT1G80530, AT2G26690, AT2G34355, AT3G20460, AT3G45680, AT3G47960, AT4G19450, STP8 (AT5G26250), AT5G27350*, and *AT5G62680*], MATE efflux transporters (*AT1G71140, AT5G17700, AT5G19700*, and *AT5G38030*), microRNA genes [*MIR156b* (*AT4G30972), MIR161* (*AT1G48267*), *MIR162b* (*AT5G2306*5), *MIR164* (*AT5G01747*), *MIR167c* (*AT3G04765*), *MIR168b* (*AT5G45307*), *MIR396a* (*AT2G10606*), *MIR402* (*AT1G77235*), *MIR777a* (*AT1G70645*), and *MIR848a* (*AT5G13887*)], various transcription factors (*MYB, NAC* domain, WRKY, etc.), ABA biosynthesis-related genes (*NCED5, NCED9*), pectin biosynthesis/modification-related genes, pre-tRNA genes, and various S-adenosyl-L-methionine (SAM) dependent transferases (Figure 3 and Table S1). In comparison to the tiling array conducted by Matsui et al. (2008), 1,724 additional genes were identified in the current study that were specifically down-regulated in roots (Table S2). Moreover, our data also revealed the differential regulation of several genes in roots vs. shoots (Tables S1, S3) that have been already reported to be involved in drought stress response (Huang et al., 2008; Matsui et al., 2008).

**Figure 3:**
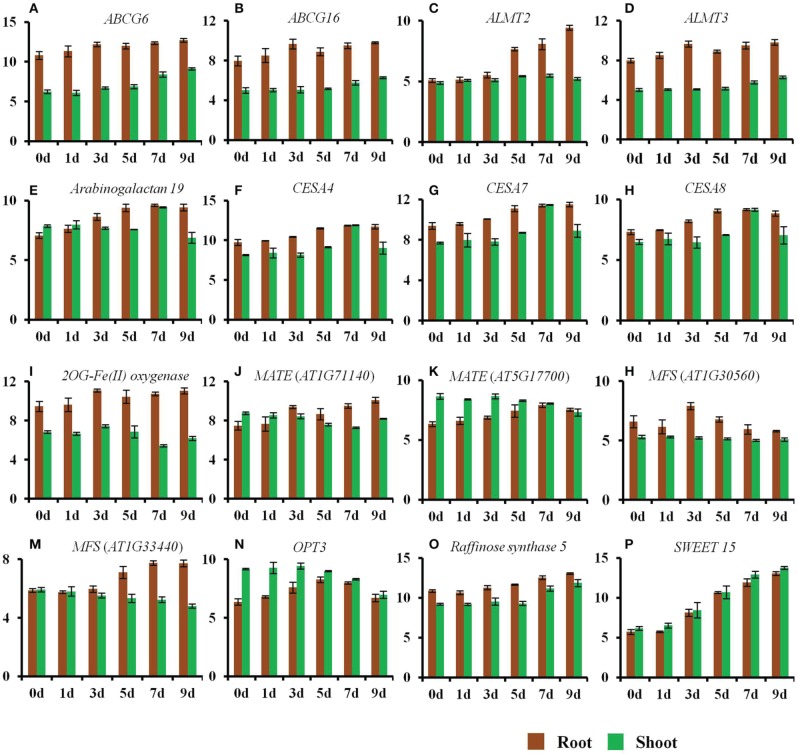
**Changes in the expression of genes by a progressive drought stress**. The normalized log_2_ values were used to plot the expression of genes regulated by a progressive drought stress. **(A)** *ABCG6*, **(B)** *ABCG16*, **(C)** *ALMT2*, **(D)** *ALMT3*, **(E)** *Arabinogalactan protein 19*, **(F)** *CESA4*, **(G)** *CESA7*, **(H)** *CESA8*, **(I)** *2OG-Fe(II) oxygenase (AT4G10500)*, **(J)** *MATE* transporter (*AT1G71140*), **(K)** *MATE* transporter (*AT5G17700*), **(L)** *MFS* transporter (*AT1G30560*), **(M)** *MFS* transporter (*AT1G33440*), **(N)** *OPT3*, **(O)** *Raffinose synthase 5*, **(P)** *SWEET 15*. Error bars represent standard deviation.

### Gene ontology (GO) and MapMan analysis

GO enrichment analysis revealed that the majority of the up-regulated genes in roots and shoots on day 3 of the drought treatment belonged to catalytic activity (GO:0003824; Figure 4), however, in roots a significant number of up-regulated genes were also identified as related to transport (GO:0005215) and structural molecular activity (GO:0005198). As the drought stress progressed, genes belonging to molecular binding (GO:0005488), transport (GO:0005215), and transcription factors (GO:0001071) were also up-regulated in shoots (Figure 4). 

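Across all 32788 genes, the correlation between the log2 changes in roots and in shoots was 0.247 on day 3, 0.217 on day 5, 0.475 on day 7 and 0.592 on day 9, where simulated unchanged groups gave -0.005. Genes are not independent replicates. At the same time, the change differed between roots and shoots for 5256 genes on day 7 and for 7362 on day 9. These are values of single genes. The paper's comparison of the tissues on these days refers to gene ontology categories, which were not analysed here.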

At day 7 and 9 of the drought stress, the response of roots and shoots seemed very similar (Figure 4). The number of up-regulated genes in roots on day 3 of the drought stress was higher than the number of up-regulated genes in shoot tissue, while an opposite trend was observed on days 5–9 of the drought stress (Figure 1). 

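Of the genes up-regulated on day 3, 58 were called in both tissues. On day 5 the difference in change between the tissues was called for 3227 genes, and it was higher in shoots for 1854 of them. The order of the day 3 counts was kept by the methods' t-test (279 genes in roots and 70 in shoots). It was not kept with the slide as a block (116 and 459), where shoot day 3 is compared with day 0 through replicate 1 alone. The day of scanning as a block did not keep it either, with 96 genes in roots and at least 132 in shoots.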

GO enrichment analysis indicated that different transporters/transport related genes were significantly up-regulated in roots compared to shoots on day 3 of the drought stress (Figure 4). The number of up-regulated genes involved in structural molecule activity (GO:0005198) was also higher in roots compared to shoots (Figure 4). GO enrichment analysis for protein classification revealed that a number of calcium binding proteins (PC00060) were also up-regulated in roots on day 3 of drought stress (Figure S3). The most striking differences observed between roots and shoots were at day 3 of drought stress for pathway analysis. In shoots, genes involved in general transcription regulation (P00023) and transcription regulation by bZIP transcription factor (P00055) were recognized by GO analysis, while in roots genes belonging to 28 pathways were recognized (Figure S4). Majority of genes up regulated or down regulated both in roots and shoots were classified as engaged in metabolic or cellular process according to GO analysis (Figure S5).

**Figure 4:**
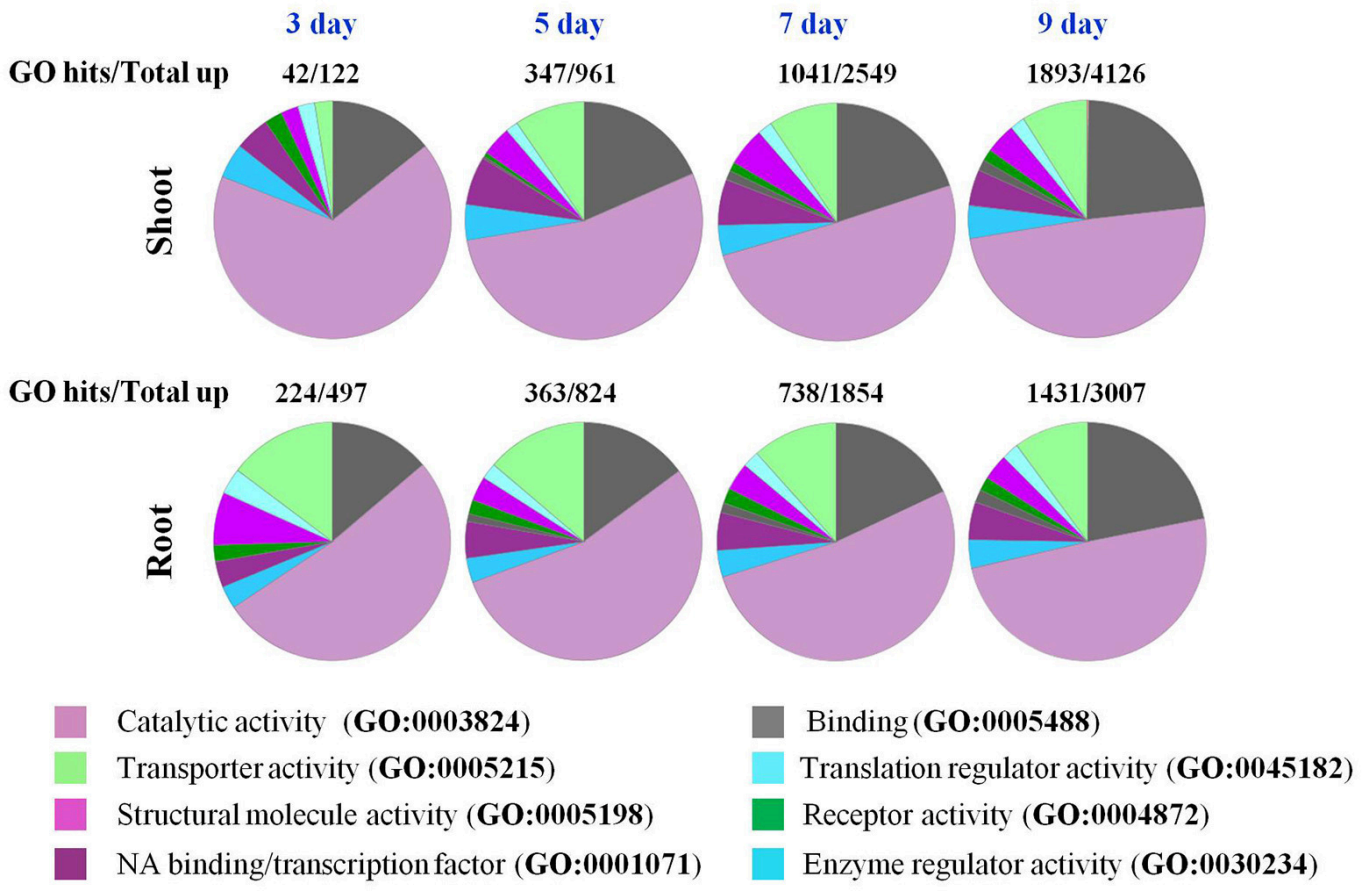
**GO enrichment analysis of genes in roots and shoots of ***Arabidopsis plants*** that respond to a progressive drought stress**. Go functional classification was performed using the panther classification system maintained at http://pantherdb.org/.

The MapMan and GO analyses are comparable to each other, which serves as a justification for comparative analysis (Klie and Nikoloski, 2012). MapMan and PageMan analysis were done to validate the GO enrichment analysis and to categorize the genes in more detail. MapMan analysis indicated that a greater number of genes categorized as cell wall biosynthesis related genes, lipid metabolism related genes, and genes involved in secondary metabolism were also up-regulated in roots compared to shoots on day 3 of the drought stress (Figures S6, S7). 

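A list of 37 genes of the photosystems and light-harvesting complexes, written before the data were examined, was tested in place of the MapMan bins. In shoots its median log2 change was -0.02 on day 3 (camera q = 0.489 with limma) and -0.29 on day 5 (camera q = 0.000115 with limma). On day 5, 6 of its genes were called down-regulated over all genes tested and 6 when adjusted over the list alone. On day 1 its median in shoots was 0.11, an increase that camera called (limma, q = 0.00237) and fry did not (limma, q = 0.524). Under fry, which estimates the correlation between genes from the arrays, the decrease on day 5 held (limma, q = 0.0474). With each array scaled to its 75th percentile, the alternative that moved it most, the median on day 5 was -0.75.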

MapMan analysis revealed that genes involved in photosynthesis/light reactions were significantly down-regulated in shoots starting at day 5 of the drought stress (Figures S6, S7). 

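The 37 genes of the photosystem and light-harvesting list had a median log2 change in shoots of -1.33 on day 7 (limma, camera q = 1.15e-15) and -2.37 on day 9 (limma, camera q = 4.85e-16), and both decreases were also called by fry. Down-regulation was called for 25 genes on day 7 and 34 on day 9, with the same counts adjusted over the list alone, and no gene of the list was up-regulated on either day. In roots on day 9 the median was -0.3, with 6 genes down-regulated and no call for the list as a whole (limma, camera q = 0.117). The bins for carbohydrate metabolism and the cell wall were not analysed here.

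**Figure D2:**
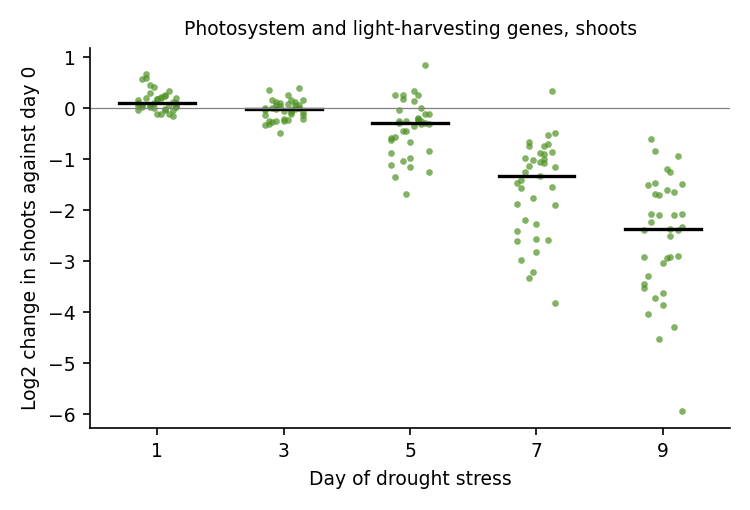
Log2 change against day 0 in shoots of each of the 37 genes of the photosystem and light-harvesting list (points) on days 1, 3, 5, 7 and 9 of the drought stress, with the median of the list as a bar. The median passes from -0.02 on day 3 to -2.37 on day 9.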

In shoots, genes involved in minor CHO metabolism and cell wall synthesis were up-regulated at days 7 and 9 of the drought stress, while almost all the genes involved in photosynthesis/light reactions were significantly down-regulated (Figure S7).

PageMan analysis of roots revealed that bins related to major carbohydrate (CHO) metabolism, cell wall synthesis, and DNA and chromatin structure were significantly up-regulated, while bins relating to amino acid metabolism, and nucleic acid metabolism were down-regulated (Figure S8). Bins related to mitochondrial electron transport (shoots), amino acid metabolism (roots and shoots), nucleotide metabolism (roots and shoots) were significantly down-regulated at an early stage of drought stress (from day 3), while bins related to development and RNA synthesis/transcription (shoot) became significantly up-regulated as the drought treatment progressed (Figure S8).

### Changes in the expression of cell wall and suberin synthesis genes

Roots rapidly sense changes in water potential and significantly alter roots architecture in an attempt to acquire more water in order to maintain a non-detrimental water potential. This is evident by the changes in the expression of genes belonging to cell wall, suberin, and lignin biosynthesis. Expression of ABC transporters involved in lignin transport also increased in roots (Table S1). 

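In roots, CESA4 (AT5G44030) increased by 1.78 (SE 0.25, limma q = 9.57e-07) on day 5 and by 2.15 and 2 on days 7 and 9, CESA7 (AT5G17420) by 1.71, 2.04 and 2.11 and CESA8 (AT4G18780) by 1.71, 1.82 and 1.51 on days 5, 7 and 9. The limma q of these changes was at most 2.06e-06. All 3 genes were also up-regulated in shoots on day 7, CESA4 by 3.72 (SE 0.25, limma q = 9.42e-15), CESA7 by 3.72 and CESA8 by 2.58, and CESA7 on day 9 by 1.18. On day 7 the change was lower in roots than in shoots, with a difference of -1.57 (SE 0.34, limma q = 0.000396) for CESA4 and -1.69 for CESA7, while on day 9 that of CESA4 was higher in roots by 1.16. CESA7 in shoots on day 9 was not called without shoot day 9 replicate 2 (a change of 0.82). CESA4's difference between roots and shoots on day 9 was not called without shoot day 9 replicate 3 (a change of 0.93).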

The expression of cellulose synthase (CES) genes, *CESA4* (*AT5G44030*), *CESA7* (*AT5G17420*), and *CESA8* (*AT4G18780*) was significantly up-regulated in roots on days 5–9 of the drought stress (Figure 3). These genes have been reported to contribute to secondary cell wall synthesis (Carpita, 2011). In contrast, the expression of genes involved in primary cell wall synthesis (*CESA1*; *AT4G32410, CESA3*; *AT5G05170, CESA6*; *AT5G64740*) was not altered in roots. Moreover, the expression of *ABCG6* (*AT5G13580*) and *ABCG16* (*AT3G55090*), was significantly up-regulated in roots at a very early stage of the drought stress (Figure 3). These genes belong to a set of five *Arabidopsis* ABCG transporters that are required for synthesis of an effective suberin barrier in roots and seed coats (ABCG2; *AT2G37360*, ABCG6, and ABCG20; *AT3G53510*) and for synthesis of an intact pollen wall (ABCG1; *AT2G39350* and ABCG16) (Yadav et al., 2014). 

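CESA1, CESA3 and CESA6 were not called in roots on any day. Their log2 changes there lay between -0.5 (CESA3 on day 9, limma q = 6e-04) and 0.44 (CESA6 on day 7, limma q = 0.00151), and these changes were under the threshold of 2-fold. In shoots CESA3 fell by 1.01 (SE 0.13, limma q = 1.32e-08) on day 9. CESA3 in shoots on day 9 was not called with the slide as a block or without shoot day 9 replicate 2 (a change of -0.91).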

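ABCG6 increased in roots by 1.38 (SE 0.24, limma q = 0.000157) on day 3 and by 1.2, 1.59 and 1.91 on days 5, 7 and 9, and ABCG16 by 1.65 (SE 0.25, limma q = 2.12e-05) on day 3 and by 1.5 and 1.81 on days 7 and 9. Its log2 change on day 5, 0.89, was under 2-fold. In shoots ABCG6 was up-regulated on days 7 and 9 (2.1 and 2.79), and ABCG16 at least 1.64-fold on day 9. The change on day 3 was higher in roots for ABCG16 (limma q = 0.00413), which was not well above background in shoots on that day, and the difference was not called for ABCG6 (limma q = 0.103). ABCG6 in roots on day 3 and ABCG16 in roots on day 3 were not called by the methods' t-test or with the slide as a block. ABCG6 in roots on day 7, ABCG16 in roots on day 7 and ABCG16 in roots on day 9 were not called with the day of scanning as a block. ABCG16 in shoots on day 9 was not called with an offset of 50. ABCG16's difference between roots and shoots on day 3 was not called with the scaling to the 75th percentile or with the slide as a block. ABCG6 in roots on day 5 was not called by the methods' t-test, with the slide as a block or without root day 0 replicate 1 (a change of 0.94). ABCG16 in roots on day 5 was called without root day 0 replicate 2 (a change of 1.16). ABCG6's difference between roots and shoots on day 3 was called with an offset of 50 or without root day 0 replicate 2 (a change of 1.16).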

The expression of arabinogalactan protein 19 (*AT1G68725*) was also up-regulated in roots from day 3 to 9 of the drought stress (Figure 3). This gene contributes to plant growth, as mutants for this gene show reduced height, altered leaf shape and size, and lighter color (Yang et al., 2007).

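Arabinogalactan protein 19 (AGP19) increased in roots by 1.54 (SE 0.19, limma q = 8.13e-07) on day 3 and by 2.27, 2.5 and 2.32 on days 5, 7 and 9. In shoots AGP19 was up-regulated on day 7, by 1.54 (SE 0.19, limma q = 3.11e-08), and its change on day 9 was -0.95. The change was higher in roots by 1.7 on day 3, 2.54 on day 5 and 3.27 on day 9, with a limma q of at most 7.09e-05. AGP19 in roots on day 3 and AGP19's difference between roots and shoots on day 3 were not called with the slide as a block. AGP19 in shoots on day 9 was called with an offset of 0, with quantile normalization within each tissue, with the scaling to the 75th percentile, with the authors' normalized values or without shoot day 9 replicate 2 (a change of -1.2).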

### Regulation of osmoprotectant biosynthesis-related genes

The expression of genes involved in the biosynthesis of osmoprotectants changed significantly during the early stages of the drought stress, particularly in roots. Raffinose and galactinol are involved in tolerance to drought, high salinity, and cold stresses. Galactinol synthase (GolS) catalyzes the first step in the biosynthesis of raffinose (Taji et al., 2002). Seven GolS (GolS1-7) members have been reported in *Arabidopsis*. The expression of *GolS1* (*AT2G47180*) and *GolS2* (*AT1G56600*) is up-regulated by drought stress. Plants over expressing *GolS2* exhibit increased levels of endogenous galactinol and raffinose, and are tolerant to drought stress (Taji et al., 2002). The data in the current study indicate that the expression of *GolS1* was specifically up-regulated (Table S3), while that of *GolS3* (*AT1G09350*) was specifically down-regulated in shoots on day 7 and 9 of the drought stress (Table S4). 

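GolS1 increased in shoots by 1.97 (SE 0.22, limma q = 2.01e-09) on day 7 and 1.48 on day 9, where its root changes were 0.02 and -0.01. The change was lower in roots, with a difference of -1.95 (SE 0.29, limma q = 2.88e-06) on day 7 and of -1.49 on day 9. GolS3 decreased in shoots at least 2.67-fold on day 7 (limma q = 4.95e-06) and at least 2.63-fold on day 9, and was not well above background there on these days. It was measured on 1 of 3 root arrays of day 0, and the difference between the tissues was not called on day 7 (limma q = 0.0455, under 2-fold) or day 9 (limma q = 0.0324). GolS3 in shoots on day 7 and GolS3 in shoots on day 9 were not called with an offset of 50 or with the slide as a block. GolS3's difference between roots and shoots on day 7 and GolS3's difference between roots and shoots on day 9 were called with an offset of 0, with quantile normalization within each tissue, with the scaling to the 75th percentile or with the replicate number as a block.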

The expression of *GolS2* was up-regulated in roots from days 5 to 9 of the drought stress, while in shoots it was up-regulated from day 3 to 9 (Table S1). 

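In roots, GolS2 was up-regulated on day 3 as well, by 1.99 (SE 0.36, limma q = 0.000187), and by 3.67, 6.13 and 7.08 on days 5, 7 and 9. In shoots it increased by 2.77 (SE 0.33, limma q = 7.73e-07) on day 3 and by 3.71, 5.22 and 5.14 on the later days. Its change on day 3 did not differ between the tissues (-0.78 (SE 0.49, limma q = 0.41)), and on day 9 it was higher in roots by 1.93. GolS2 in roots on day 3 was not called by the methods' t-test or with the day of scanning as a block.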

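GolS4 (AT1G60470) increased in roots by 3.33 (SE 0.2, limma q = 1.05e-14) on day 5 and by 4.81 and 4.41 on days 7 and 9. In shoots GolS4 was not well above background on days 0 to 5 and increased at least 2.5-fold on day 9 (limma q = 2.68e-09). The change of GolS4 was higher in roots on each of days 3 to 9, with a limma q of at most 9.95e-06. GolS4's difference between roots and shoots on day 3 was not called with the scaling to the 75th percentile.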

The expression of *GolS4* was significantly up-regulated in roots from day 3 to 9, while in shoots it was up-regulated only on day 9 of the drought stress (Table 1). 

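Raffinose synthase 5 (RS5, AT5G40390) increased in roots by 1.69 (SE 0.19, limma q = 4.98e-09) on day 7 and 2.23 on day 9, and in shoots by 1.95 (SE 0.2, limma q = 8.21e-10) and 2.64. The change of RS5 did not differ between the tissues on either day (limma q = 0.53 and 0.263).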

The expression of *raffinose synthase 5* (*RS5*; *AT5G40390*) was up-regulated in roots and shoots on days 7 and 9 of the drought stress (Figure 3). Changes in the expression of genes involved in proline synthesis were also observed. The expression of *P5CS1* (*AT2G39800*) was up-regulated in roots and shoots from day 5 to 9 (Table S1), while the expression of *P5CS2* (*AT3G55610*) was specifically up-regulated in shoots on day 7 and 9 (Table S3).

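P5CS1 increased in roots by 1.94 (SE 0.22, limma q = 1.48e-08) on day 5 and by 2.88 and 2.6 on days 7 and 9, and in shoots by 1.26 (SE 0.22, limma q = 4.57e-05) on day 5 and by 3.83 and 3.79. P5CS2 increased in shoots by 2.05 (SE 0.19, limma q = 3.61e-11) on day 7 and 3.73 on day 9, while its root changes on these days were -0.49 and 0. The change of P5CS2 was lower in roots, with a difference of -2.54 (SE 0.26, limma q = 1.19e-09) on day 7 and of -3.73 on day 9.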

### Transcriptional changes in ABA and other hormone-related genes

A number of hormone-related genes were significantly up-regulated in roots and shoots (Table 2). Among genes in the ABA biosynthesis pathway, *NCED2* was up-regulated on day 3, while *CYP707A1* (*AT4G19230*), *NCED3*, and *NCED9* (*AT1G78390*) were up-regulated in roots from day 5 to 9 of the drought stress (Table 2). Thus, it is reasonable to conclude that ABA biosynthesis was up-regulated around day 5 of the drought stress. 

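In roots, NCED2 increased by 3.68 (SE 0.23, limma q = 1.28e-14) on day 5 and by 4.58 and 4.38 on days 7 and 9. CYP707A1 increased by 1.32 (SE 0.28, limma q = 0.000634) on day 5 and by 2.7 and 3.98, and in shoots by 1.06, 1.77 and 3.58 on days 5, 7 and 9. NCED3 increased in roots by 3.43, 5.3 and 5.14 on days 5, 7 and 9 (limma q between 1.11e-13 and 6.28e-08), after its increase on day 3 given above. NCED9 was not well above background in roots on day 0 and increased there at least 2.77-fold on day 5 (limma q = 1.71e-07), at least 3.28-fold on day 7 and at least 1.97-fold on day 9. CYP707A1 in roots on day 5 was not called by the methods' t-test or with the slide as a block. CYP707A1 in shoots on day 5 was not called with an offset of 50, with the slide as a block or without shoot day 5 replicate 1 (a change of 0.91). NCED9 in roots on day 9 was not called with an offset of 50, with quantile normalization within each tissue or without root day 0 replicate 3.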

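On day 3, NCED2, NCED3 and GolS4 were already called in roots, with the values given above, and CYP707A1 changed by 0.83 (SE 0.28, limma q = 0.0479), under the threshold of 2-fold. From the changes of NCED2, CYP707A1, NCED3 and NCED9 in roots, the paper holds it reasonable that the biosynthesis of ABA rose around day 5. ABA itself was not measured on the arrays.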

The up-regulation of *NCED*2 and *NCED3* occurred earlier in roots than in shoot tissue. In contrast, the expression of *AAO3* was specifically up-regulated in shoots. 

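In shoots, NCED2 was not well above background on days 0, 1 and 3, increased at least 2.64-fold on day 7 (limma q = 4.99e-08), and was not called on day 9. NCED3 was up-regulated in shoots by 2.34 (SE 0.41, limma q = 1.43e-05) on day 7 and 2.17 on day 9. On day 3 the change was higher in roots by 2.37 (SE 0.56, limma q = 0.00914) for NCED3, and it was also higher in roots for NCED2 (limma q = 0.00248). On day 5 the change of NCED3 was higher in roots by 2.61 (limma q = 0.00123). NCED3's difference between roots and shoots on day 3, NCED2's difference between roots and shoots on day 3 and NCED3's difference between roots and shoots on day 5 were not called with the slide as a block.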

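AAO3 (AT2G27150) increased in shoots by 1.35 (SE 0.17, limma q = 3.61e-08) on day 7 and 3.22 on day 9, and in roots it was not called (0.8 on day 9, limma q = 5.53e-05). Its change was lower in roots, with a difference of -1.3 (SE 0.23, limma q = 3.41e-05) on day 7 and of -2.42 on day 9. AAO3 in roots on day 9 was called with the scaling to the 75th percentile.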

The expression of transcription factors involved in ABA response also changed differentially in roots and shoots. The expression of *AREB1/ABF2* (*AT1G45249*), *AREB2/ABF4* (*AT3G19290*), and *ABF3* (*AT4G34000*) was reported to be up-regulated in vegetative tissues in response to drought, high salinity, and ABA (Fujita et al., 2005). In the present study, the expression of *AREB1/ABF2* was up-regulated in roots from day 5 to 9 of the drought stress, and from day 7 to 9 in shoots. 

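AREB1/ABF2 (AT1G45249) increased in roots by 1.75 (SE 0.25, limma q = 1.55e-06) on day 5 and by 2.82 and 2.64 on days 7 and 9, and in shoots by 3.11 (SE 0.25, limma q = 1.17e-12) on day 7 and 2.94 on day 9. The shoot change of ABF2 on day 5 was 0.86 (limma q = 0.012), under the threshold of 2-fold, and the day 5 difference between the tissues was not called (0.89 (SE 0.35, limma q = 0.0688)). ABF2 in shoots on day 5 was called with the slide as a block or without shoot day 5 replicate 3 (a change of 1.02). ABF2's difference between roots and shoots on day 5 was called without shoot day 5 replicate 1 (a change of 1.2).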

The expression of *AREB2/ABF4* was specifically up-regulated in shoots on day 7 and 9, while the expression of *ABF3* was up-regulated in roots on day 7. On the other hand, it was up-regulated from day 3 to 9 of the drought stress in shoots (Table 2 and Table S3).

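AREB2/ABF4 (AT3G19290) increased in shoots by 1.32 (SE 0.18, limma q = 1.33e-07) on day 7 and 1.07 on day 9. In roots its changes on these days were 0.88 and 0.88 (limma q between 2.82e-05 and 4.92e-05), under the threshold of 2-fold, and the difference between the tissues was not called (limma q = 0.167 and 0.568). ABF3 (AT4G34000) increased in roots by 1.26 (SE 0.17, limma q = 1.48e-07) on day 7. ABF4 in roots on day 9 was called with the scaling to the 75th percentile. ABF4 in shoots on day 9 was not called without shoot day 0 replicate 2 (a change of 0.94).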

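In shoots, ABF3 (AT4G34000) increased by 1.09 (SE 0.17, limma q = 5.81e-05) on day 3 and by 1.91, 3.21 and 2.58 on days 5, 7 and 9. The change was lower in roots, with a difference of -1.31 (SE 0.25, limma q = 0.000276) on day 5, -1.95 on day 7 and -1.62 on day 9, and it did not differ on day 3 (limma q = 0.341). ABF3 in shoots on day 3 was not called by the methods' t-test or without shoot day 3 replicate 1 (a change of 0.86).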

**Table 2:** **Changes in expression of hormone related genes**.

**Gene**	**Name**	**Root**				**Shoot**			
		**3 days**	**5 days**	**7 days**	**9 days**	**3 days**	**5 days**	**7 days**	**9 days**
**ABA RELATED GENES**									
*At2g27150*	*AAO3*	0.82	0.97	1.02	1.74	1.13	1.21	**2.59**	**9.59**
*At5g67030*	*ABA1/ZEP*	1.19	1.65	1.87	**3.13**	1.23	1.24	1.04	**2.90**
*At1g52340*	*ABA2*	1.09	1.08	0.96	0.81	0.84	0.69	0.59	0.62
*At1g16540*	*ABA3*	*0.90*	0.86	1.43	**2.53**	0.98	1.10	1.66	**3.95**
*At4g19230*	*CYP707A1*	1.80	**2.54**	**6.61**	**16.05**	1.11	**2.15**	**3.56**	**12.73**
*At5g45340*	*CYP707A3*	0.36	0.31	**0.11**	**0.15**	0.84	1.64	**0.40**	0.60
*At4g18350*	*NCED2*	**2.67**	**13.86**	**25.85**	**22.63**	0.90	1.15	**3.62**	1.58
At3g14440	*NCED3*	6.37	**11.04**	**39.5**	**35.88**	1.78	11.04	**5.09**	**4.55**
*At4g19170*	*NCED4*	1.05	1.07	1.04	1.37	1.62	**2.19**	0.71	0.88
*At1g30100*	*NCED5*	1.69	1.48	**2.37**	1.84	1.25	1.26	1.30	0.69
*At3g24220*	*NCED6*	0.87	0.96	1.01	1.30	1.00	0.91	1.44	1.43
*At1g78390*	*NCED9*	1.82	**3.01**	**3.57**	**2.11**	1.01	1.13	1.68	1.98
*At1G52400*	*BG1*	2.29	**6.05**	**40.41**	**13.68**	1.66	**2.06**	**2.16**	**0.24**
*At5g06530*	*ABCG22*	**4.43**	**11.46**	**17.98**	**24.46**	1.25	1.14	1.58	0.89
*At1g45249*	*AREB1/ABF2*	1.88	**3.40**	**7.07**	**6.26**	1.30	1.84	**8.77**	**7.83**
*At3g19290*	*AREB2*	1.04	1.20	1.83	1.84	0.95	1.07	**2.53**	**2.13**
*At4g34000*	*ABF3*	1.57	1.52	**2.35**	1.94	**2.16**	**3.84**	**9.47**	**6.15**
*At1g71960*	*ABCG25*	1.73	**1.99**	**2.15**	1.77	1.27	1.65	**2.36**	**2.44**
*At1g15520*	*ABCG40*	1.84	0.83	**0.34**	**0.47**	0.71	**0.14**	**0.16**	**0.11**
*At1g69850*	*AIT1*	1.34	1.69	1.50	**2.09**	0.79	0.79	0.64	**0.47**
**AUXINS RELATED GENES**									
*At4g32540*	*YUCCA1*	1.24	**2.46**	**2.01**	**3.58**	0.84	0.89	0.69	0.68
*At5g11320*	*YUCCA4*	1.56	1.81	1.69	**3.15**	1.07	1.00	1.07	0.97
*At1g70560*	*TAA1/SAV3*	1.08	1.69	**2.36**	**4.73**	0.77	0.99	0.80	0.89
*At1g34060*	*TAR4*	1.23	1.01	0.81	0.87	**2.05**	**4.87**	**2.28**	1.83
*At5g28237*	*TSB2 homol*.	0.98	1.07	1.14	0.97	1.19	**2.36**	**3.16**	1.12
*At3g44300*	*NIT2*	1.63	1.29	**2.05**	**2.72**	1.05	0.57	0.81	**2.32**
*At2g30770*	*CYP71A13*	1.50	1.40	1.34	**2.93**	0.37	0.13	0.08	0.33
**CYTOKININ RELATED GENES**									
*At4g24650*	*IPT4*	0.94	**2.58**	1.11	0.98	1.05	1.02	0.91	0.97
*At2g28305*	*LOG1*	0.84	1.44	**5.53**	**7.51**	0.94	1.73	**4.31**	**3.80**
*At2g35990*	*LOG2*	**2.80**	**2.22**	1.50	0.78	1.12	1.11	1.06	1.07
*At3g53450*	*LOG4*	0.76	1.28	1.58	**3.06**	0.89	0.89	1.37	**2.88**
*At4g35190*	*LOG5*	**3.21**	**2.25**	**2.92**	**2.38**	1.20	**3.60**	**4.75**	**3.90**
*At5g56970*	*CKX3*	0.80	0.91	0.53	0.21	1.79	**2.15**	1.32	1.13
*At1g75450*	*CKX5*	1.71	**2.11**	**2.15**	1.60	1.01	1.15	1.11	0.92
*At5g05870*	*UGT76C1*	1.29	1.99	**3.52**	**3.74**	1.15	0.96	1.60	1.51
*At2g36750*	*UGT73C1*	1.00	1.30	1.35	**3.98**	1.34	1.05	**3.00**	**13.49**
*At2g36800*	*UGT73C5*	**3.19**	1.04	1.67	**2.53**	1.24	1.28	0.67	0.69
*At1g22400*	*UGT85A1*	1.08	1.07	0.92	0.77	0.52	0.36	0.72	**3.51**
*At4g22570*	*APT3*	0.80	1.23	1.67	0.88	1.30	1.93	**2.10**	0.47
**GIBBERELLINS(GA) RELATED GENES**									
*At1g79460*	*KS/GA2*	1.01	1.67	**2.47**	**3.17**	1.34	1.61	1.70	1.20
*At5g25900*	*KO/GA3*	0.65	0.74	0.98	1.08	1.08	1.18	1.39	**2.40**
*At5g51810*	*GA20ox2*	0.90	1.81	1.76	1.79	0.94	1.17	**2.86**	1.40
*At1g44090*	*GA20ox5*	1.35	1.53	1.59	**2.48**	0.81	0.87	1.00	1.17
*At1g02400*	*GA2ox6*	0.84	0.81	1.16	**2.34**	0.43	1.05	1.51	**5.07**
**ETHYLENE BIOSYNTHESIS PATHWAY GENES**									
*At1g01480*	*ACS2*	**2.03**	1.39	**2.97**	**7.93**	0.88	1.05	**7.92**	**41.88**
*At5g28360*	*ACS3*	1.04	0.93	1.06	1.03	1.16	1.14	**2.25**	1.12
*At4g26200*	*ACS7*	1.18	0.65	0.54	0.83	0.95	0.90	0.99	**2.26**
**REGULATION OF JASMONATE (JA) RELATED GENES**									
*At3g25760*	*AOC1*	1.22	0.83	0.76	0.71	1.13	**2.14**	0.63	0.21
*At4g16760*	*ACX1*	1.54	1.90	**3.43**	**3.89**	1.06	1.07	1.73	**3.70**
*At5g65110*	*ACX2*	1.41	1.22	1.78	**2.65**	1.02	0.83	1.54	**2.90**
*At3g51840*	*ACX4*	0.86	0.75	0.84	1.14	1.01	1.12	1.24	**2.36**
*At5g07010*	*ST2a*	1.16	1.53	**2.04**	**2.94**	0.64	0.54	1.24	**4.36**
*At3g25760*	*AOC1*	1.22	0.83	0.76	0.71	1.13	**2.14**	0.63	0.21

*Values shown in bold are significantly up or down-regulated (FDR < 0.1)*.

Similarly, the expression of transporters involved in ABA transport and ABA-induced stomatal closure also responded differently in roots and shoots. An increase in the expression of *ABCG25* (*AT1G71960*) was observed in roots on day 7, while the increase in shoots occurred on day 7–9 of the drought stress. 

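ABCG25 increased in roots by 1.09 (SE 0.19, limma q = 1.28e-05) on day 7, and in shoots by 1.2 (SE 0.2, limma q = 6.95e-06) on day 7 and 1.24 on day 9. Its root change on day 9 was 0.81 (limma q = 0.000423), under 2-fold. The change did not differ between the tissues on day 7 (limma q = 0.806) or day 9 (limma q = 0.224). ABCG25 in shoots on day 7 was not called with an offset of 50. ABCG25 in roots on day 9 was called with the day of scanning as a block. ABCG25 in roots on day 7 was not called with an offset of 50 or without root day 0 replicate 3 (a change of 1).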

The expression of *ABCG22* (*AT5G06530*) was specifically up-regulated in roots. 

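ABCG22 increased in roots by 2.07 (SE 0.21, limma q = 1.97e-08) on day 3 and by 3.41, 4.06 and 4.5 on days 5, 7 and 9, from a log2 signal of 5.63 ± 0.14 (SD, n = 3) on day 0, when it was well above background on 2 of 3 arrays. In shoots, where its log2 signal on day 0 was 9.69 ± 0.3 (SD, n = 3), the changes on days 3 to 9 lay between -0.17 on day 9 and 0.64 on day 7, and none was called. The change was higher in roots by 1.75 (SE 0.29, limma q = 0.000218) on day 3 and by 4.67 on day 9. ABCG22's difference between roots and shoots on day 3 was not called with the slide as a block.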

The expression of *ABCG40* (*AT1G15520*) was significantly down-regulated in both roots and shoots in response to the drought stress. 

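ABCG40 (AT1G15520) fell in roots by 1.51 (SE 0.35, limma q = 0.000615) on day 7, when it was measured on 1 of 4 arrays, and by 1.04 on day 9, when it was measured on 2 of 4. In shoots it fell by 2.7 (SE 0.37, limma q = 1.35e-06) on day 5 and by 2.55 on day 7, and decreased at least 8.31-fold on day 9. ABCG40 in roots on day 7 was not called by the methods' t-test or without root day 0 replicate 1 (a change of -0.8). ABCG40 in roots on day 9 was not called with an offset of 50, with quantile normalization within each tissue, by the methods' t-test or without root day 0 replicate 1 (a change of -0.33).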

Down-regulation of *ABCG40* was observed in roots on days 7 and 9, and from day 5 to 9 in shoots (Table 2). The expression of the ABA transporter, *AIT1* (*AT1G69850*), was significantly up-regulated in roots on day 9 of the drought stress, while it was significantly down-regulated in shoots (Table 2).

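AIT1 increased in roots by 1.06 (SE 0.11, limma q = 5.72e-10) on day 9 and fell in shoots by 1.05 (SE 0.12, limma q = 2.42e-09). The difference between the tissues on day 9 was 2.11 (SE 0.17, limma q = 1.32e-12), and it was also called on days 5 and 7 (1.09 and 1.22). AIT1 in shoots on day 9 was not called with an offset of 50. AIT1 in roots on day 9 was not called without root day 0 replicate 3 (a change of 0.99). AIT1's difference between roots and shoots on day 5 was not called with the scaling to the 75th percentile or without root day 5 replicate 2 (a change of 0.98).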

The expression of auxin biosynthesis-related genes also displayed differential patterns of expression in roots vs. shoots (Table 2). 

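YUCCA1 (AT4G32540) was not well above background in roots on day 0 or on any shoot array of days 0 to 9. In roots it was measured on 1 of 3 arrays on day 5 and on 4 of 4 on day 9, and increased at least 1.98-fold on day 9 (limma q = 3.16e-10). TAA1 (AT1G70560) increased in roots by 1.24 (SE 0.18, limma q = 1.04e-06) on day 7 and 2.23 on day 9, and its change was higher in roots than in shoots by 1.55 (SE 0.27, limma q = 2.34e-05) and 2.4 on these days.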

The expression of *YUCCA1* (*AT4G32540*) and *tryptophan aminotransferase of Arabidopsis 1* (*TAA1/SAV3; AT1G70560*) was specifically up-regulated in roots. The expression of *NITrilase 2* (*NIT2; AT3G44300*) was up-regulated in roots on days 7 and 9 and only on day 9 in shoots (Table 2). 

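NIT2 increased in roots by 1.07 (SE 0.3, limma q = 0.00441) on day 7 and 1.46 on day 9, and in shoots by 1.19 (SE 0.32, limma q = 0.00183) on day 9. On day 7 its change was higher in roots by 1.38 (SE 0.44, limma q = 0.0141), and on day 9 it did not differ (limma q = 0.674). NIT2 in roots on day 9 and NIT2's difference between roots and shoots on day 7 were not called with the day of scanning as a block. NIT2 in roots on day 7 was not called with the replicate number as a block, with the day of scanning as a block or without root day 0 replicate 3 (a change of 0.95). NIT2 in shoots on day 9 was not called with the slide as a block or without shoot day 0 replicate 1 (a change of 0.92).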

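TAR4 (AT1G34060) increased in shoots by 2.22 (SE 0.25, limma q = 1.94e-08) on day 5 and 1.15 on day 7, and on day 3 by 1, at the threshold of 2-fold. In roots it was not called, and its change was lower there, with a difference of -2.2 (SE 0.35, limma q = 1.79e-05) on day 5 and of -1.44 on day 7. The TSB2 homolog (AT5G28237) increased in shoots by 1.19 (SE 0.27, limma q = 0.00171) on day 5 and 1.59 on day 7. In roots its probe was not well above background on any array. TAR4 in shoots on day 7 was not called with an offset of 50. TSB2 homolog in shoots on day 5 was not called with an offset of 50 or with the slide as a block. TAR4 in shoots on day 3 was not called with an offset of 50, by the methods' t-test or without shoot day 3 replicate 1 (a change of 0.87).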

The expression of *tryptophan aminotransferase related 4* (*TAR4; AT1G34060*) and the *Tryptophan Synthase Beta subunit* (*TSB2; AT5G28237*) homolog was specifically up-regulated in shoots. It appears that auxins are up-regulated at later stages in roots in response to a drought response relative to ABA biosynthesis. 

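The auxin biosynthesis-related genes were called in roots from day 7 on (TAA1 and NIT2) or, for YUCCA1, on days 5 and 9, with a bound of at least 1.39-fold on day 5 from 1 of 3 arrays. NCED2 and NCED3 were called there from day 3 on. Auxins were not measured on the arrays. YUCCA1 in roots on day 5 was not called with an offset of 50, by the methods' t-test, with the slide as a block or without root day 5 replicate 2.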

Among the cytokinin biosynthesis-related genes, the expression of *LOG2* (*AT2G35990*)*, CKX5* (*AT1G75450*), *UGT76C1* (*AT5G05870*), and *UGT73C5* (*AT2G36800*) was up-regulated specifically in roots, while the up-regulation of *LOG5* (*AT4G35190*) was delayed in shoots compared to roots (Table 2). 

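In roots, LOG2 increased by 1.43 (SE 0.25, limma q = 0.00013) on day 3 and 1.11 on day 5, CKX5 by 1.04 (SE 0.15, limma q = 2.79e-06) on day 5 and 1.06 on day 7, UGT76C1 by 1.78 (SE 0.15, limma q = 2.67e-12) on day 7 and 1.87 on day 9, and UGT73C5 by 1.63 (SE 0.34, limma q = 0.00128) on day 3 and 1.3 on day 9. None of the 4 was up-regulated in shoots. The change was higher in roots for LOG2 on day 3 (limma q = 0.0238), UGT73C5 on day 3 (limma q = 0.0993) and UGT76C1 on day 7 (limma q = 8.62e-05), and the difference was under 2-fold for CKX5 on day 5 (limma q = 0.00458). LOG2 was not well above background on any shoot array, and CKX5 on none of day 0. LOG5 increased in roots by 1.62 (SE 0.27, limma q = 8.12e-05) on day 3 and in shoots at least 2.84-fold on day 5 (limma q = 7.44e-06), and its change on day 3 was higher in roots (limma q = 0.0266). CKX5 in roots on day 7 and UGT76C1's difference between roots and shoots on day 7 were not called with an offset of 50, with quantile normalization within each tissue or with the day of scanning as a block. UGT73C5 in roots on day 3 was not called by the methods' t-test or with the slide as a block. CKX5's difference between roots and shoots on day 5 was called with the scaling to the 75th percentile. LOG5 in roots on day 3 was not called with the slide as a block. LOG5 in shoots on day 5 was not called by the methods' t-test. LOG5's difference between roots and shoots on day 3 was not called with the scaling to the 75th percentile or with the slide as a block. LOG2 in roots on day 3 was not called by the methods' t-test, with the slide as a block or without root day 0 replicate 1 (a change of 1). LOG2 in roots on day 5 was not called with an offset of 50, with quantile normalization within each tissue, by the methods' t-test, with the slide as a block or without root day 0 replicate 1 (a change of 0.67). CKX5 in roots on day 5 was not called with an offset of 50, with quantile normalization within each tissue, with the slide as a block or without root day 5 replicate 2 (a change of 0.99). UGT73C5 in roots on day 9 was not called with the day of scanning as a block (a change of -0.2) or without root day 0 replicate 1 (a change of 1). LOG2's difference between roots and shoots on day 3 was not called with an offset of 0, with the scaling to the 75th percentile, with the slide as a block or without root day 0 replicate 1. UGT73C5's difference between roots and shoots on day 3 was not called with an offset of 50, with an offset of 0, with quantile normalization within each tissue, with the scaling to the 75th percentile, from the arrays compared alone, with the slide as a block (a change of -0.14), at a limma q under 0.05, with roots and shoots paired by replicate number, with the slide as a random block or without root day 3 replicate 2 (a change of 0.91).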

Among the gibberellin (GK) related genes, the expression of *GA2* (*AT1G79460*) was up-regulated on days 7 and 9 of the drought stress, while the expression of *GA20ox5* (*AT1G44090*) and *GA20ox6* (*AT1G02400*) was specifically up-regulated on day 9. 

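GA2 increased in roots by 1.29 (SE 0.15, limma q = 5.96e-09) on day 7 and 1.64 on day 9. GA20ox5, not well above background in roots on day 0, increased there at least 1.77-fold on day 9 (limma q = 4.15e-08). The gene AT1G02400, which Table 2 names GA2ox6, increased in roots by 1.22 (SE 0.26, limma q = 0.000119) and in shoots by 2.3 (SE 0.27, limma q = 4.32e-09) on day 9, and its change on that day was lower in roots, with a difference of -1.08 (SE 0.37, limma q = 0.0193). GA20ox5 in roots on day 9 was not called with an offset of 50. GA2ox6's difference between roots and shoots on day 9 was not called with roots and shoots paired by replicate number, with the day of scanning as a block or without shoot day 0 replicate 1 (a change of -0.97).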

Among the ethylene biosynthesis-related genes, only the expression of *ACS2* (*AT1G01480*) was up-regulated in roots from day 3 to 9 of the drought stress, while the expression of other ethylene biosynthesis-related genes in roots did not change in response to drought stress (Table 2). 

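ACS2 increased in roots by 1 (SE 0.3, limma q = 0.0213) on day 3, at the threshold of 2-fold, and by 1.56 on day 7 and 2.96 on day 9. On day 5 its root change was 0.47 (limma q = 0.303), and it was not called. In shoots ACS2 increased by 2.91 (SE 0.3, limma q = 4.07e-10) on day 7 and 5.31 on day 9, and the change was lower in roots, with a difference of -1.36 (SE 0.41, limma q = 0.00922) and -2.34 on these days. ACS2 in roots on day 7 was not called with the day of scanning as a block. ACS2 in roots on day 3 was not called with an offset of 50, with quantile normalization within each tissue, by the methods' t-test, with the slide as a block, with the slide as a random block or without root day 0 replicate 3 (a change of 0.82).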

Among the jasmonate (JA) related genes, the expression of *ACX1* (*AT4G16760*) and *ST2a* (*AT5G07010*) was up-regulated on days 7 and 9, while the expression of *ACX2* (*AT5G65110*) was up-regulated only on day 9 in roots. 

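In roots, ACX1 increased by 1.73 (SE 0.18, limma q = 4.33e-10) on day 7 and 1.91 on day 9, ST2a by 1.03 (SE 0.25, limma q = 0.000952) and 1.56, and ACX2 by 1.41 (SE 0.17, limma q = 7.21e-09) on day 9. All 3 genes were also up-regulated in shoots on day 9, ACX1 by 1.83, ST2a by 2.09 and ACX2 by 1.51, and none of these changes differed between the tissues on that day (limma q = 0.834, 0.264 and 0.786). ACX2 in roots on day 9 was not called with the day of scanning as a block. ST2a in roots on day 7 was not called with an offset of 50, with quantile normalization within each tissue, with the authors' normalized values, with the slide as a random block, with the day of scanning as a block or without root day 0 replicate 2 (a change of 0.89).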

The majority of genes involved in brassinosteroid synthesis were down-regulated.

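A list of 10 genes of brassinosteroid synthesis, written before the data were examined, had a median log2 change of -0.27 on day 7 (camera q = 0.036 with limma) and -0.85 on day 9 (camera q = 0.00915 with limma) in shoots. In roots the median on day 9 was -0.33, which camera did not call (limma, q = 0.12) and fry called (limma, q = 3.66e-08). Down-regulation was called for 5 of its genes in shoots and 3 in roots on day 9, over all genes tested as well as adjusted over the list alone, and for none of them was up-regulation called. Of the list, 8 genes were well above background on at least 1 of the arrays of days 0 and 9 in each tissue.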

### Changes in the expression of transcription factors

The role of various transcription factors (TFs), such as DREB, AREB, MYC, and NAC, in regulating drought response has been previously reviewed (Yamaguchi-Shinozaki and Shinozaki, 2005, 2006; Nakashima et al., 2014). Therefore, changes in the expression of these transcription factors will not be discussed in detail. The present study focuses on TFs that were differentially up-regulated either in roots vs. shoots. 

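The 8 MYB genes MYB14 (AT2G31180), MYB20 (AT1G66230), MYB52 (AT1G17950), MYB54 (AT1G73410), MYB71 (AT3G24310), MYB79 (AT4G13480), MYB122 (AT1G74080) and MYBH (AT5G47390) were each up-regulated in roots on at least 1 day, and 0 were up-regulated in shoots. The change was higher in roots by the test of the difference for 6 of them and not for MYB14 (limma q = 0.00665, 0.9 on day 9) or MYBH (limma q = 0.021, 0.65 on day 9). Adjusted over the list alone the same number of genes was called, on arrays from which the authors chose the list. MYB14's difference between roots and shoots on day 9 was called with the replicate number as a block or with the day of scanning as a block.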

The expression of eight MYB family members was specifically up-regulated in roots (Table 3). Among these, the expression of *MYB79* (*AT4G13480*) and *MYB71* (*AT3G24310*) was up-regulated on days 3–9, while *MYB20* (*AT1G66230*) was up-regulated on days 7 and 9 of the drought stress. 

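MYB79, measured on 1 of 3 root arrays of day 0, increased in roots by 1.72 (SE 0.22, limma q = 1.67e-06) on day 3 and by 4.99, 5.02 and 4.57 on days 5, 7 and 9. MYB71 increased by 2.3 (SE 0.15, limma q = 3.15e-13) on day 3 and by 4.18, 4.77 and 4.79. MYB20 increased by 1.12 (SE 0.23, limma q = 0.000453) on day 5, 2.53 on day 7 and 3.76 on day 9. On day 5 the change was higher in roots than in shoots for MYB79, MYB71 and MYB20, with a limma q of at most 5.78e-05. MYB79 and MYB71 were not well above background in shoots on that day. MYB79 in roots on day 3 was not called by the methods' t-test or with the slide as a block. MYB20 in roots on day 5 was not called with an offset of 50.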

The expression of *MYB122* (*AT1G74080*), was up-regulated only at the 3rd day of drought stress, while expression of *MYB14* (*AT2G31180*), *MYB52* (*AT1G17950*), *MYB54* (*AT1G73410*), and *MYBH* (*AT5G47390*) was up-regulated only at the 9th day of drought stress. 

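MYB122 increased in roots by 1.25 (SE 0.24, limma q = 0.000354) on day 3, with a change higher there by 1.63 (SE 0.32, limma q = 0.00157), and was not called on the later days. On day 9, MYB14 increased by 1.26, MYB52 by 1.3, MYB54 by 1.27 and MYBH by 1.13, with a limma q of at most 4.71e-07. MYB122 in roots on day 3 was not called by the methods' t-test or with the slide as a block. MYB122's difference between roots and shoots on day 3 was not called with the slide as a block. MYB52 in roots on day 9 and MYBH in roots on day 9 were not called with the day of scanning as a block.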

The expression of *NAC95* (*AT5G41090*), *WRKY2* (*AT5G56270*), and *MEE8* (*AT1G25310*) was specifically up-regulated in roots on days 7 and 9. 

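WRKY2 increased in roots by 1.16 (SE 0.11, limma q = 5.96e-11) on day 7 and 1.18 on day 9. NAC95 and MEE8 were not well above background in roots on day 0. On day 9, NAC95 increased at least 2.3-fold (limma q = 6.33e-08) and MEE8 at least 3.21-fold (limma q = 1.64e-09), and on day 7 they were measured on 2 of 4 and 3 of 4 arrays. The change was higher in roots on both days for NAC95 (limma q = 6.25e-05 and 0.000297) and MEE8 (limma q = 2.04e-05 and 3.42e-05). For WRKY2 the difference between the tissues was 0.27 on day 7 (limma q = 0.194) and 0.81 on day 9 (limma q = 7.82e-05), under 2-fold on both days. NAC95 in roots on day 9, NAC95's difference between roots and shoots on day 7 and NAC95's difference between roots and shoots on day 9 were not called with an offset of 50. WRKY2's difference between roots and shoots on day 9 was called with the scaling to the 75th percentile or with the day of scanning as a block.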

The expression of *ICE1* (*AT3G26744*) was up-regulated in roots from day 5 to 9 day of the drought stress (Table 3).

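ICE1 increased in roots by 1.69 (SE 0.13, limma q = 2.34e-12) on day 5 and by 2.17 and 2.48 on days 7 and 9. In shoots its changes lay between -0.14 and 0.04 on days 3 to 9, and the change was higher in roots by 1.84 (SE 0.18, limma q = 4.12e-09) on day 5 and by 2.44 on day 9.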

**Table 3:** **Transcription factors specifically up-regulated in roots or shoots**.

**Gene**	**Name**	**Root**				**Function**
		**3 days**	**5 days**	**7 days**	**9 days**	
*At2g31180*	*MYB14/Myb14at*	0.77	0.87	1.44	**2.43**	2R3-MYB gene family (Stracke et al., 2001)
*At1g66230*	*MYB20*	1.08	**2.23**	**6.05**	**14.34**	Negative regulator of drought stress (Gao et al., 2014)
*At1g17950*	*MYB52*	1.50	1.50	1.80	**2.54**	ABA hypersensitivity and drought tolerance (Park M. Y. et al., 2011), Cell wall biosynthesis, xylem vessel regulate lignin, xylan, and cellulose biosynthesis (Nakano et al., 2010)
*At1g73410*	*MYB54*	1.15	1.23	1.45	**2.47**	Regulate lignin, xylan, and cellulose biosynthesis (Stracke et al., 2001; Zhong et al., 2008)
*At3g24310*	*MYB71*	**5.09**	**18.70**	**28.06**	**28.59**	Starch/nectar synthesis (Liu and Thornburg, 2012)
*At4g13480*	*MYB79*	**3.44**	**34.72**	**35.08**	**25.82**	2R3-MYB gene family (Stracke et al., 2001)
*At1g74080*	*MYB122*	**2.44**	1.18	1.54	1.78	R2R3-MYB gene family (Stracke et al., 2001)
*At5g47390*	*MYBH/KUA1*	1.05	1.22	1.60	**2.17**	Controls cell expansion during leaf development by controlling ROS homeostasis. The mRNA is cell-to-cell mobile (Kwon et al., 2013)
*At2g43000*	*NAC042/JUB1*	**3.48**	1.31	0.34	0.28	H_2_O_2_ tolerance, regulates longevity (Wu et al., 2012)
*At4g01550*	*NAC69/NTM2/NTL13*	0.90	1.26	1.79	**3.98**	Seed germination under high salinity, auxin signaling (Park J. et al., 2011)
*At4g29230*	*NAC75*	1.21	1.40	1.53	**2.11**	Membrane bound (Kim S-G et al., 2010)
*At5g41090*	*NAC95*	1.19	0.94	**2.74**	**2.66**	Expresses in female gametophyte (Wang et al., 2010)
*At5g61430*	*NAC100*	**3.13**	**2.27**	1.72	**2.16**	Targeted by miR164 and involved in boundary size control (Rhoades et al., 2002; Laufs et al., 2004)
*At5g56270*	*WRKY2*	1.27	1.78	**2.24**	**2.27**	Pollen development and function (Guan et al., 2014), ABA induced germination and post-germination developmental arrest (Jiang and Yu, 2009)
*At5g46350*	*WRKY8*	1.21	1.11	1.16	**2.50**	Basal defense (Chen et al., 2010)
*At1g30650*	*WRKY14*	1.43	1.24	1.63	**2.27**	CRK2 and CRK3 phosphorylates WRKY14 (Nemoto et al., 2015)
*At2g46130*	*WRKY43*	1.37	1.13	1.34	**2.71**	Potentially interact with MAPK3 (Taj et al., 2011)
*At2g40740*	*WRKY55*	**4.47**	0.69	0.67	0.49	Potentially interact with MAPK3 (Taj et al., 2011)
*At1g66600*	*WRKY63*	1.49	1.53	1.35	**4.17**	Seedling growth, Stomatal closure, Downstream of *ABI1, ABI2, ABI3* and *ABI5*.Upstream of *ABF2, COR47*, and *RD29A* (Rushton et al., 2012)
*At3g56400*	*WRKY70*	**2.07**	0.56	0.26	0.26	ABA and GA signaling (Zhang et al., 2015)
*At1g25310*	*bHLH /MEE8*	1.09	1.53	**3.84**	**4.10**	Female gametophyte development (Pagnussat et al., 2005) Protein folding (Cho et al., 2011)
*At1g02340*	*bHLH/HFR1*	1.29	1.16	**2.01**	**4.86**	Binds to PIF1, govern light induced seed germination (Shi et al., 2013)
*At1g26945*	*PRE6/KIDARI*	1.63	1.87	**2.55**	1.64	Non-DNA binding (Hyun and Lee, 2006)
*At1g35460*	*bHLH/FBH1*	0.87	0.99	1.24	**2.02**	Induces flowering (Ito et al., 2012)
*At3g26744*	*bHLH/ICE1*	1.73	**3.33**	**4.64**	**5.75**	Upstream of DREB1B (Denay et al., 2014)
*At3g47640*	*POPEYE*	1.17	1.32	**2.02**	**2.32**	Regulates iron transport (Long et al., 2010)
*At4g29930*	*bHLH27*	1.54	**2.04**	**2.38**	1.02	Nematode susceptibility (Jin et al., 2011)
*At1g59530*	*bZIP4*	0.97	1.19	1.22	**2.08**	Potentially interact with MAPK3 (Taj et al., 2011)
		**Shoot**				
*At3g62610*	*MYB11/PFG2*	1.25	1.82	**2.68**	1.61	Phenylpropanoide pathway/Flavonol biosynthesis (Stracke et al., 2007)
*At1g06180*	*MYB13/MYBIfgn*	0.83	1.59	**10.26**	**6.36**	Abiotic stress response/Drought, light, and wounding, ABA mediated (shoot morphogenesis) (Miséra and Bäumlein, 1998)
*At3g27810*	*MYB21/MYB3*	0.99	**15.05**	**51.19**	**20.97**	Flower development, Induction by JA (Cheng et al., 2009)
*At5g40350*	*MYB24*	1.22	**4.58**	**19.73**	**9.25**	Flower specific (Cheng et al., 2009)
*At1g74650*	*MYB31/Y13*	1.19	1.48	**2.09**	0.77	
*At4g34990*	*MYB32*	1.26	1.69	**4.03**	**2.39**	Phenylpropanoide pathway (Preston et al., 2004)
*At5g06100*	*MYB33*	1.10	1.42	1.96	**2.69**	Stamen/Anther development (Millar and Gubler, 2005) Abiotic stress response/ABA sensitivity (Reyes and Chua, 2007)
*At1g16490*	*MYB58*	1.09	1.45	**2.28**	0.91	Phenylpropanoide pathway/Lignin biosynthesis (fibers and vessels (Zhou et al., 2009)
*At1g68320*	*MYB62*	1.23	1.36	**2.87**	**2.05**	Abiotic stress response/Phosphate starvation, GA mediated (Devaiah et al., 2009)
*At3g11440*	*MYB65*	1.28	1.56	1.35	**2.14**	Stamen/Anther development (Millar and Gubler, 2005)
*At5g26660*	*MYB86/MYB4*	1.82	**2.52**	**3.01**	1.62	
*At1g66390*	*MYB90/PAP2*	1.04	**6.07**	**21.85**	**8.48**	Metabolism Phenylpropanoide pathway/Anthocyanin biosynthesis (Borevitz et al., 2000)
*At5g62320*	*MYB 99/MYBUC15*	1.79	1.99	**2.05**	**4.36**	Stamen development/Anther development (tapetum) (Alves-Ferreira et al., 2007)
*At2g32460*	*MYB101/AtM1*	1.53	**2.66**	**7.91**	**16.52**	Abiotic stress response/ABA sensitivity (Reyes and Chua, 2007)
*At1g63910*	*MYB103*	0.89	1.25	**6.21**	0.84	Cell wall thickening (Zhong et al., 2008) xylem differentiation (Nakano et al., 2010)
*At3g02940*	*MYB107*	0.89	1.05	1.94	**2.29**	
*At3g55730*	*MYB109*	0.96	1.07	1.49	**2.55**	
*At5g49330*	*MYB111/PFG3*	1.05	1.51	**2.09**	0.82	Phenylpropanoide pathway/Flavonol biosynthesis (Stracke et al., 2007)
*At1g25340*	*MYB116*	1.03	1.39	**2.56**	1.48	
*At5g41020*	*MYB*	0.95	1.27	1.87	**2.33**	Potentially interact with MAPK3 (Taj et al., 2011)
*At1g70000*	*MYB*	1.28	1.55	1.92	**3.00**	Response to trehalose (Bae et al., 2005)
*At5g04410*	*NAC2/NTL11*	1.03	1.14	1.69	**2.66**	Controls organ size (Nguyen et al., 2013)
*At1g02220*	*NAC3*	0.94	0.72	0.80	**6.45**	Potentially interact with MAPK3 (Taj et al., 2011)
*At3g04410*	*NAC4*	0.89	0.91	0.88	**2.48**	Inhibition by small peptide (Seo et al., 2011)
*At1g02250*	*NAC5*	0.95	0.76	0.89	**6.63**	Potentially interact with MAPK3 (Taj et al., 2011)
*At1g32770*	*NAC12/SND1*	0.92	1.36	**14.15**	1.45	Secondary wall synthesis (Zhong et al., 2006)
*At1g33060*	*NAC014*	1.31	1.71	1.84	**2.62**	Involved in phloem parenchyma transfer cell development (Arun Chinnappa et al., 2013), Potentially interact with MAPK3 (Taj et al., 2011)
*At1g61110*	*NAC25/TAPNAC*	**2.27**	**3.76**	**4.09**	**2.76**	Apparently under the control of male sterility 1, No phenotype (Alvarado et al., 2011)
*At1G69490*	*NAC29/NAP*	0.85	**2.01**	**7.44**	**13.92**	Leaf senescence (Guo and Gan, 2006)
*At2g46770*	*NAC43/NST1*	1.30	**2.42**	**4.33**	1.20	2nd wall thickness (Mitsuda et al., 2005)
*At3g04060*	*NAC46*	1.33	**2.03**	1.45	**2.85**	Interacts with RCD1 (Jaspers et al., 2009)
*At3g04420*	*NAC48*	0.88	0.89	0.92	**6.44**	Involved in phloem parenchyma transfer cell development (Arun Chinnappa et al., 2013)
*At3g10490*	*NAC52*	1.17	1.31	1.98	**2.16**	
*At3g29035*	*NAC059/ORS1*	1.26	**2.49**	1.53	1.43	H_2_O_2_ responsive, controls senescence (Balazadeh et al., 2011)
*At3g61910*	*NAC 66/NST2*	1.29	1.34	**2.35**	0.81	2nd wall thickness (Mitsuda et al., 2005)
*At5g07680*	*NAC80*	0.73	1.38	**2.47**	**4.01**	Targeted by members of the miR164 and involved in boundary size control (Rhoades et al., 2002; Laufs et al., 2004)
*At5g14000*	*NAC84*	0.92	1.69	**2.03**	1.33	
*At5g63790*	*NAC102*	0.83	0.89	**2.13**	**2.51**	Potentially downstream of BZR1-BAM signaling pathway to control shoot growth and development (Reinhold et al., 2011)
*At1g62300*	*WRKY6*	0.97	0.95	1.07	**3.05**	Defense response (Castrillo et al., 2013)
*At2g44745*	*WRKY12*	1.15	1.71	**2.96**	1.27	Potentially interact with MAPK3 (Taj et al., 2011)
*At4g31800*	*WRKY18*	1.22	**2.56**	0.33	1.10	ABA signaling, may interact with AtWRKY40 to activate *AtWRKY60* (Rushton et al., 2012)
*At2g30250*	*WRKY25*	1.14	1.21	0.76	**2.48**	ABA sensitivity, Salt tolerance (Jiang and Deyholos, 2009)
*At3g04670*	*WRKY39*	1.00	1.01	1.37	**2.04**	Heat stress (Li et al., 2010)
*At1g80840*	*WRKY40*	0.55	**2.13**	0.60	0.79	Same as WRKY1
*At1g27660*	*bHLH protein*	1.10	1.41	**2.05**	1.58	
*At3g19500*	*bHLH protein*	1.39	1.24	1.77	**2.54**	
*At4g00050*	*bHLH /UNE10*	1.30	1.48	**2.14**	1.39	Interacts with RCD1 (Jaspers et al., 2009)
*At4g00870*	*bHLH14*	1.61	**2.15**	**2.27**	0.80	-ve regulator of JA signaling (Song et al., 2013)
*At5g48560*	*bHLH/CIB2*	1.42	1.29	**3.14**	1.95	CRY2 dependent regulation of flowering time (Liu et al., 2013)
*At5g54680*	*bHLH105/ILR3*	1.01	0.94	1.01	**2.19**	Regulates metal transport, IAA response (Rampey et al., 2006)
*At5g62610*	*bHLH*	1.15	1.22	**2.07**	**3.36**	
*At3g56980*	*bHLH39*	**4.91**	**13.19**	**12.08**	1.28	Iron related (Yuan et al., 2008; Wang et al., 2013)
*At1g25330*	*bHLH075/CESTA*	1.28	**4.06**	**7.06**	**6.89**	Positive regulator of BRs (Poppenberger et al., 2011).
*At1g10610*	*bHLH090*	1.54	**2.02**	**2.50**	**2.94**	Myrosin cell development, Defence against herbivores (Shirakawa et al., 2014)
*At2g41240*	*bHLH 100*	**3.41**	**8.38**	**7.78**	1.18	Iron transport, FIT independent (Sivitz et al., 2012)
*At1g68880*	*bZIP8*	0.87	0.84	0.86	**2.04**	Potentially interact with MAPK3 (Taj et al., 2011)
*At5g24800*	*bZIP9*	1.19	1.44	**2.78**	**4.90**	ABA induced, phloem specific (Zimmermann et al., 2004; Weltmeier et al., 2009)
*At2g41070*	*bZIP12/ DPBF4*	0.88	1.23	1.42	**2.13**	Regulate chloroplast aspirate pathway under low energy conditions (Ufaz et al., 2011)
*At3g51960*	*bZIP24*	1.07	1.01	1.01	**2.79**	Salt tolerance (Yang et al., 2009)
*At3g54620*	*bZIP25*	0.96	1.06	1.48	**3.72**	Expresses in stamen, Allocation of nutrients (Weltmeier et al., 2009)
*At3g10800*	*bZIP28*	1.04	1.05	1.10	**2.58**	Heat stress response, BR signaling (Liu et al., 2007; Gao et al., 2008; Che et al., 2010)
*At5g38800*	*bZIP43*	1.17	1.37	**3.91**	1.29	Potentially interact with MAPK3 (Taj et al., 2011)
*At1g75390*	*bZIP44*	1.43	**3.18**	**5.11**	**3.30**	Embryogenesis (Weltmeier et al., 2009)
*At2g35550*	*BPC7*	1.33	1.66	**2.86**	**3.56**	Developmental phase (Berger et al., 2011)

*Values shown in bold are significantly up or down-regulated (FDR < 0.1)*.

Various TFs were also specifically up-regulated in shoots. 

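NAC25 (AT1G61110), also named TAPNAC, was not well above background in shoots on day 0. It increased there at least 1.32-fold on day 3 (limma q = 1.05e-05), when it was measured on 2 of 4 arrays, and at least 2.13, 2.31 and 1.59-fold on days 5, 7 and 9. In roots NAC25 was not well above background on any array. bHLH100 (AT2G41240), measured on 1 of 3 shoot arrays of day 0, increased in shoots by 1.7 (SE 0.41, limma q = 0.00922) on day 3 and by 2.96 and 2.86 on days 5 and 7. It was also up-regulated in roots on day 5, by 1.28 (SE 0.43, limma q = 0.0315), and the change on day 5 was lower there, with a difference of -1.68 (SE 0.61, limma q = 0.0491). NAC25 in shoots on day 9 was not called with an offset of 50. bHLH100 in shoots on day 3 was not called by the methods' t-test. NAC25 in shoots on day 3 was not called with an offset of 50, by the methods' t-test or without shoot day 0 replicate 1. bHLH100 in roots on day 5 was not called with an offset of 50, by the methods' t-test, with the slide as a block or without root day 5 replicate 3 (a change of 0.84). bHLH100's difference between roots and shoots on day 5 was not called with the scaling to the 75th percentile, with the day of scanning as a block or without shoot day 5 replicate 1 (a change of -1.36).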

The expression of *NAC25/TAPNAC* (*AT1G61110*) was significantly up-regulated from day 3 to 9, while the expression of *bHLH100* (*AT2G41240*) was significantly elevated from day 3 to 7 of the drought stress (Table 3). The expression of *MYB21* (*AT3G27810*), *MYB24* (*AT5G40350*), *MYB90* (*AT1G66390*), *MYB101* (*AT2G32460*), *NAC29* (*AT1G69490*), *bHLH075*/*CESTA* (*AT1G25330*), *bHLH090* (*AT1G10610*), and *bZIP44* (*AT1G75390*) significantly increased specifically in shoots from day 5 to 9 of the drought stress.

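The genes MYB21, MYB24, MYB90, MYB101, NAC29, bHLH075, bHLH090 and bZIP44 were up-regulated in shoots on days 7 and 9 and in roots on no day, and for each the change was higher in shoots on at least 1 day. Of the 8, 3 were well above background on any root array, and no change in roots can be given for the others. On day 5, NAC29 changed in shoots by 0.97 (SE 0.33, limma q = 0.0313) and bHLH090 by 0.98 (SE 0.2, limma q = 0.000319), both just under 2-fold. The largest increases on day 7 were those of MYB21, at least 22.8-fold (limma q = 4.82e-18), MYB24, at least 8.11-fold, and MYB90, by 4.34 (SE 0.32, limma q = 1.82e-13). On day 9, MYB101 increased at least 8.87-fold and NAC29 by 3.74. NAC29 in shoots on day 5 was called with an offset of 0, with quantile normalization within each tissue, with the scaling to the 75th percentile, with the authors' normalized values, with the slide as a block, with the slide as a random block or without shoot day 0 replicate 1 (a change of 1.22). bHLH090 in shoots on day 5 was called with an offset of 0, with quantile normalization within each tissue, with the scaling to the 75th percentile, with the authors' normalized values or without shoot day 5 replicate 2 (a change of 1.14).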

### Changes in the expression of solute transport-related genes

The expression of genes related to the transport of amino acids and other solutes including, malate, iron (Fe), and sulfur (S) changed significantly in both roots and shoots in response to the drought stress treatment. The expression of the malate transporters *ALMT2* (*AT1G08440*)*, ALMT3* (*AT1G18420*), and *ALMT10* (*AT4G00910*) was up-regulated in roots during the early stages of the drought stress (Figure 3 and Table S1). 

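ALMT2, not well above background in roots on day 0 and day 3, increased there at least 4.57-fold on day 5 (limma q = 5.6e-14), at least 6.1-fold on day 7 and at least 15.3-fold on day 9. ALMT10 increased in roots by 1.17 (SE 0.18, limma q = 3.34e-05) on day 3 and 1.4 on day 5. ALMT3 changed by 0.99 (SE 0.17, limma q = 8.91e-05) on day 3, just under 2-fold, and was not called on any day. For ALMT2 the change on day 5 was higher in roots than in shoots (limma q = 1.35e-07). ALMT3 in roots on day 3 was called with an offset of 0, with the authors' normalized values or without root day 3 replicate 1 (a change of 1.16).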

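SWEET15 (AT5G13170), measured on 2 of 3 root arrays of day 0, increased in roots by 2.31 (SE 0.35, limma q = 2.09e-05) on day 3 and by 4.82, 6.11 and 7.22 on days 5, 7 and 9, and in shoots by 2.21 (SE 0.33, limma q = 4.08e-05) on day 3 and by 4.41, 6.64 and 7.48. Its change did not differ between the tissues on any of these days (limma q between 0.429 and 0.939). SWEET15 in roots on day 3 was not called with the day of scanning as a block. SWEET15 in shoots on day 3 was not called by the methods' t-test. SWEET15's difference between roots and shoots on day 7 was called with quantile normalization within each tissue.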

The expression of the sucrose family transporter gene *SWEET15* (*AT5G13170*) was also significantly up-regulated in both roots and shoots (Figure 3). 

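ZRZ (AT1G58340) increased in roots by 1.39 (SE 0.25, limma q = 0.000206) on day 3 and by 2.34, 4.06 and 5.46 on days 5, 7 and 9. In shoots ZRZ was up-regulated by 2.58 (SE 0.25, limma q = 4.7e-11) on day 9, and the change was higher in roots by 1.23 (SE 0.34, limma q = 0.0301) on day 3 and by 2.88 on day 9. ZRZ in roots on day 3 was not called by the methods' t-test or with the day of scanning as a block. ZRZ's difference between roots and shoots on day 3 was not called with the scaling to the 75th percentile, with the slide as a block, with roots and shoots paired by replicate number or without shoot day 0 replicate 3 (a change of 1.04).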

The expression of a MATE family member, *ZRZ* (*ZRIZI*; *AT1G58340*), which is involved in communicating a leaf-borne signal that determines the rate of organ initiation (Burko et al., 2011), was also up-regulated in roots.

Genes related to the transport of Fe, S, and other solutes were also differentially regulated in roots and shoots. Among these genes, those related to Fe transport were of particular interest. 

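In roots, IRT1 (AT4G19690) fell by 2.07 (SE 0.27, limma q = 2.98e-07) on day 5, and by 3.2 and 3.31 on days 7 and 9. FRO2 (AT1G01580) fell by 2.51 (SE 0.23, limma q = 3.06e-10) on day 5, and by 3.15 and 3.54 on days 7 and 9. IRT1 was well above background on 2 of 4 root arrays on day 7. On day 1 both genes were already down-regulated in roots, with changes of -1.48 for IRT1 (limma q = 0.00458) and -1.61 for FRO2 (limma q = 0.00021), and on day 3 they were not, with changes of 0.36 and -0.2. The log2 signal of FRO2 in roots was 11.39 ± 0.46 (SD, n = 3) on day 0, 9.78 ± 0.42 (SD, n = 3) on day 1 and 11.19 ± 0.27 (SD, n = 3) on day 3. In shoots FRO2 was up-regulated by 1.32 (SE 0.23, limma q = 1.69e-05) on day 7 and 1.15 on day 9, and its change was lower in roots, with a difference of -4.69 (SE 0.32, limma q = 5.8e-14) on day 9. Fe itself was not measured on the arrays. FRO2 in roots on day 1 was not called by the methods' t-test or from the arrays compared alone. IRT1 in roots on day 1 was not called with an offset of 0, with the scaling to the 75th percentile, by the methods' t-test, from the arrays compared alone or without root day 0 replicate 2 (a change of -1.17). FRO2 in shoots on day 9 was not called with an offset of 50 or without shoot day 0 replicate 3 (a change of 0.98).

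**Figure D3:**
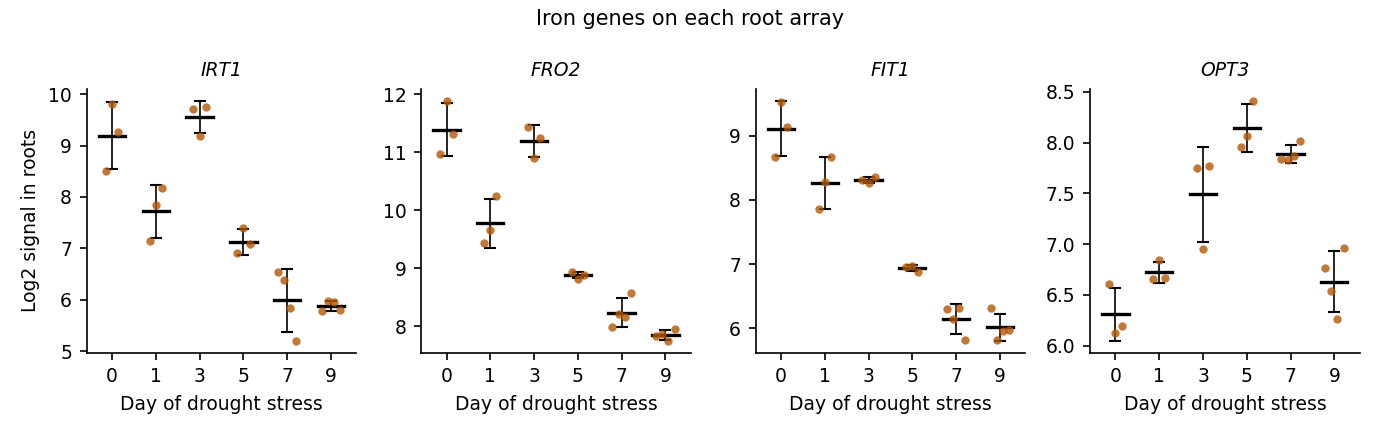
Log2 signal of IRT1, FRO2, FIT1 and OPT3 on each root array (points) on days 0, 1, 3, 5, 7 and 9 of the drought stress, with the mean of each day as a bar and its SD as the error bar. FRO2 starts at a mean of 11.39 on day 0 and lies at 7.85 on day 9.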

The expression of genes principally responsible for Fe uptake from the soil, i.e., *iron regulated transporter 1* (*IRT1; AT4G19690*) and *ferric reduction oxidase 2* (*FRO2*; *AT1G01580*) was significantly down-regulated in roots from day 5 to 9, indicating that plants were not uptaking Fe from soil during that time (Table S1). FRO2 reduces ferric to ferrous to increase its solubility and facilitates Fe uptake by IRT1 in plants (Jeong and Connolly, 2009). 

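IRT3 (AT1G60960) fell in roots by 2.22 (SE 0.37, limma q = 9.16e-06) on day 7 and 3.15 on day 9, and in shoots by 2.35 (SE 0.4, limma q = 4.48e-06) on day 9. The change of IRT3 on day 9 did not differ between the tissues (-0.8 (SE 0.55, limma q = 0.26)).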

The expression of Fe transporter *IRT3* (*AT1G60960*) was also down-regulated in roots on days 7 and 9, and on day 9 in shoots. On the other hand, genes regulating Fe distribution within a plant body were significantly up-regulated during the early stages of the drought stress. 

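NAS2 (AT5G56080) increased in roots by 1.11 (SE 0.27, limma q = 0.00443) on day 3 and fell by 2.45 (SE 0.25, limma q = 4.48e-10) on day 7 and 2.6 on day 9. Its change on day 5 was -0.37 (limma q = 0.38). In shoots NAS2 was not called on any day, and on day 3 its change did not differ between the tissues (0.61 (SE 0.36, limma q = 0.376)). NAS2 in roots on day 3 was not called with the scaling to the 75th percentile or with the slide as a block. NAS2 in roots on day 5 was called with the slide as a block.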

The expression of nicotianamine (NA) synthase 2 (*NAS2: AT5G56080)*, which encodes a metal chelator NA, was up-regulated on day 3 and subsequently down-regulated on days 7 and 9. 

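OPT3 (AT4G16370) increased in roots by 1.18 (SE 0.21, limma q = 0.000178) on day 3, 1.84 on day 5 and 1.58 on day 7, from a log2 signal of 6.31 ± 0.26 (SD, n = 3), and by 0.32 on day 9, which was not called (limma q = 0.193). OPT3 in roots on day 3 was not called with an offset of 50, by the methods' t-test or with the slide as a block.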

The expression of oligopeptide transporter 3 (*OPT3; AT4G16370*), involved in Fe distribution within a plant body (Stacey et al., 2008), was very significantly up-regulated in roots from day 3 to 7 of the drought stress. 

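In shoots OPT3 (AT4G16370) fell by 2.15 (SE 0.21, limma q = 5.51e-11) on day 9, and its change was higher in roots by 2.02 (SE 0.3, limma q = 6.05e-06) on day 5, 2.44 on day 7 and 2.47 on day 9. OPT3's difference between roots and shoots on day 5 was not called with the slide as a block.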

The expression of *OPT3* in shoots was down-regulated on day 9. The expression of *IRT2* (*AT4G19680*) was up-regulated in roots on day 3 and then down-regulated on days 7 and 9, while in shoots it was down-regulated on day 9 of the drought stress. 

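IRT2 increased in roots by 1.89 (SE 0.27, limma q = 6.29e-06) on day 3 and 1.17 on day 5, and fell by 1.04 (SE 0.25, limma q = 0.000635) on day 9. On day 7 its root change was 0.73 (limma q = 0.0182), an increase under 2-fold. In shoots the probe of IRT2 was not well above background on any array, so no change can be given. IRT2 in roots on day 3 was not called by the methods' t-test or with the slide as a block. IRT2 in roots on day 5 was not called by the methods' t-test, with the slide as a block (a change of -0.05) or without root day 0 replicate 1 (a change of 0.84). IRT2 in roots on day 9 was not called with an offset of 50, with quantile normalization within each tissue or without root day 0 replicate 2 (a change of -0.84).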

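AT2G36260 fell in roots by 1.2 (SE 0.23, limma q = 0.000195) on day 5, when it was measured on 1 of 3 arrays, and decreased at least 1.83-fold on day 7 and at least 2.35-fold on day 9. In shoots its probe was not well above background on any array. AT2G16710 increased in roots by 1.08 (SE 0.17, limma q = 2.52e-06) on day 7 and 1.57 on day 9, and in shoots by 2.09 (SE 0.18, limma q = 2.22e-12) on day 9. AT2G36260 in roots on day 9 was not called with an offset of 50. AT2G16710 in roots on day 7 was not called with the day of scanning as a block. AT2G36260 in roots on day 5 was not called with an offset of 50, by the methods' t-test or without root day 5 replicate 1 (a change of -0.99).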

The expression of a gene coding a Fe-S cluster biosynthesis family protein (*AT2G36260*) was significantly down-regulated in roots from day 5 to 9, while the expression of another gene coding an Fe-S cluster biosynthesis protein (*AT2G16710*) increased in both roots and shoots (Table S1). The expression of a mitochondrial Fe reductase, *FRO8* (*AT5G50160*) increased in roots from day 5 to 9. 

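FRO8 increased in roots by 1.31 (SE 0.17, limma q = 1.87e-07) on day 5 and by 1.39 and 1.23 on days 7 and 9. In shoots it fell by 1.22 (SE 0.17, limma q = 6.92e-08) on day 9, and its change was higher in roots by 2.25 (SE 0.23, limma q = 1.1e-09) on day 7 and by 2.46 on day 9. FRO8 in roots on day 5 and FRO8 in roots on day 9 were not called with an offset of 50.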

The expression of the metal transporters *YSL2* (*AT5G24380*) and *VIT1* (*AT2G01770*) increased in roots on day 7 of the drought stress (Table S1), while the expression of *FRO4* (*AT5G23980*) decreased in roots and increased in shoots (Tables S2, S3). 

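YSL2 increased in roots by 1.05 (SE 0.17, limma q = 4.72e-06) on day 7. VIT1, measured on 1 of 3 root arrays of day 0, increased by 1.08 (SE 0.2, limma q = 9.58e-05) on day 5, and its change on day 7, when 1 of 4 arrays measured it, was 0.59 (limma q = 0.011), which was not called. FRO4 was not well above background in roots on days 1 to 9 and decreased there at least 2.12-fold on day 1 and at least 2.36-fold on day 9 (limma q = 0.0209 and 6.89e-09). In shoots FRO4 increased by 1.25 (SE 0.23, limma q = 9.66e-05) on day 5 and 1.57 on day 7, and its change was lower in roots on day 5 (limma q = 1.31e-08). VIT1 in roots on day 7 was called with the scaling to the 75th percentile. YSL2 in roots on day 7 was not called with the day of scanning as a block or without root day 0 replicate 1 (a change of 0.98). VIT1 in roots on day 5 was not called with an offset of 50, with quantile normalization within each tissue or without root day 0 replicate 2 (a change of 1). FRO4 in roots on day 1 was not called with an offset of 50, with quantile normalization within each tissue, with the scaling to the 75th percentile, by the methods' t-test, from the arrays compared alone or without root day 0 replicate 2.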

Many bHLH transcription factors reported to be involved in Fe homeostasis were differentially regulated in roots and shoots. 

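POPEYE (AT3G47640) increased in roots by 1.04 (SE 0.21, limma q = 0.000136) on day 7 and 1.23 on day 9, and BRUTUS (BTS, AT3G18290) by 1.14 (SE 0.18, limma q = 2.33e-06) and 1.52. In shoots BTS was up-regulated by 1.31 on day 5 and 1.27 on day 7. bHLH115 (AT1G51070) fell in roots by 1.78 (SE 0.15, limma q = 5.8e-12) on day 7 and 2.72 on day 9, and in shoots by 2.21 on day 9. POPEYE in roots on day 7 was not called without root day 0 replicate 2 (a change of 0.97).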

The expression of the transcription factors regulating Fe uptake/translocation *POPEYE* (*AT3G47640*) and *BRUTUS* (*BTS; AT3G18290*) was up-regulated in roots on days 7 and 9 (Table 3 and Table S1), while the expression of *bHLH115* (*AT1G51070*) was down-regulated in roots on days 7 and 9 (Table S2). 

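bHLH38 (AT3G56970) increased in roots by 1.71 (SE 0.5, limma q = 0.0192) on day 3, 1.52 on day 5 and 1.25 on day 7, and in shoots by 1.64 (SE 0.47, limma q = 0.032), 3.03 and 2.96. bHLH39 (AT3G56980) increased in shoots by 2.21 (SE 0.41, limma q = 0.000723) on day 3, 3.6 on day 5 and 3.48 on day 7. In roots bHLH39 was up-regulated by 1.13 (SE 0.44, limma q = 0.0868) on day 3 and fell by 2 (SE 0.41, limma q = 8.8e-05) on day 9, and its change was lower in roots, with a difference of -2.65 (SE 0.62, limma q = 0.00195), on day 5 and did not differ on day 3 (limma q = 0.336). For both genes, 1 of the 3 shoot arrays of day 0 was well above background. bHLH38 in roots on day 7 was not called with an offset of 50 or with the day of scanning as a block. bHLH39 in shoots on day 3 was not called by the methods' t-test. bHLH38 in roots on day 3 was not called with the scaling to the 75th percentile, by the methods' t-test, with the slide as a block or without root day 3 replicate 1 (a change of 1.37). bHLH38 in roots on day 5 was not called with the scaling to the 75th percentile, with the slide as a block or without root day 5 replicate 3 (a change of 1.36). bHLH38 in shoots on day 3 was not called by the methods' t-test or without shoot day 3 replicate 1 (a change of 1.18). bHLH39 in roots on day 3 was not called with an offset of 0, with quantile normalization within each tissue, with the scaling to the 75th percentile, by the methods' t-test, with the slide as a block, at a limma q under 0.05, with the slide as a random block or without root day 3 replicate 1 (a change of 0.82).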

The expression of *bHLH38* (*AT3G56970*) increased in roots and shoots from day 5 to 7, while that of *bHLH39* (*AT3G56980*) increased specifically in shoots from day 3 to 7 of the drought stress. 

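bHLH101 (AT5G04150) increased in roots by 1.27 (SE 0.27, limma q = 0.00155) on day 3, and in shoots by 2.77 (SE 0.27, limma q = 1.33e-09) on day 5, 2.86 on day 7 and 1.41 on day 9. On day 3 its change did not differ between the tissues (limma q = 0.624), and on day 5 it was lower in roots, with a difference of -1.97 (SE 0.38, limma q = 0.000294). bHLH101 in roots on day 3 was not called by the methods' t-test or with the slide as a block.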

The expression of *bHLH101* (*AT5G04150*) increased in roots on day 3, and from day 5 to 9 in shoots. Collectively, these results suggest that Fe distribution within a plant body can significantly change during the course of a drought stress.

### Changes in the expression of genes related to transcription regulation and chromatin synthesis/modification

In *Arabidopsis*, genes controlling epigenetic changes that occur in response to abiotic stresses have been reported (Kim et al., 2015). In the present study, we focused on the differential expression of genes related to chromatin structure or chromatin modification in both roots and shoots. 

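On day 9 in roots, AtRRP6L1 (AT1G54440) increased by 1.24 (SE 0.17, limma q = 1.31e-07), ELF8 (AT2G06210) by 1.3 (SE 0.13, limma q = 6.75e-11) and DML1 (AT2G36490) by 1.3 (SE 0.14, limma q = 6.84e-10). The change was higher in roots than in shoots by 1.09 for ELF8 and 1.3 for DML1, and for AtRRP6L1 the difference of 0.88 (SE 0.25, limma q = 0.00467) was under 2-fold. AtRRP6L1's difference between roots and shoots on day 9 was called with the scaling to the 75th percentile, with the day of scanning as a block or without shoot day 9 replicate 1 (a change of 1.02).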

The expression of *AtRRP6L1* (*AT1G54440*), which controls DNA methylation; *Early Flowering 8* (*ELF8; AT2G06210*), which is putatively involved in regulating gene expression; and *Demeter Like 1* (*DML1*; *AT2G36490*), a repressor of transcriptional silencing; was significantly up-regulated in roots on day 9 of the drought stress. 

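AGO4 (AT2G27040) increased in roots by 1.05 (SE 0.16, limma q = 1.18e-06) on day 7, and DRM2 (AT5G14620) by 1 (SE 0.11, limma q = 4.14e-09) on day 7, at the threshold of 2-fold, and by 1.71 on day 9. The difference between the tissues for AGO4 on day 7, 0.68 (SE 0.23, limma q = 0.0207), was under 2-fold, and that of DRM2 on day 9 was higher in roots by 1.1 (SE 0.16, limma q = 1.18e-06). AGO4's difference between roots and shoots on day 7 was called with the scaling to the 75th percentile or with the day of scanning as a block. DRM2's difference between roots and shoots on day 9 was not called with quantile normalization within each tissue. AGO4 in roots on day 7 was not called without root day 0 replicate 2 (a change of 0.96). DRM2 in roots on day 7 was not called with an offset of 50, with quantile normalization within each tissue or without root day 7 replicate 2 (a change of 0.92).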

The expression of *AGO4* (*AT2G27040*), which is involved in siRNA-mediated gene silencing, was up-regulated in roots on day 7; and *DRM2* (*AT5G14620;* methyl transferase) was up-regulated on days 7 and 9 of the drought stress (Table 4). The expression of *Histone DeAcetylase 8* (*HDA8; AT1G08460*) was up-regulated in both roots and shoots on day 9. 

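HDA8 increased by 1.21 (SE 0.11, limma q = 2.05e-11) in roots and by 1.24 (SE 0.12, limma q = 3.91e-11) in shoots on day 9, with no difference between the tissues (limma q = 0.924).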

Changes in the expression of various histone protein-related genes were also observed. 

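Histone H1-3 (AT2G18050) increased in roots by 2.49 (SE 0.24, limma q = 5.45e-10) on day 5 and by 4.22 and 4.31 on days 7 and 9, and in shoots by 2.04 (SE 0.22, limma q = 1.19e-07) on day 3 and by 4.2, 5.96 and 5.78 on days 5, 7 and 9. The change of H1-3 was lower in roots on each of days 3 to 9, with a difference of -1.64 (SE 0.33, limma q = 0.00181) on day 3 and of -1.46 on day 9. H1-3 in shoots on day 3 was not called by the methods' t-test. H1-3's difference between roots and shoots on day 3 was not called with the day of scanning as a block. H1-3's difference between roots and shoots on day 9 was not called with the scaling to the 75th percentile or with the day of scanning as a block.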

The expression of histone *H1-3* (*AT2G18050*) was significantly up-regulated in roots from day 5 to 9, and from day 3 to 9 in shoots. On the other hand, the up-regulation of *HTR6/H3.6* (*AT1G13370*) and *HTR14/H3*.14 (*AT1G75600*) occurred earlier in roots than in shoots. 

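HTR6 increased in roots by 2.08 (SE 0.21, limma q = 2.78e-09) on day 5 and by 3.07 and 4.4 on days 7 and 9, and in shoots by 1.4 (SE 0.21, limma q = 1.65e-06) on day 7 and 4.8 on day 9. HTR14 increased in roots by 2.59 (SE 0.24, limma q = 3.76e-10) on day 5 and 4.98 on day 9, and in shoots by 2.41 (SE 0.24, limma q = 3.55e-10) on day 7 and 6.29 on day 9. On day 5 the change was higher in roots by 2.2 (SE 0.3, limma q = 1.95e-06) for HTR6 and 2.69 (SE 0.35, limma q = 5.78e-07) for HTR14.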

The expression of *HTR10/H3.10* (*AT1G19890*) was specifically up-regulated in shoots (Table 4). 

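HTR10 was not well above background in roots on any array or in shoots on days 0 to 5. In shoots it increased at least 1.06-fold on day 7 and at least 1.39-fold on day 9 (limma q = 4.56e-07 and 1.86e-10). HTR10 in shoots on day 9 was not called with an offset of 50. HTR10 in shoots on day 7 was not called with an offset of 50 or without shoot day 0 replicate 2.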

Many histone-related genes were also significantly down-regulated in both roots and shoots (Table 4), indicating that chromatin structure changes significantly in plants under drought stress conditions.

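Of the 22 histone genes of Table 4, 15 were down-regulated in both tissues on at least 1 day of each, 4 were up-regulated in roots and 7 in shoots. The counts adjusted over the list alone were the same, and the authors chose the genes on these arrays. Their median log2 change on day 9 was -1.59 in roots and -1.47 in shoots.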

**Table 4:** **Changes in expression of chromatin related genes**.

**Gene**	**Name**	**Roots**				**Shoots**			
		**3 days**	**5 days**	**7 days**	**9 days**	**3 days**	**5 days**	**7 days**	**9 days**
*At1g54440*	*RRP6L1*	0.72	0.90	1.33	**2.37**	1.04	1.13	1.28	1.30
*At2g27040*	*AGO4*	1.06	1.64	**2.05**	1.70	1.09	1.27	1.30	0.59
*At5g14620*	*DRM2*	0.84	1.15	**2.02**	**3.33**	1.01	1.01	1.30	1.55
*At2g06210*	*ELF8*	0.83	1.19	1.54	**2.46**	1.11	1.17	1.10	1.17
*At2g36490*	*DML1/ATROS1*	0.93	1.39	1.95	**2.47**	1.30	1.50	1.57	1.01
*At1g79000*	*HAC1*	1.16	1.77	**2.99**	**3.38**	0.99	1.03	1.23	**2.11**
*At1g08460*	*HDA8*	1.30	1.50	1.71	**2.32**	1.32	1.37	1.73	**2.39**
*At1g21920*	*Histone H3K4 methyltransferase*	0.94	0.85	1.11	1.60	1.15	1.37	1.49	**2.28**
*At1g77300*	*ASSH2*	1.02	1.08	**2.01**	1.82	**2.18**	1.00	0.94	1.25
*At2g44950*	*HUB1/RDO4*	0.79	0.95	1.33	**2.44**	1.10	1.29	1.46	**2.21**
*At1g55250*	*Histone mono-ubiquitination 2*	0.89	0.91	1.15	1.44	1.27	1.55	1.72	**2.43**
*At2g18050*	*Histone H1-3*	1.31	**5.61**	**17.82**	**19.15**	**4.13**	**18.46**	**60.70**	**57.35**
*At5g02560*	*Histone H2A 12*	1.26	1.01	0.90	0.50	1.50	1.79	**2.29**	1.46
*At5g27670*	*Histone H2A 7*	0.99	1.00	1.50	1.38	1.16	1.08	**2.12**	1.54
*At1g13370*	*HTR6/H3.6*	1.53	**4.41**	**8.81**	**22.32**	1.11	0.91	**2.74**	**30.28**
*At1g75600*	*HTR14/H3.14*	1.86	**6.23**	**13.74**	**32.84**	0.96	0.93	**5.70**	**85.41**
*At1g19890*	*HTR10/H3.10*	1.15	1.12	0.94	1.02	1.02	1.41	**2.03**	**2.69**
*At5g02570*	*HTB10/H2B.10*	1.25	1.20	1.69	**2.11**	1.07	1.04	1.81	**2.65**
*At1g51060*	*Histone H2A 10*	1.08	0.89	0.51	**0.26**	1.00	0.82	0.51	**0.31**
*At5g65350*	*Histone 3 11*	**0.45**	**0.50**	**0.40**	**0.45**	0.57	0.77	0.60	**0.49**
*At2g28720*	*Histone superfamilyHTB3/H2B.3*	0.86	**0.49**	**0.35**	**0.24**	0.99	1.18	0.78	**0.40**
*At3G45980*	*Histone superfamily/H2B*	0.85	0.72	**0.49**	**0.23**	1.07	0.89	0.67	**0.20**
*At3g53650*	*Histone superfamily/H2B*	1.01	0.89	0.59	**0.31**	0.86	0.58	**0.44**	0.68
*At5g12910*	*Histone superfamily/H3.3*	1.05	0.95	**0.50**	**0.13**	0.85	0.55	**0.39**	**0.09**
*At5g10390*	*Histone superfamily/H3*	1.07	1.14	0.58	**0.14**	0.83	0.56	**0.44**	**0.08**
*At5g10400*	*Histone superfamily/H3*	0.83	0.80	0.56	**0.20**	0.76	0.59	**0.40**	**0.10**
*At5g65360*	*Histone superfamily/H3.1*	1.09	1.21	0.91	**0.26**	0.78	**0.42**	**0.31**	**0.08**
*At3g46320*	*Histone superfamily /H4/HFO1*	0.99	0.98	0.71	**0.25**	0.80	0.52	**0.45**	**0.12**
*At5g59690*	*Histone superfamily /H4/HFO2*	0.94	0.87	0.68	**0.33**	0.81	0.53	**0.49**	**0.22**
*At3g53730*	*Histone superfamily/HFO5*	0.86	0.86	0.77	**0.47**	1.07	1.01	0.92	**0.49**
*At5g59970*	*Histone superfamily/H4/HFO6*	0.98	0.98	0.87	**0.33**	0.86	0.64	**0.44**	**0.18**
*At1g01370*	*Histone superfamily/HTR12*	0.86	0.89	0.68	**0.41**	0.94	0.78	0.56	**0.32**
*At3g45930*	*Histone superfamily/H4/HFO7*	0.95	0.98	0.76	**0.32**	0.80	0.61	**0.49**	**0.18**

*Values shown in bold are significantly up or down-regulated (FDR < 0.1)*.

## Discussion

Transcriptomic changes in *Arabidopsis* in response to drought stress have been previously reported (Kreps et al., 2002; Seki et al., 2002, 2007; Shinozaki et al., 2003; Huang et al., 2008; Matsui et al., 2008). Global changes of gene expression from both roots and shoots of drought-stressed *Arabidopsis* plants under soil conditions, however, has not been investigated. Thus, our data provide new information pertaining to the differential regulation of genes in shoots vs. roots in response to drought stress. It should be noted that plants started flowering during drought stress (Figure S1), thus numerous genes and transcription factors related to flowering were also up-regulated in shoots. This could be a potential interference in understanding the drought responsive genes, particularly in shoot tissue.

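A list of 9 floral organ genes, written before the data were examined, had a median log2 change in shoots of 0.91 on day 3, 1.54 on day 5, 2.26 on day 7 and 1.22 on day 9, with a camera q of 1.4e-14 on day 5 (limma), and fry called the increase on each of these days. Up-regulation was called for 8 of its genes on day 5, 7 on day 7 and 6 on day 9, with the same counts adjusted over the list alone. In roots the median of the list on day 9 was 0.13 (limma, camera q = 0.803). A list of 5 anther and pollen genes had a median of 0.67 on day 1 (limma, camera q = 2.07e-06) and 1.16 on day 9 in shoots, where camera did not call it (limma, q = 0.214) and fry did (limma, q = 0.000331).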

### Root to shoot signaling during a drought stress

The differential regulation of ABA biosynthesis- and transport-related genes highlights the importance of root to shoot signaling in response to drought stress. NCEDs are considered to be limiting factors in ABA synthesis and signaling, and the suppression of *NCED3* results in severe sensitivity to drought (Iuchi et al., 2001). The expression of *NCED3* has been reported to be up-regulated in both roots and shoots in response to drought stress (Behnam et al., 2013). In the current study, the expression of *NCED5* and *NCED9* was specifically up-regulated in roots. Additionally, the induction of *NCED2* in roots occurred earlier in the response to drought stress than it did in shoots (Table 1). 

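NCED5 (AT1G30100) increased in roots by 1.2 (SE 0.2, limma q = 8.03e-06) on day 7, when 3 of 4 arrays measured it, and was not called in shoots. The difference between the tissues was 0.84 (SE 0.29, limma q = 0.0261) on day 7, under 2-fold, and 1.36 (SE 0.29, limma q = 0.000274) on day 9. For NCED9 (AT1G78390), which was not called in shoots, the change was higher in roots on day 5 (limma q = 0.000428) and did not differ on day 9 (limma q = 0.843). NCED5 in roots on day 7 was not called with an offset of 50 or with the day of scanning as a block. NCED5's difference between roots and shoots on day 9 was not called with an offset of 50. NCED9's difference between roots and shoots on day 5 was not called with an offset of 50 or with the slide as a block. NCED5's difference between roots and shoots on day 7 was called with an offset of 0, with the scaling to the 75th percentile or without shoot day 7 replicate 2 (a change of 1.03).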

The *Arabidopsis* genes involved in ABA transport have also been characterized. ABCG25 is a drought- and ABA-inducible plasma membrane protein that exports ABA from the vascular system (Kuromori et al., 2010). Our data indicated that expression of *ABCG25* was up-regulated in both roots and shoots by the drought stress. ABCG40 is a plasma membrane ABA influx transporter, which is highly expressed in guard cells (Kang et al., 2010). *ABCG40* knockout mutants (*atabcg40*) exhibit defects in stomatal closure in response to osmotic stress and application of ABA (Kang et al., 2010). In the current data, the expression of *ABCG40* was significantly down-regulated in both roots and shoots in response to drought stress (Table 1). The down-regulation of *ABCG40* in roots was observed on days 7 and 9 of the drought stress, whereas it was down-regulated from day 5 to 9 in shoots (Table 2).

AIT1, a member of the nitrate transporter gene family, also transports ABA (Kanno et al., 2012) and its expression was differentially regulated in roots and shoots in the current study (Table 1). Our data indicates that *AIT1, ABCG25*, and *ABCG40* are differentially regulated in response to drought stress, thus it will be important to determine if additional ABA transporters are involved in ABA transport in response to drought stress. *Arabidopsis* ABA-deficient mutants are more sensitive to drought stress than *abcg25* and *abcg40* mutants, suggesting that additional transporters with redundant functions may also be involved in ABA transport (Osakabe et al., 2014). Passive ABA transport may also contribute to signaling (Seo and Koshiba, 2011). The specific up-regulation of *NCED5* and *NCED9* in roots, as well as the earlier induction of *NCED2* in roots than in shoots, indicate that ABA signaling may originate in roots. It has been suggested that the root to shoot transport of ABA is not required since ABA produced in leaves effectively triggers ABA signaling and stomatal closure (Christmann et al., 2007). The differential up-regulation of genes involved in ABA synthesis and transport in roots vs. shoots suggest that ABA may be transported from roots to shoots. The specific up-regulation of *ABCG22* in roots further supports this idea. Although the substrate of ABCG22 has not been determined, ABCG22 has been reported to be involved in the regulation of stomata, and knock down mutants of *ABCG22* (*atabcg22*) exhibit lower leaf temperature and are drought sensitive (Kuromori et al., 2011). While *ABCG22* has been reported to be expressed in aerial organs (Kuromori et al., 2011), the specific up-regulation of *ABCG22* in roots in response to a drought stress in the current study suggests that it may also be involved in root to shoot signaling to control stomatal closure.

### Transcription factors differentially regulate the transcriptome in roots and shoots

Changes in the expression of various transcription factors were observed in roots and shoots. As plants were flowering during drought stress, the expression of various TF putatively involved in response to flowering was also up-regulated in shoots (Table 3). The role of MYB family transcription factors in controlling primary and secondary metabolism, development, cell fate and identity, and responses to different biotic and abiotic stresses has been reported (Lippold et al., 2009; Zhou et al., 2009; Dubos et al., 2010; Nakano et al., 2010; Park M. Y. et al., 2011; Katiyar et al., 2012; Liu and Thornburg, 2012; Wang and Dixon, 2012; Arun Chinnappa et al., 2013; Kwon et al., 2013; Gao et al., 2014; Kosma et al., 2014; Baldoni et al., 2015). In addition to being involved in floral development, MYB transcription factors also play a significant role in plant adaptation to drought stress, including the regulation of stomatal movement, and the induction of suberin synthesis in cuticles (Lippold et al., 2009; Park M. Y. et al., 2011; Gao et al., 2014; Baldoni et al., 2015). Synthesis of lignin and suberin in plants is controlled by VND6 and SND1, and the involvement of many MYB proteins in this process has been previously reported (Ohashi-Ito et al., 2010). MYB58 and MYB63 are known to regulate the lignin biosynthetic pathway (Zhou et al., 2009), while MYB52, MYB54, MYB85, MYB42, MYB43, MYB69, and MYB20 have been suggested to be involved in the regulation of secondary cell wall synthesis (Zhong et al., 2008). 

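MYB61 (AT1G09540) increased in roots by 1.21 (SE 0.17, limma q = 1.99e-06) on day 5 and 1.42 on day 7. In shoots, where MYB61 was not well above background on day 0, it increased at least 1.48-fold on day 5 (limma q = 2.86e-05) and at least 6.99-fold on day 7 (limma q = 3.18e-17). MYB61 in roots on day 5 was not called with the slide as a block. MYB61 in shoots on day 5 was not called with an offset of 50 or without shoot day 0 replicate 2.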

In the current study, the expression of *MYB61*, which influences lignin deposition (Newman et al., 2004), was up-regulated in both roots and shoots from day 5 to 7 of the drought stress. MYB41 has been recognized as a key regulator in cell wall expansion and modification under stress conditions (Lippold et al., 2009; Kosma et al., 2014). 

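MYB41 (AT4G28110) increased in roots by 1.04 (SE 0.19, limma q = 4.59e-05) on day 7 and 1.49 on day 9. In shoots MYB41 was not well above background on days 0 to 7 and increased at least 1.15-fold on day 9 (limma q = 5.65e-06). MYB41 in roots on day 7 was not called with an offset of 50, with quantile normalization within each tissue, with the day of scanning as a block or without root day 0 replicate 1 (a change of 0.85). MYB41 in shoots on day 9 was not called with an offset of 50 or without shoot day 0 replicate 3.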

The up-regulation of MYB41 was observed in roots on day 7 and 9 and on day 9 in shoots.

Since various genes putatively involved in lignin and suberin biosynthesis, and secondary wall modifications were up-regulated in roots from day 3 to 9 of the drought stress; it seems reasonable that other MYB proteins may also be controlling the lignin/suberin biosynthesis in roots. The expression of *MYB20* was specifically up-regulated in roots on days 7 and 9 of the drought stress. ABA-dependent stomatal closure is impaired in plants over expressing *MYB20*, resulting in an increased susceptibility to drought stress. An opposite phenotype is associated with a *MYB20* knockout mutation, indicating that MYB20 may act as a negative regulator of ABA-mediated stomatal closure (Gao et al., 2014). It is plausible that specific up-regulation of *MYB20* in roots may be involved in ABA sensing or signaling. The protein bHLH122 plays an important role in drought and osmotic stress tolerance in *Arabidopsis* and in the repression of ABA catabolism. bHLH122 can bind directly to G-box/E-box cis-elements in the *CYP707A3* promoter and repress its expression. Furthermore, up-regulation of *bHLH122* substantially increases cellular ABA levels (Liu et al., 2014). The expression of *bHLH122* was up-regulated in roots from day 3 to 9 of the drought stress and from day 5 to 9 in shoots. Importantly, the suppression of *CYP707A3* was also observed in roots and shoots (Table 1). 

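CYP707A3 (AT5G45340) fell in roots by 1.44 (SE 0.4, limma q = 0.0149) on day 3 and fell by 1.63 on day 5. It fell by 3.06 on day 7, when it was measured on 1 of 4 arrays, and fell by 2.61 on day 9. In shoots it fell by 1.32 (SE 0.4, limma q = 0.00759) on day 7 and was not called on day 3, 5 or 9 (limma q between 0.12 and 0.763). CYP707A3 in roots on day 5 was not called by the methods' t-test or with the slide as a block. CYP707A3 in roots on day 3 was not called by the methods' t-test, with the slide as a block or without root day 3 replicate 1 (a change of -1.07). CYP707A3 in shoots on day 7 was not called without shoot day 0 replicate 3 (a change of -0.91).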

We suggest that the differential regulation of MYB (particularly *MYB71 and MYB79*), bHLHs (such as *ICE1, bHLH27, bHLH075, bHLH090, bHLH100*), *WRKY*, and *NAC* transcription factors in both roots and shoots (Table 3), indicate that these transcription factors may differentially regulate root and shoot response to a drought stress.

### Genes related to osmoprotectant synthesis and solute transport are differentially regulated in roots and shoots in response to a drought stress

The expression of a variety of genes involved in the synthesis of proline, galactinol, and raffinose were differentially expressed in roots and shoots in response to the drought stress. Our data confirms that the expression of *GolS1* and *GolS2* is up-regulated by drought stress (Taji et al., 2002). In addition, our microarray analysis revealed that the expression of *GolS4* was significantly up-regulated in roots from day 3 to 9 (Table 1). Differential regulation of genes involved in proline synthesis in roots and shoots was also observed in the current study. The expression of *P5CS1* was up-regulated in roots and shoots from day 5 to 9 of the drought stress (Table S1), while the expression of *P5CS2* was specifically up-regulated in shoots on days 7 and 9 (Table S3).

Malate and mannitol concentrations change in response to a water deficit and have been suggested to play a prominent role in osmotic adjustment in response to a water deficit (Lance and Rustin, 1984; Popp and Polania, 1989; Tarczynski et al., 1993; Martinoia and Rentsch, 1994; Tschaplinski and Tuskan, 1994; Karakas et al., 1997). Our results indicate that expression levels of various malate transporters, *MATE* family efflux transporters and *MSF* transporters were significantly up-regulated in roots (Table S1). The MATE and MSF family members transport a diverse range of substrates. These results indicate that during early drought stress, several transporters putatively involved in malate, amino acids, and ion transport are up-regulated and that the up-regulation of these transporters in roots could contribute to osmotic adjustments and stress signaling. The importance of differential regulation of S metabolism under drought stress has been well recognized (Chan et al., 2013), however, changes in Fe metabolism in response to drought stress has not been extensively discussed. Iron deficiency triggers a complex set of reactions in plants in order to increase Fe uptake from the soil, including developmental and physiological changes. Over the past decade, many transporters in *Arabidopsis* involved in the absorption and distribution of Fe have been identified (Conte and Walker, 2011). The transcription factor FIT1 (bHLH029) controls the expression of the Fe uptake machinery genes *FRO2* and *IRT1* in roots. 

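FIT1 (AT2G28160) fell in roots by 2.17 (SE 0.19, limma q = 6.32e-11) on day 5. It fell by 2.96 on day 7, when it was measured on 1 of 4 arrays, and fell by 3.09 on day 9. In shoots FIT1 fell by 1.22 (SE 0.19, limma q = 1.05e-06) on day 9, when it was measured on 2 of 3 arrays, and its change was lower in roots, with a difference of -1.87 (SE 0.26, limma q = 3.37e-07) on that day. FIT1 in shoots on day 9 was not called with an offset of 50 or with the slide as a block.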

In the current study, the expression of *FIT1* was down-regulated in roots from day 5 to 9 of the drought stress and on day 9 in shoots. Similarly, the expression of *FRO2, IRT1*, and *IRT3* was also down-regulated. In contrast, the expression of *bHLH38, bHLH39, bHLH100*, and *bHLH101* was significantly up-regulated. bHLH038 and bHLH039 interact with FIT, while bHLH100 and bHLH101 do not regulate FIT target genes and are reported to play a crucial role in the distribution of Fe within a plant (Yuan et al., 2008; Sivitz et al., 2012; Kobayashi et al., 2014). BTS is a negative regulator of Fe deficiency response and interacts with bHLH104, ILR3, and bHLH115 (Long et al., 2010). Down-regulation of FIT-dependent response and up-regulation of *NAS2, OPT3, IRT2, YSL2, and FRO8* suggest that the distribution of Fe within plant/cell changes significantly in response to a drought stress. There is increasing evidence that the genes involved in Fe deficiency response in plants are regulated by different plant hormones such as ABA, auxin, ethylene, GK and JA (Kobayashi et al., 2014). ABA improves Fe utilization by increasing root to shoot translocation of Fe under Fe deficiency (Lei et al., 2014). It would be interesting to investigate if the root to shoot translocation of Fe and ABA is synchronized under drought stress.

Changes in the availability of Fe significantly alters plants metabolism and could trigger localized signals (Bashir et al., 2011; Vigani et al., 2013b, 2016). Our data indicate that the expression of several 2OG-Fe(II) oxygenases was up-regulated in roots during the early stages of the drought stress. 

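Of the 2OG-Fe(II) oxygenases, AT1G52820 increased in roots by 2.75 (SE 0.39, limma q = 5.61e-06) on day 3 and 2.4 on day 5, and was not well above background in shoots. AT4G10500 increased in roots by 1.61 (SE 0.28, limma q = 0.000119) on day 3. On day 3 the change was higher in roots for AT1G52820 (limma q = 0.000445), and for AT4G10500 the difference was not called (limma q = 0.116, 1.04 on the log2 scale). AT1G52820 in roots on day 3 and AT1G52820's difference between roots and shoots on day 3 were not called with the slide as a block. AT1G52820 in roots on day 5 and AT4G10500 in roots on day 3 were not called by the methods' t-test or with the slide as a block. AT4G10500's difference between roots and shoots on day 3 was called with an offset of 50, among the genes well above background alone, from the arrays compared alone, with the replicate number as a block or without root day 0 replicate 2 (a change of 1.31).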

In plants, 2OG-Fe(II) oxygenases are involved in the synthesis of phytosiderophores (Nakanishi et al., 2000) and numerous other biosynthetic pathways. It was recently suggested that plant 2OG-Fe(II) oxygenases may play a role in Fe sensing and metabolic reprogramming in response to Fe-deficient conditions (Vigani et al., 2013a; Bashir et al., 2014). The up-regulation of different 2OG dioxygenases in roots observed in the current study suggests that these genes may also be involved in signaling under drought stress conditions.

### Changes in the expression of genes related to chromatin synthesis/modification

Transcriptional and post-transcriptional regulation of RNA facilitates the adjustment of plants to various abiotic stresses. Small RNAs, alternative splicing, and RNA-binding proteins are known to regulate plant stress responses (Nakaminami et al., 2012). Differential changes in the expression of various genes related to these mechanisms were observed in roots and shoots (Table 4). Modifications in chromatin structure could also significantly alter gene expression in plants responding to different abiotic stresses (Chinnusamy and Zhu, 2009; Kim J-M et al., 2010; Kim et al., 2012, 2015). The differential expression of genes involved in RNA regulation, histone modification, and several other histone-related genes observed in the current study (Table 4) indicates that epigenetic responses to a drought stress may also be differentially controlled in roots and shoots. Moreover, in addition to genes involved in acetylation, methylation, and demethylation; changes in the expression of genes encoding different histone proteins could also contribute to transcriptional changes that occur in response to a drought stress.

## Conclusions

Current studies indicate that a large number of genes belonging to diverse functional groups are differentially regulated in roots and shoots in response to a progressive drought stress. Thus, dissecting the root and shoot transcriptome may provide novel insights to understand the regulation of genes in response to different abiotic stresses. Transcriptional changes during early drought stress in roots were of particular interest. Genes involved in ABA synthesis, ABA and solute transport were up-regulated during early drought stress in roots. Various members of MFS transporters family, MATE efflux transporters, microRNA genes, suberin, pectin and secondary cell wall biosynthesis/modification-related genes, pre-tRNA genes, and various S-adenosyl-L-methionine (SAM) dependent transferases were also significantly up-regulated in roots. Moreover, our data also revealed the differential regulation of several genes involved in drought stress response and chromatin changes. The identification of genes that are highly responsive at the early stages of a drought stress, and that are differentially regulated in roots and shoots, significantly advances our understanding about early drought stress response in roots and shoots. These results can serve as an aid in the selection of root- and shoot-specific genes/promoters that could be utilized to potentially develop drought tolerant plants through molecular breeding.

## Author contributions

SR, KB, AM, and MS designed the study, SR, KB, and MT performed the research. AM, SR, and KB, analyzed the data, SR, KB, AM, and MS discussed the data and wrote the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptomic Analysis of Soil-Grown Arabidopsis thaliana Roots and Shoots in Response to a Drought Stress
**Source:** Front Plant Sci. 2016 Feb 23;7:180. doi: 10.3389/fpls.2016.00180
**Supplement:** Supplementary file 7

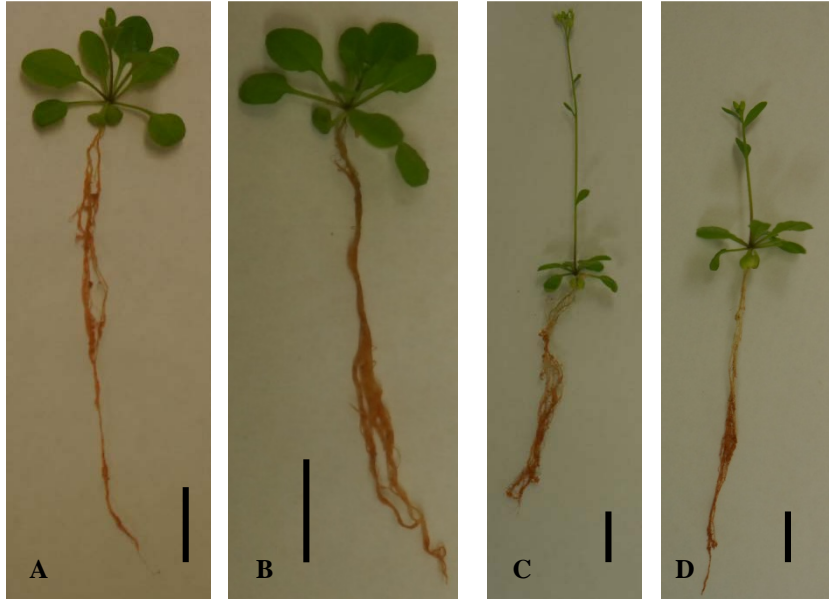

**Figure S1: *Arabidopsis* plants during a progressive drought stress.**

(A-B): Plants collected at day 0 of drought treatment. (C-D): Plants collected at day 5 of drought treatment. Scale bar = 1cm

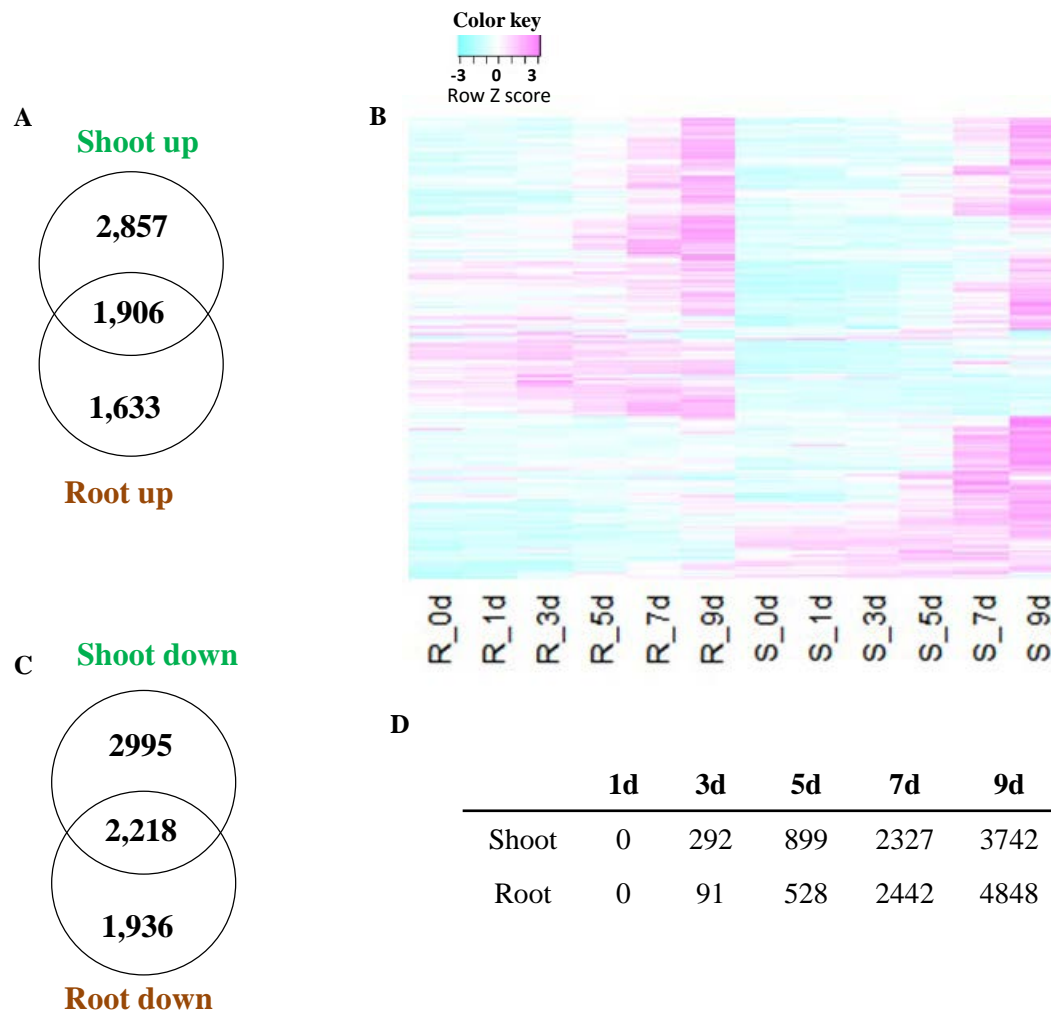

**Figure S2: Summary of changes in gene expression in roots and shoots of *Arabidopsis* plants in response to a progressive drought stress.**

(A). Venn diagram indicating the number of genes up-regulated in roots and shoots in at least one stage of the progressive drought stress. (B).

Heat map illustrating changes in gene expression in roots and shoots during different stages of the progressive drought stress. (C). Venn diagram indicating the number of genes significantly down-regulated in roots and shoots in at least one stage of the progressive drought stress.

(D). Number of genes significantly down-regulated at different stages of the progressive drought stress.

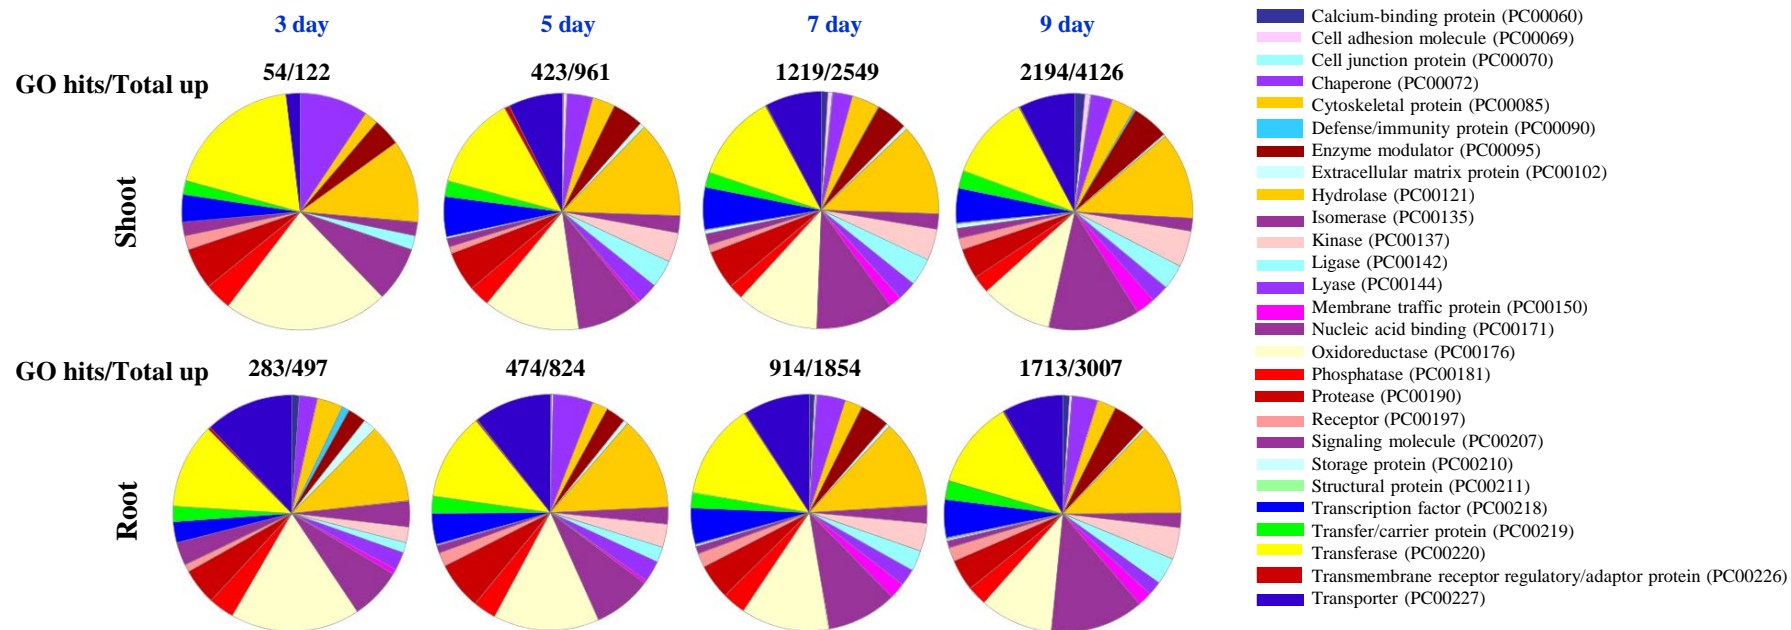

**Figure S3: GO enrichment analysis (protein classification) of genes in roots and shoots of *Arabidopsis* plants in response to a progressive drought stress.**

Go functional analysis for protein classification was performed using the panther classification system maintained at <http://pantherdb.org/>

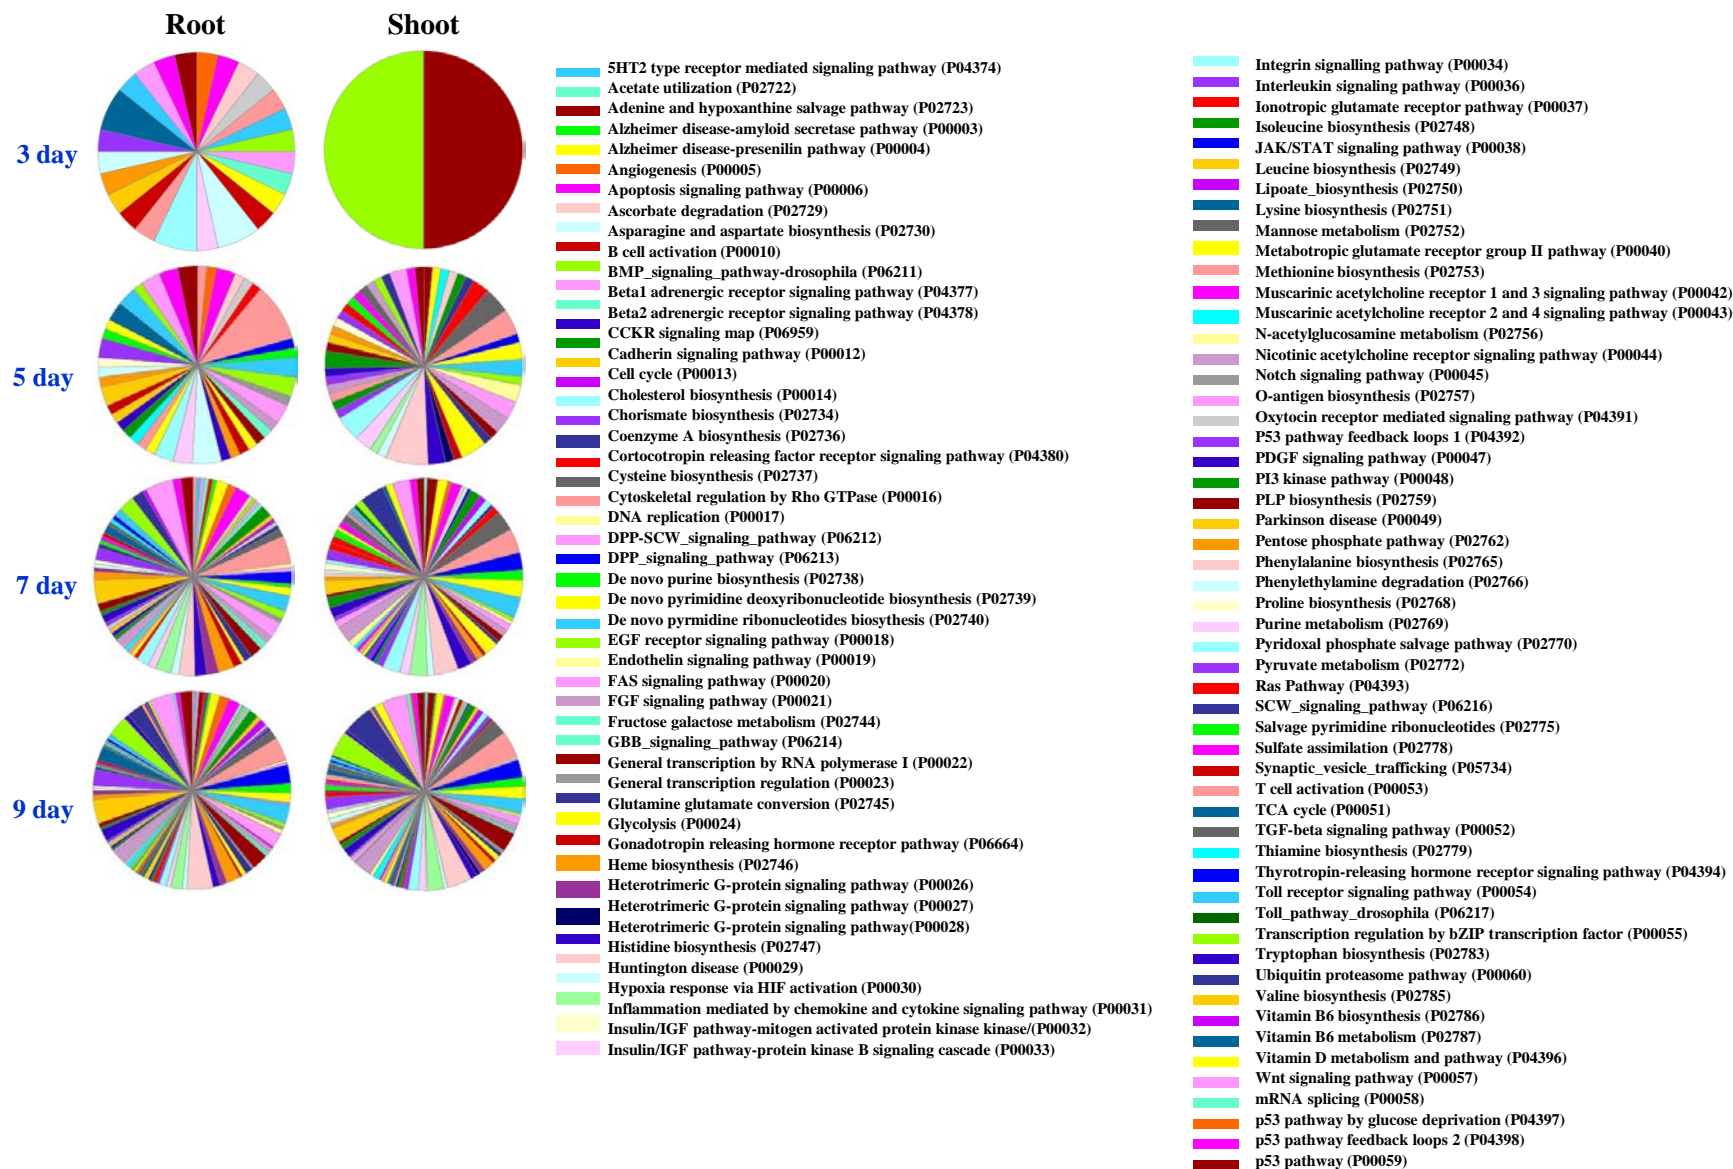

**Figure S4: GO enrichment analysis (pathway) of genes in roots and shoots of *Arabidopsis* plants in response to a progressive drought stress.**

Go functional classification for pathway was performed using the panther classification system maintained at <http://pantherdb.org/>.

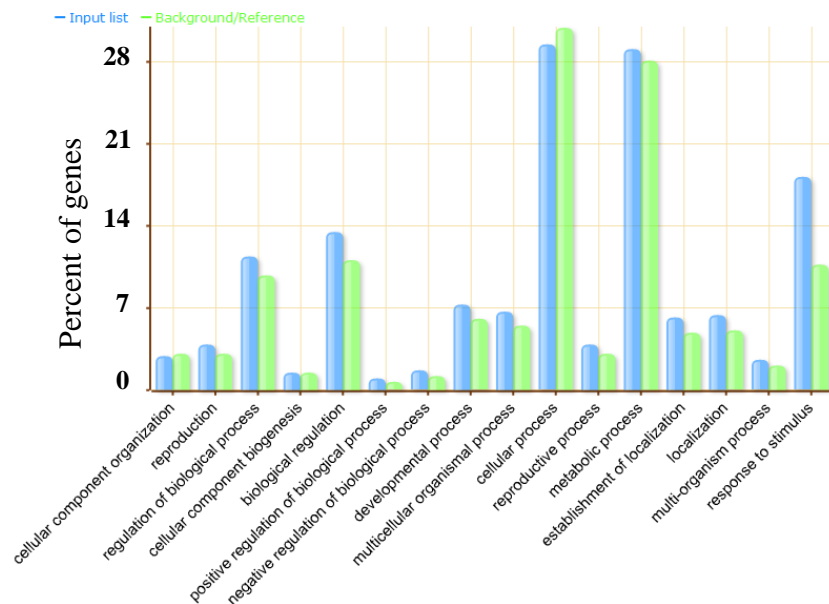

Genes upregulated in roots and shoots

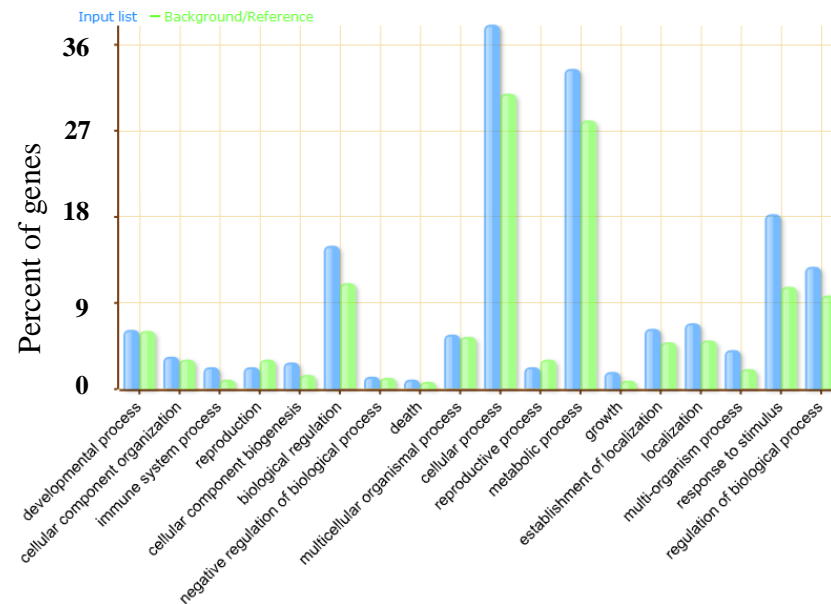

Genes down regulated in roots and shoots

**Figure S5: Summary of GO enrichment analysis for genes up or down regulated both in roots and shoots of *Arabidopsis* plants in response to a progressive drought stress.**

The GO analysis were performed by AGRiGO maintained at <http://bioinfo.cau.edu.cn/agriGO/>

Blue columns show input list, while green columns show background/reference.

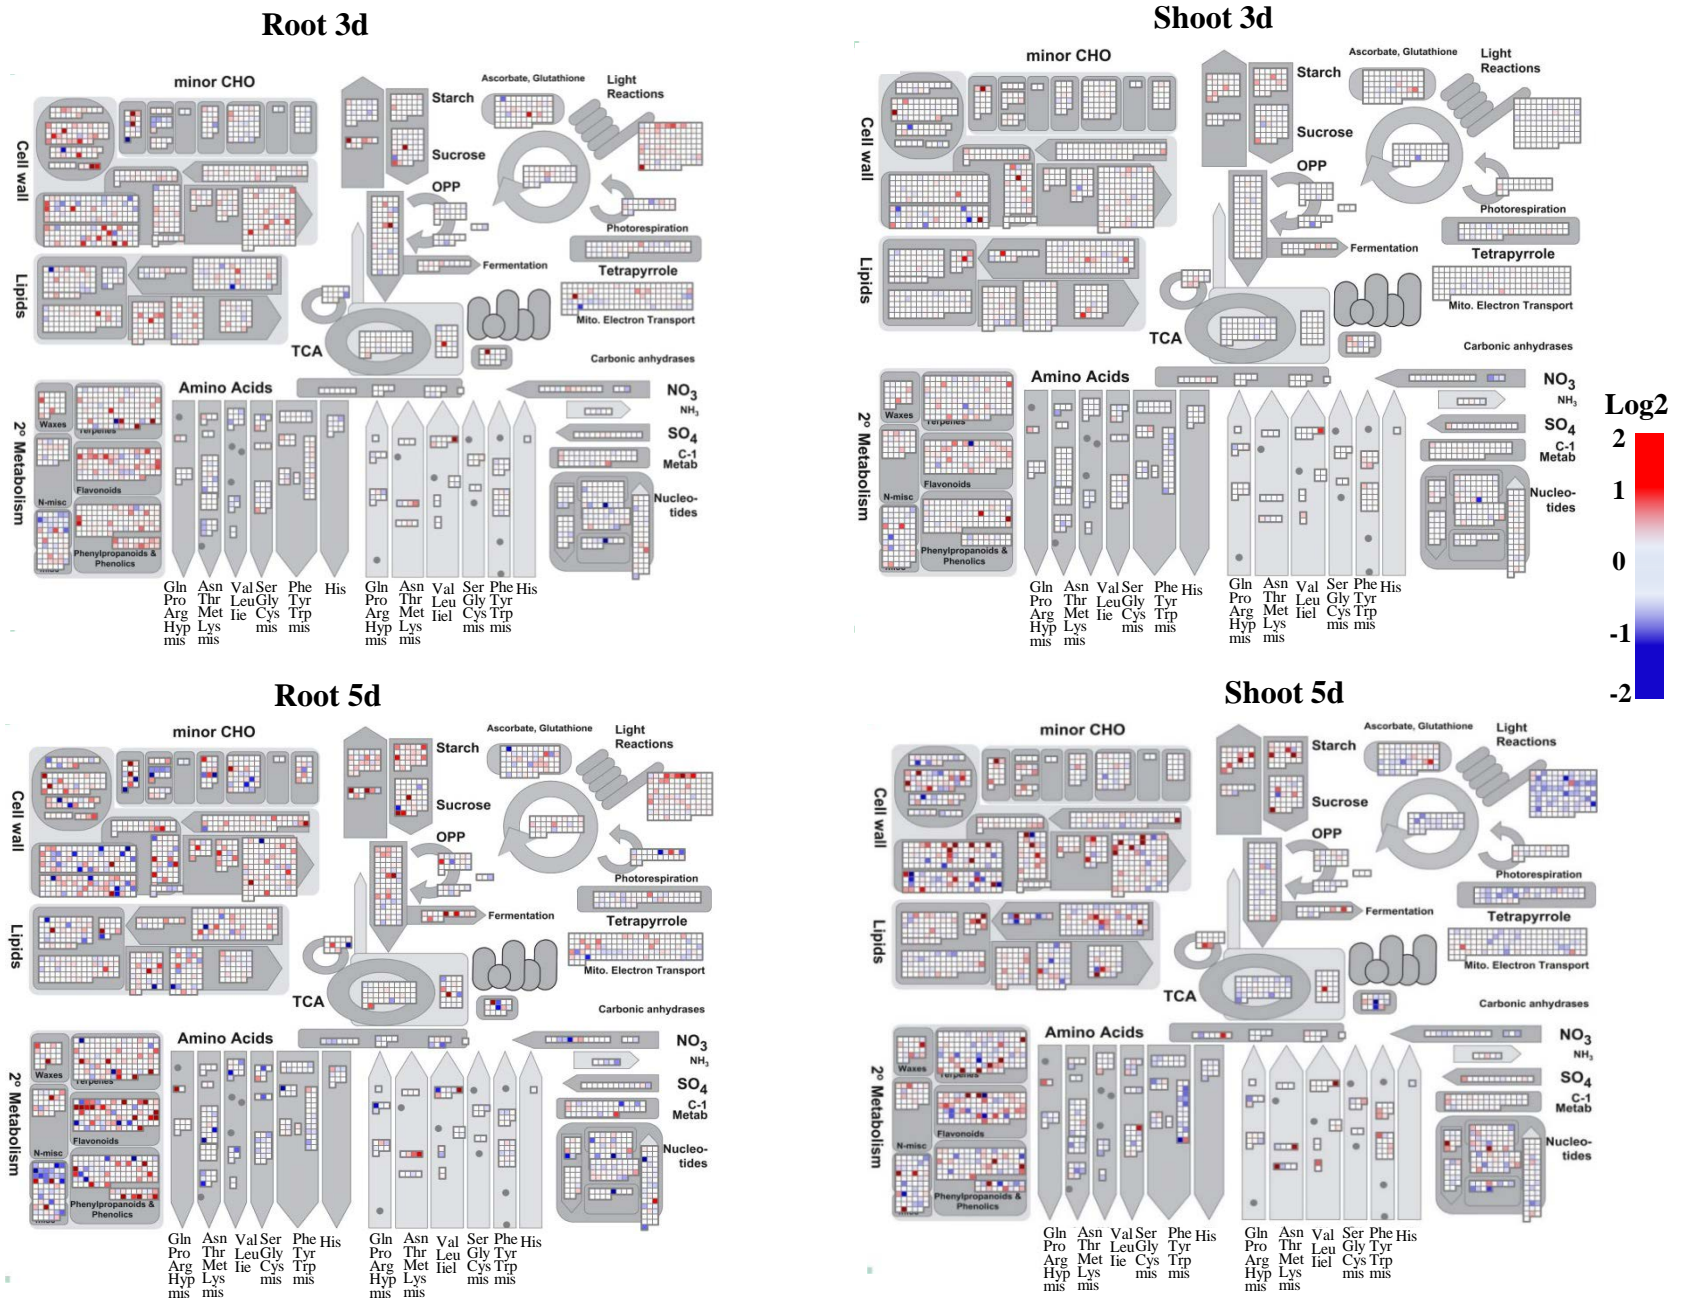

**FigureS6: Differential expression of genes in roots and shoots of *Arabidopsis* at day 3 and day 5 of a progressive drought stress (MapMan 3.6.0RC1).** Genes up-regulated by drought stress are shown as red, while the genes down-regulated are shown as blue.

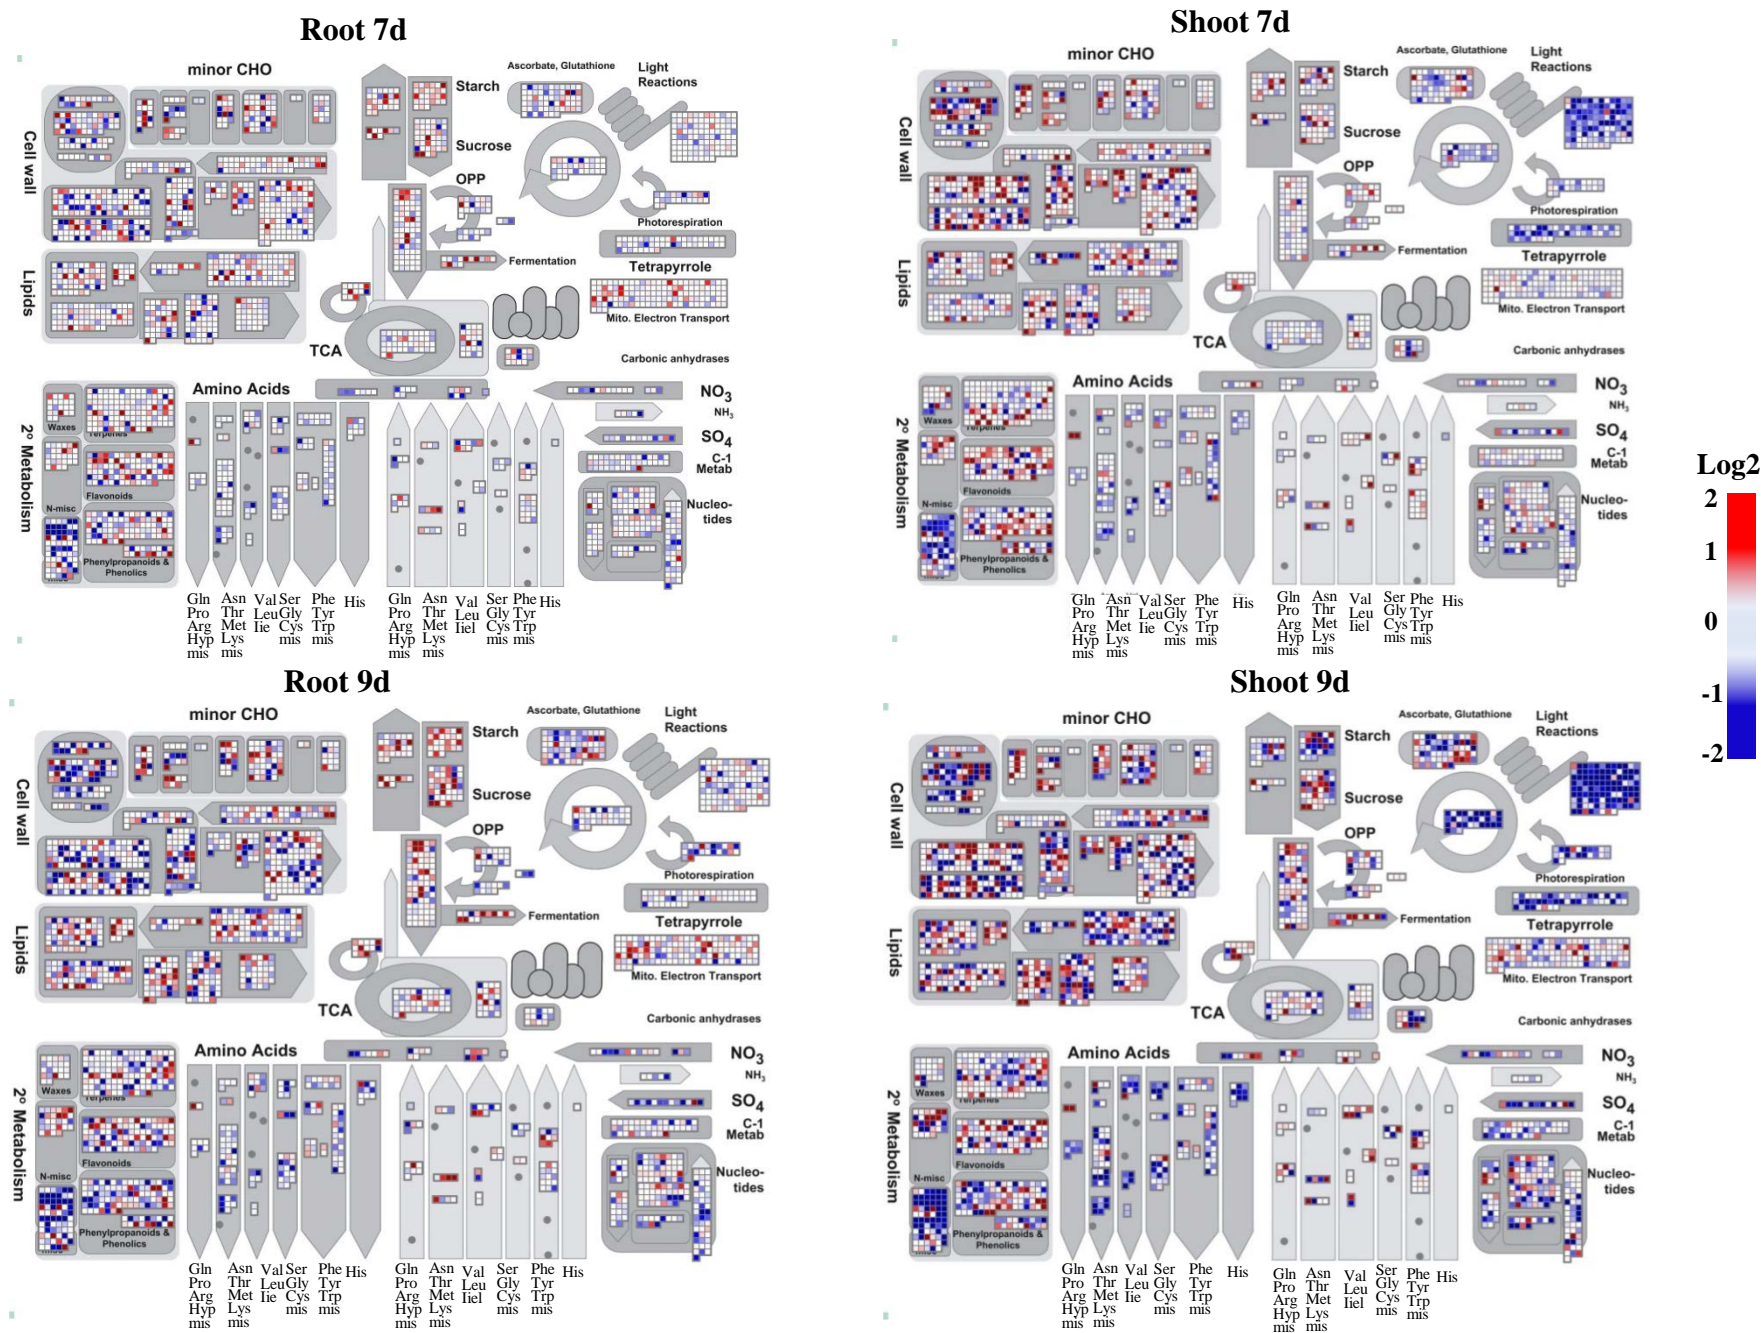

**FigureS7: Differential expression of genes in roots and shoots of *Arabidopsis* at day 7 and day 9 of a progressive drought stress (MapMan 3.6.0RC1).** Genes up-regulated by drought stress are shown as red, while the genes down-regulated are shown as blue.

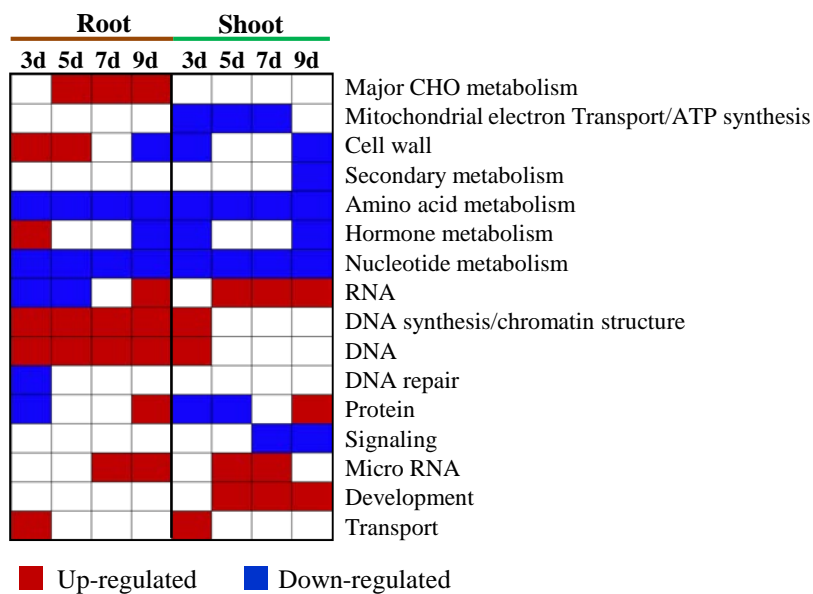

**Figure S8: Summary of PageMan analysis of up- and down-regulated bins in roots and shoots of *Arabidopsis* plants during a progressive drought stress.**

The bins shown in red are significantly up-regulated, while bins shown in blue are significantly down-regulated according to PageMan analysis (Wilcoxon test with BH correction, MapMan 3.6.0RC1).

How the deposited data were processed for this re-analysis (not part of the article)

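Total RNA from roots and shoots of soil-grown Arabidopsis plants, harvested on days 0, 1, 3, 5, 7 and 9 after watering was stopped, had been hybridized to 40 one-colour Agilent arrays of a custom design with 54778 spots. Each of the 12 groups (tissue by day) had 3 arrays, except roots on days 7 and 9 and shoots on days 1 and 3, which had 4. Each array is one biological sample. All comparisons with day 0 use the 3 day 0 arrays of the same tissue, since no plants watered on the later days were analysed here.

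The intensity values (the mean brightness of each spot and the median of its local background) are those of the Agilent Feature Extraction software, as the scanner software gave them and not normalized between arrays, per the file headers. The processed intensities of the same files had been background-subtracted and detrended by that software, per the file headers. The log2 values of the series had been background-corrected and normalized by the authors, with RMA normalization in limma named in the methods. They are given to 1 decimal. On each of the 40 arrays these values lay closest to the scanner values of the same sample, with correlations between 0.9994 and 0.9997 to the values computed here.

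From the spot and background intensities, the background was corrected with normexp (saddle point, offset 16) in limma 3.58.1 under R 4.3.3, and log2 values were quantile-normalized over the 40 arrays. Control spots, and spots marked as outliers by the scanner software, were left out. The 53459 other spots are spots of 52586 probes. Spots of a probe were averaged, and then the probes of a gene, which gave 32788 genes, 104 of them with several probes. The remaining 19694 probes, which carry no gene code or cover parts of single exons, were analysed apart. A gene was taken as measured on an array where the scanner software marked its probe as well above background. No filter on dim genes was applied before testing, since the methods name none. Where one group was below background, only a lower bound of the change is given, and where both were, none.

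Between 33.2% and 54.2% of the probes were well above background on an array, and the median signal lay between 1.35 and 2.39 times the background, lowest in roots on day 7. No spot was saturated. The number of arrays per group limits the precision. Correlations between arrays of a group lay between 0.975 and 0.9964.

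The 12 groups were fitted together with limma (lmFit and eBayes, 28 residual degrees of freedom). Each day was compared with day 0 of the same tissue, and the change in roots was compared with the change in shoots on the same day. The p-values were adjusted by the Benjamini-Hochberg method over all genes in each comparison, and a gene was called at q under 0.1 with a change of at least 2-fold, which are the thresholds of the paper. The same thresholds applied to the difference between the tissues. Lists of genes were tested with camera (inter-gene correlation 0.01) at a q under 0.05, with fry beside it. The 5 lists, written by hand, are brassinosteroid synthesis (10 genes), floral organs (9), anther and pollen (5), photosystems and light harvesting (37) and the small subunit of RuBisCO (4). Counts beside a list that were adjusted over that list alone are marked so. The fits and list tests were tested on simulated data with known changes.

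The genes named are those of the paper's text, figures and Tables 1 to 4, the members of the lists, and, for each tissue on days 1, 3 and 9, the 3 genes with the largest rise and the 3 with the largest fall among the called genes whose arrays all lay on one side of all day 0 arrays. Gene names follow the paper, and otherwise the RefSeq annotation, in which 32323 of the genes were found by their locus tag.

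The alternatives tried were a normexp offset of 50 or 0, quantile normalization within each tissue, the scanner software's processed signal scaled to each array's 75th percentile, the authors' normalized values, the brightest probe of each gene, genes well above background alone, the t-test named in the methods, limma on the arrays compared alone, the replicate number as a block (for the difference between the tissues also as pairs of root and shoot), the slide as a block, a q under 0.05, and leaving out each array in turn. After the data were seen, 3 alternatives were added: the slide as a random block, the day of scanning as a block, and, for RD29A and RD29B, the exon probe that the authors' row of the gene follows. In the authors' normalized values, the rows of 12 of the 13 loci with exon probes lie closer to another probe of the locus than to the gene probe, and these rows were left out of that alternative.

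The 40 arrays lay on 5 slides, scanned on 2 days. All shoot arrays, the root arrays of day 0 and 1 of the 3 root arrays of day 1 were scanned on the first day. All other root arrays were scanned on the second. Every change in roots on days 3 to 9 therefore crosses the days of scanning, and no change in shoots does. With the day of scanning as a block, these root changes are linked to day 0 through the root day 1 arrays alone. Shoots lay on the first 3 slides and roots on the last 3, and all root arrays of days 7 and 9 lay on a slide of their own, so the slide as a fixed block cannot give these days. The gene ontology, MapMan and PageMan analyses and the comparison with tiling arrays were not repeated, and the real time PCR values were not used here.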

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

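The tests of a mislabelled sample and of a whole array, and the alternatives with the slide as a random block and the day of scanning as a block, were chosen only after the results were seen.

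In 15 of 195 groups of 4 arrays, 1 array lay far from the other 3. Chance alone marks about 1 in 20 groups. Groups of 3 arrays were not tested in this way. On replicate 3 of roots on day 7, the median signal was 1.35 times the background, against 1.45 to 1.47 on the other arrays of its group. This measure belongs to the array and not to a gene. Limma found 143 genes at a q under 0.1 between this array and the rest of its group. Without it, 1845 genes were called up and 2162 down in roots on day 7, against 1861 and 2201 with it. The amount of labelled RNA was not tested, and no biological explanation was tested.

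On replicate 4 of roots on day 9, the log2 signal of 5 genes lay apart: 7.4 for MYB52 (others 7.81 to 7.85), 14.05 for H1-3 (14.29 to 14.31), 8.81 for BTS (9.11 to 9.14), 8.87 for BCAT4 (6.51 to 6.57) and 12.24 for ABCG6 (12.64 to 12.72). With the spread pooled over all groups, limma found 24 genes at a q under 0.1 between it and the rest of its group, against 40 to 56 for the other arrays. This does not decide on an effect of the array as a whole, since quantile normalization had already removed a common shift and 1 array stands against 3. Without this array the 5 genes were called in the same direction on day 9, with log2 changes of 1.41 for MYB52, 4.38 for H1-3, 1.6 for BTS, -8.13 for BCAT4 and 2.02 for ABCG6. With it they were 1.3, 4.31, 1.52, -7.55 and 1.91. An effect of the whole array stays open. Faults of single spots and differences between the plants of 1 day stay open too, and neither was tested.

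Among the other root arrays, 5 values lay apart in log2 signal. On day 7 these were 8.68 for MYB61 (others 8.15 to 8.22) and 8.93 for ABCG25 (8.87 to 8.88) on replicate 2. BTS gave 8.37 on replicate 1 (8.73 to 8.77), and AT2G16710 gave 9.27 on replicate 4 (9.77 to 9.86). On day 9, GolS4 gave 12.44 on replicate 3 (12.11 to 12.14). Leaving out the array concerned kept the call and direction of each, with log2 changes of 1.3 for MYB61, 1.08 for ABCG25, 1.23 for BTS, 1.22 for AT2G16710 and 4.33 for GolS4. Replicate 4 of day 7 differed from its group at 2182 genes in limma at a q under 0.1, so AT2G16710 is 1 of many genes apart on that array. Replicates 1 and 2 of that day differed at 70 and 78 genes, and replicate 3 of day 9 at 40. Without replicate 4, 1959 genes were called up and 2218 down in roots on day 7. The sample, the hybridization and the plants of that array were not tested apart, and no biological explanation was tested.

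On shoots on day 3, replicate 1 lay apart in log2 signal for bHLH100 with 8.05 (others 6.85 to 7.04), for bHLH38 with 8.66 (6.79 to 6.83) and for RD29B with 9.82 (6.97 to 7.27). Replicate 4 lay apart for ABCG22 with 10.74 (9.72 to 9.81). In limma, replicate 1 differed from its group at 499 genes with a q under 0.1 and replicate 4 at 2930. A sample of shoots on day 0 or day 5 under a wrong label is argued against for replicate 1: over the 1436 genes called in shoots on day 5, its median place between day 0 (set to 0) and day 5 (set to 1) was 0.54, against 0.36 for each of the other 3 arrays and 0.95 to 1.08 for the arrays of day 5. Replicate 1 is alone on its slide within the group, so the slide and the plants of this sample cannot be told apart for it. A candidate explanation is that the plants of replicate 1 had dried further than the others, which was not tested. Without replicate 1, bHLH38 was not called on day 3 (1.18, limma q = 0.117, against 1.64 with it). RD29B fell from 1.68 to 1.01 and stayed called, and bHLH100 went from 1.7 to 1.42 and stayed called. The difference between roots and shoots for RD29B on day 3 was called without replicate 1 (1.72) and not with it (1.04). ABCG22 was not called in shoots on day 3 with replicate 4 (0.31) or without it (0.07).

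The change in roots differed from the change in shoots in limma for 15 genes on day 1, 947 on day 3, 3227 on day 5, 5256 on day 7 and 7362 on day 9. These are tests of the difference itself. Among the same genes, the change was higher in roots for 586, 1373, 2292 and 3720 genes on days 3 to 9, and the 15 genes of day 1 had the higher change in shoots. At an unadjusted p under 0.05, the differences numbered 1645 on day 1. Of 100 drawn splits of the arrays within each tissue, 4 on day 3, 1 on day 5 and 4 on day 7 gave as many genes, the real one included, so chance is excluded for these days. It is not excluded on day 1, with 13 splits. On day 9 the number was 8, which decides nothing, since a split that reverses the arrays of 1 tissue turns a response shared by both tissues into a difference. Leaving out 1 array moved the count of day 1 to 3 (without root day 1 replicate 2) and 62 (without root day 0 replicate 1), and those of the other days by less than 1.5 times. With the slide as a block, the differences numbered 94 on day 1, 201 on day 3 and 2061 on day 5, and days 7 and 9 cannot be given, so an effect of the slides stays open there. The biological difference between the organs is named by the design and stays open, as untested.

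Of the differences between the tissues at genes reported in the text, 74 were past both thresholds in limma. Of these, 74 kept direction and call with the brightest probe or the replicate number as a block, 73 at a q under 0.05, 72 with an offset of 0, 68 with an offset of 50, 71 with quantile normalization within each tissue and 65 with the 75th percentile. The day of scanning as a block kept 55, and the slide as a block 16 of the 32 it can give. All fits that leave out 1 array kept 66. The processing therefore bears on some of them, and slides and scan days are not excluded for those lost. The organ stays among the open explanations, as untested, for each gene below.

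On day 3, the log2 change in roots minus that in shoots was 1.23 for ZRZ, 1.7 for AGP19, 1.63 for MYB122, 1.32 for UGT73C5, 2.37 for NCED3 and 1.75 for ABCG22. A higher change in shoots gave -1.64 for H1-3. Without a signal well above background in both tissues, no size is given, and the change was higher in roots for AT1G52820 (limma q = 0.000445), GolS4 (limma q = 9.95e-06), PP2C3 (limma q = 9.89e-06), LOG2 (limma q = 0.0238), ABCG16 (limma q = 0.00413), NCED2 (limma q = 0.00248) and LOG5 (limma q = 0.0266). Leaving out 1 array lost the call of ZRZ (1.08 without root day 0 replicate 3 and 1.04 without shoot day 0 replicate 3), of LOG2 (limma q = 0.103 without root day 0 replicate 1) and of UGT73C5 in 9 fits, the lowest 0.91 without root day 3 replicate 2. NCED3 rose to 2.97 without root day 0 replicate 1. Scaling to the 75th percentile lost ZRZ, GolS4, LOG2, UGT73C5, ABCG16 and LOG5, an offset of 0 lost LOG2 and UGT73C5, and an offset of 50 or quantile normalization within each tissue lost UGT73C5.

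For day 5, the same difference came to 2.14 for PP2C2, 2.2 for HTR6, 1.92 for MYB20, 2.54 for AGP19 and 1.09 for AIT1. It was also 2.69 for HTR14, 2.61 for NCED3, 1.84 for ICE1, 2.02 for OPT3 and 2.06 for PP2C1. A higher change in shoots gave -2.2 for TAR4, -1.68 for bHLH100, -2.65 for bHLH39, -1.31 for ABF3 and -1.97 for bHLH101. Without a signal well above background in both tissues, no size is given, and the change was higher in roots for ALMT2 (limma q = 1.35e-07) and NCED9 (limma q = 0.000428). Likewise without a size, it was higher in shoots for FRO4 (limma q = 1.31e-08). The call was lost for PP2C2 (1.88 without root day 0 replicate 2 and 1.67 without root day 0 replicate 3), for AIT1 (0.98 without root day 5 replicate 2 and 0.99 without shoot day 5 replicate 1) and for bHLH100 (-1.51 and -1.4 without root day 5 replicates 1 and 2, and -1.36 without shoot day 5 replicate 1). Without root day 0 replicate 1, PP2C2 rose to 2.88 and NCED3 to 3.22. The 75th percentile lost AIT1 and bHLH100, and an offset of 50 lost NCED9.

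The differences of day 7 were 1.22 for AIT1, 1.55 for TAA1, 1.37 for DREB2B, 1.38 for NIT2, 2.44 for OPT3, 1.12 for UGT76C1 and 2.25 for FRO8. A higher change in shoots gave -1.36 for ACS2, -1.44 for TAR4, -1.3 for AAO3, -1.95 for GolS1, -2.54 for P5CS2, -1.95 for ABF3, -1.69 for CESA7 and -1.57 for CESA4. Without a signal well above background in both tissues, no size is given, and the change was higher in roots for MEE8 (limma q = 2.04e-05) and NAC95 (limma q = 6.25e-05). No fit without 1 array lost a call of these genes. An offset of 50 lost UGT76C1 and NAC95, and quantile normalization within each tissue lost UGT76C1.

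By day 9, the change in roots exceeded that in shoots by 1.36 for NCED5, 1.93 for GolS2, 2.88 for ZRZ, 3.27 for AGP19, 2.11 for AIT1, 2.4 for TAA1 and 1.09 for ELF8. It was also 1.3 for DML1, 2.44 for ICE1, 2.47 for OPT3, 4.67 for ABCG22, 1.1 for DRM2, 1.16 for CESA4 and 2.46 for FRO8. A higher change in shoots gave -2.34 for ACS2, -4.69 for FRO2, -1.08 for GA2ox6, -1.46 for H1-3, -2.42 for AAO3, -1.87 for FIT1, -1.49 for GolS1, -3.73 for P5CS2 and -1.62 for ABF3. Without a signal well above background in both tissues, no size is given, and the change was higher in roots for MEE8 (limma q = 3.42e-05) and NAC95 (limma q = 0.000297). The call was lost for GA2ox6 in 4 fits (between -0.97 and -0.99) and for CESA4 (0.96 without shoot day 9 replicate 1 and 0.93 without shoot day 9 replicate 3). GolS2 rose to 2.55 without root day 0 replicate 1. The 75th percentile lost H1-3, an offset of 50 lost NCED5 and NAC95, and quantile normalization within each tissue lost DRM2.

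Signal also changed at the 19694 probes that carry no gene code or cover parts of exons and introns, which the paper does not discuss. In limma, 5, 172, 439, 1074 and 1396 of them were called in roots on days 1, 3, 5, 7 and 9, and 1, 86, 235, 779 and 1738 in shoots. At an unadjusted p under 0.05, these were 831 in roots and 971 in shoots on day 1. Splits of the arrays exclude chance in roots on days 7 and 9 and in shoots on day 3, where 1 of 35 splits, the real one, gave as many calls. On day 1, all 10 splits in roots and 5 of 35 in shoots gave as many, so chance is not excluded in shoots. Where 3 arrays stand against 3, the 10 splits cannot exclude chance, and in roots on days 3 and 5 and in shoots on days 5 to 9 the real split alone gave as many. On day 9, 147 of the 243 exon and intron probes were called in roots and 148 in shoots, which follow genes also covered by a gene probe. Of 245 probes on the opposite strand, 73 and 83 were called, and of the 19206 without a gene code 1176 and 1507. Hybridization of transcripts of other genes to these probes was not tested, and a response of unannotated transcripts to drought stays open, as untested.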

How the results depend on the processing

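The slide as a random block, the day of scanning as a block and the exon probe for RD29A and RD29B were chosen only after the results were seen; the other alternatives were set before the data were examined.

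The 32 counts of called genes kept within 1.5 times of their value with the authors' normalized values, the brightest probe of a gene, genes well above background alone, and the replicate number as a block. An offset of 50 kept 30 of them, quantile normalization within each tissue 31, a q under 0.05 31, the slide as a random block 31, limma on the arrays of 2 groups alone 27, the day of scanning 27, an offset of 0 24 and the 75th percentile 11. The methods' t-test kept 17 of 27 and the slide as a block 11 of 21. Over the alternatives that kept them, the counts in roots on day 9 lay between 2370 and 3592 up and between 2950 and 4681 down. In shoots on day 9 they lay between 3292 and 5023 up and between 3955 and 6176 down. For day 7 the ranges were 1529 and 2491 up and 1669 and 2925 down in roots, and 1906 and 3379 up and 1884 and 3222 down in shoots. Day 5 gave 738 and 1291 up and 813 and 1398 down in roots, and 647 and 1063 up and 343 and 593 down in shoots. On day 3 they were 477 and 849 up and 243 and 372 down in roots, and 132 and 227 up and 124 and 209 down in shoots.

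Signal over background limits what can be measured. The median signal was between 1.35 and 2.39 times the background, and where both groups compared were below background no change is given. An offset of 50 pulls the changes of dim genes toward 0, and an offset of 0 lets them grow. With an offset of 50, 52 of 530 single-gene changes lost their call and 2 gained one. With an offset of 0, 4 lost it and 8 gained it.

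An offset of 50 moved the genes called up on day 1 from 13 to 8 in roots and from 24 to 12 in shoots. With an offset of 0, the genes called down numbered 21 in roots on day 1, 542 in roots on day 3 and 7 in shoots on day 1. The same offset gave 606 up and 330 down in shoots on day 3, 1558 up and 914 down on day 5, and 2 differences between the tissues on day 1. The share called up then shifted by over 10 points in roots on day 1 and in shoots on days 1 and 3. Quantile normalization within each tissue gave 8 genes up in roots on day 1. In each case the cause was not tested.

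Scaling the processed signal to the 75th percentile moved the median of all genes by 0.119, 0.222, 0.288, 0.452 and 0.326 in log2 in roots on days 1, 3, 5, 7 and 9, and by 0.129, -0.11 and -0.169 in shoots on days 3, 5 and 7. In roots it gave 8 up and 4 down on day 1, 1153 up and 529 down on day 3, and 2335, 12340 and 4968 up on days 5, 7 and 9. In shoots it gave 0 down on day 1, 627 up and 296 down on day 3, 1815 up and 1489 down on day 5, 3895 up and 4314 down on day 7 and 6376 up on day 9. Over days 3 to 9 the genes called up numbered 14705 in roots, 7286 in shoots, 4509 in both and 10196 in roots only. The differences between the tissues numbered 3 on day 1 and 13186 on day 7. For roots on day 7, dim spots are a candidate cause, since 90.3% of the genes called only under this scaling were not well above background on any of the 7 arrays, against 32.9% of all genes. For the other counts the cause was not tested.

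The methods' t-test called 0 and 0 genes up and down in roots on day 1, 279 and 163 on day 3 and 636 and 545 on day 5, and 0 and 0 in shoots on day 1 and 70 and 36 on day 3. It uses the arrays of 2 groups alone, with the spread of each gene estimated from them. In simulated data with 200 changed genes, this t-test recovered 93 in roots on day 3 and 158 in shoots on day 3. Limma on all arrays recovered 193 and 197. Each simulated gene had the same spread in every group, which the real groups need not have. How far the lower recovery of the t-test accounts for its fewer calls is therefore not decided. Limma on the arrays of 2 groups alone called 0 and 0 in roots and 2 and 0 in shoots on day 1, and 2 differences between the tissues. For limma on 2 groups the cause was not tested. With all arrays limma called 13 and 41 in roots and 24 and 1 in shoots on day 1. At an unadjusted p under 0.05, 2248 genes differed there in roots. A q under 0.05 gave 7 differences between the tissues on day 1 by its stricter threshold.

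The slide as a fixed block cannot give roots on days 7 and 9, the counts over days 3 to 9 in roots, or the differences between the tissues on days 7 and 9, since those root arrays share no slide with the day 0 arrays of roots. Where it can, it gave 200 genes down in roots on day 1, 116 up and 199 down in roots on day 3, 459 up and 278 down in shoots on day 3 and 1420 up and 1028 down in shoots on day 5. The differences between the tissues then numbered 94 on day 1, 201 on day 3 and 2061 on day 5. In roots the genes called both ways numbered 38 of 54 on day 1, 197 of 983 on day 3 and 1329 of 2020 on day 5. On day 3 the median SE rose from 0.168 to 0.3 under this block. In shoots, days 3 and 5 are then linked to day 0 through replicate 1 of day 3 alone. For these counts the cause was not tested. The day of scanning as a block gave 205 genes down in roots on day 1, 96 up and 195 down in roots on day 3, and 89 and 204 differences on days 1 and 3, and the cause was not tested. The slide as a random block, with a correlation of 0.0398 within slides, gave 9 differences on day 1, and the cause was not tested.

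Taking the replicate number as a block kept the 32 counts, with 636 genes up in roots on day 3 and 206 in shoots, against 633 and 190 without it. Taking roots and shoots of 1 day and number as pairs gave 8 differences between the tissues on day 1, and the cause was not tested. The median correlation of residuals was -0.012 for roots and shoots of the same number and day. In roots, day 0 and later days of the same number had a median of 0.1, against -0.045 for other numbers, and in shoots the medians were 0.005 and 0.016.

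Of 17 list results, each kept its side of a camera q of 0.05 with an offset of 50, the authors' values, the brightest probe, the replicate number as a block and any 1 array left out. So did the 12 the slide as a block can give. All kept their direction too, except 2 lists near 0 that did not pass the threshold. The photosystem list in shoots on day 3, at -0.02, was at 0.08 with the slide as a block, 0.01 with the authors' values and 0.02 with the replicate number as a block, and also changed sign without shoot day 0 replicate 1 or shoot day 3 replicate 4. The anther and pollen list in roots on day 9, at -0.08, was at 0.25 with the 75th percentile, and also changed sign without root day 0 replicate 3. The RuBisCO list in roots on day 1, at a median log2 change of 0.35, passed the threshold with an offset of 0 (0.49, limma camera q = 0.0234), quantile normalization within each tissue (0.34, q = 0.0341), the 75th percentile (0.68, q = 0.0314), genes well above background alone (0.64, q = 0.0482) and 2 groups alone (0.35, q = 0.00235). Over all alternatives its q lay between 0.00235 and 0.126, and the cause was not tested. The anther and pollen list in shoots on day 9 passed with 2 groups alone (1.16, limma camera q = 0.0477; over the alternatives between 0.0477 and 0.449). The photosystem list in roots on day 9 passed with 2 groups alone (-0.3, q = 0.0477) and with the day of scanning as a block (-0.42, q = 0.0354; over the alternatives between 0.0354 and 0.18). For both the cause was not tested.

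Of 530 single-gene results, those that kept direction and call numbered 530 with the brightest probe, 523 with the replicate number as a block, 526 at a q under 0.05, 525 with the slide as a random block, 515 with 2 groups alone, 507 with quantile normalization within each tissue and 494 with the 75th percentile. Under the 75th percentile 22 lost their call and 14 gained one. The authors' values kept 500 of 505, genes well above background 515 of 518, the methods' t-test 360 of 419 and the slide as a block 236 of 302. The day of scanning kept 447 of 530 and lost the call of 74. Of the single-gene fits without 1 array, 3973 kept direction and call, 118 lost the call and 32 gained one. With the exon probe, 5 of 8 changes of RD29A and RD29B moved by more than their spread, for example to 2.19 for RD29A in shoots on day 3 against 0.24. Reversed were the difference between the tissues for PP2C2 on day 5 (-0.73 with the slide as a block) and for UGT73C5 on day 3 (-0.14 with the slide and -0.18 with the day of scanning as a block). UGT73C5 in roots on day 9 reversed to -0.2 with the day of scanning as a block, and IRT2 in roots on day 5 to -0.05 with either block. None of these was called then, and the cause was not tested.

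Leaving out each array in turn kept 334 of 357 counts within 1.5 times, and the 23 others are those of day 1. In roots on day 1 the genes called up lay between 6 (without root day 1 replicate 2) and 48 (without root day 1 replicate 1) and those called down between 26 (without root day 1 replicate 1) and 139 (without root day 0 replicate 1). In shoots on day 1 they lay between 12 (without shoot day 0 replicate 2) and 43 (without shoot day 1 replicate 1) up and between 0 (without shoot day 0 replicate 2) and 4 (without shoot day 1 replicate 1) down. The differences between the tissues on day 1 lay between 3 (without root day 1 replicate 2) and 62 (without root day 0 replicate 1). For these ranges the cause was not tested.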

Differences from the paper's values

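The exon probe for RD29A and RD29B, the slide as a random block and the day of scanning as a block were chosen only after the results were seen; the other alternatives were set before the data were examined.

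Of 27 counts of genes that the paper states, 6 differ, all on days 1 and 3. Of 1408 fold changes compared with Tables 1 to 4, 9 differ.

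For roots on day 1 the paper's counts are 0 up and 0 down, against 13 and 41 here. Both counts were 0 with the methods' t-test and with limma on the 2 groups alone, where 2248 genes had an unadjusted p under 0.05 in the fit of all arrays. All other alternatives, with each array left out in turn, still differ. For shoots on day 1 the paper's counts are 0 up and 0 down, against 24 and 1 here. The count up was 0 with the methods' t-test, and every other alternative still differs, with 2 under limma on the 2 groups alone. The count down was 0 with the methods' t-test, with the 2 groups alone, with the 75th percentile and without shoot day 0 replicate 2, and the others still differ.

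For shoots on day 3 the paper's count up is 122, against 190 here. The difference closes with an offset of 50 (132), with genes well above background alone (183), with the 2 groups alone (171), without shoot day 0 replicate 1 (183) and without shoot day 3 replicate 1 (170). It stays with all other alternatives. The paper's count down is 91, against 175 here, and the difference closes with an offset of 50 (124) and stays with all others.

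RD29A in shoots has the paper's fold changes of 4.6 on day 3, 4.7 on day 5 and 17.8 on day 7, against 1.18, 1.44 and 5.16 here. No alternative set beforehand closes the difference of day 3. The slide as a block closes it on day 5 (3.22) and on day 7 (13.4), the 75th percentile on day 7 (14.5), and no other alternative does. RD29B in shoots has the paper's fold changes of 76.6 on day 7 and 116.6 on day 9, against 430 and 639 here, and no alternative set beforehand closes these. The exon probe that the authors' values of the gene follow, chosen after seeing the values, gave 4.58, 4.8 and 16.7 for RD29A in shoots on days 3, 5 and 7, and 76 for RD29B in shoots on day 7. For RD29B on day 9 it gave a log2 change of 6.75, and it closes all 5 differences.

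For AT1G26390 in shoots on day 9 the paper's fold change is 0.1, which is printed to 1 decimal, against 0.15 here. It closes with an offset of 0 (0.0982), quantile normalization within the tissue (0.126), the authors' normalized values (0.14), the slide as a block (0.123), without shoot day 9 replicate 3 (0.135) and without shoot day 0 replicate 1 (0.122), and stays with all others. For NCED3 in shoots on day 5 the paper's fold change is 11.04, which equals its value for roots on that day, against 1.76 here. No alternative closes it, and the slide as a block gave 4.67. For AT1G51060 in shoots the paper's fold changes are 0.82 on day 5 and 0.51 on day 7, against 0.5 and 0.305 here. On day 5 it closes with the slide as a block (0.559) and without shoot day 0 replicate 2 (0.557) and stays with all others, and on day 7 no alternative closes it.

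Some of the paper's table values stand beside values here that are bounds or not measured. RD29A in roots, where the gene probe was below background on day 0, rose at least 4.83-fold on day 5 and at least 30.7-fold on day 9, against the paper's 26.5 and 75.1. The exon probe, chosen after seeing the values, gave 6.71, 26 and 93.8 for RD29A in roots on days 3, 5 and 9.

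Of 178 statements compared by day, 162 hold on exactly those days here. The 178 do not all name days. They include genes that the paper gives as unchanged, or as specific to the other tissue, which count as holding where nothing was called. For some of these the probe was not well above background, so an absent call decides nothing there. The share that holds therefore does not rest on named days alone. The statements that do not hold follow, with log2 changes. The paper gives more genes up in shoots than in roots on days 5 to 9; on day 5 the counts here are 968 in roots and 930 in shoots.

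PP2C1 and PP2C2 are given as up in shoots from day 5, and both were called there on day 3 (1.59 for PP2C1 and 1.53 for PP2C2). PP2C1 is not called with the methods' t-test. PP2C2 is not called with the 75th percentile; the methods' t-test; limma on 2 groups alone; a q under 0.05; leaving out shoot day 0 replicate 1, shoot day 0 replicate 2, shoot day 0 replicate 3, shoot day 3 replicate 1 and shoot day 3 replicate 3.

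GolS2 and NCED3 are given as up in roots from day 5, and were called there on day 3 (1.99 for GolS2 and 2.63 for NCED3). GolS2 is not called with the methods' t-test and the day of scanning as a block (chosen after seeing the values). NCED3 is not called with the methods' t-test.

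ACS2 is given as up in roots on each day from day 3, and was not called there on day 5 (0.47) under any setting. MYB20 is given as up in roots from day 7, and was called on day 5 (1.12). For both genes only the paper's text differs. Its tables give MYB20 on day 5 in bold and ACS2 on day 5 not in bold. MYB20 is not called with an offset of 50. The paper gives bHLH100 as specific to shoots, and it was called in roots on day 5 (1.28). bHLH100 is not called with an offset of 50, the methods' t-test, the slide as a block, the day of scanning as a block (chosen after seeing the values) and leaving out root day 5 replicate 3.

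NAC29 and bHLH090 are given as up in shoots on day 5, and were not called then (0.97 for NAC29 and 0.98 for bHLH090). NAC29 is called with an offset of 0; quantile normalization within each tissue; the 75th percentile; the authors' values; the slide as a block; the slide as a random block (chosen after seeing the values); leaving out shoot day 0 replicate 1, shoot day 0 replicate 3 and shoot day 5 replicate 3. bHLH090 is called with an offset of 0; quantile normalization within each tissue; the 75th percentile; the authors' values; leaving out shoot day 0 replicate 1, shoot day 0 replicate 2 and shoot day 5 replicate 2. The t-test on the authors' values calls bHLH090 on day 5 as well.

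IRT2 is given as up in roots on day 3 and down on days 7 and 9. It was called up on days 3 and 5 (1.89 and 1.17 for IRT2) and down on day 9 alone (-1.04); on day 7 it was at 0.73 and no setting calls it. IRT2 on day 5 is not called with the methods' t-test, the slide as a block, the day of scanning as a block (chosen after seeing the values) and leaving out root day 0 replicate 1. For shoots the paper gives IRT2 as down on day 9, where no array was above background for it.

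VIT1 is given as up in roots on day 7. It was called on day 5 (1.08) and not on day 7 (0.59). VIT1 on day 5 is not called with an offset of 50, quantile normalization within each tissue and leaving out root day 0 replicate 2. VIT1 on day 7 is called with the 75th percentile.

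For bHLH38, days 5 and 7 are given, and it was also called on day 3 in roots (1.71) and in shoots (1.64). bHLH38 in roots is not called with the 75th percentile; the methods' t-test; the slide as a block; the day of scanning as a block (chosen after seeing the values); leaving out root day 3 replicate 1 and root day 3 replicate 3. bHLH38 in shoots is not called with the methods' t-test; leaving out shoot day 0 replicate 1 and shoot day 3 replicate 1. The paper gives bHLH39 as up in shoots only, and it was called up in roots on day 3 (1.13). bHLH39 is not called with an offset of 0; quantile normalization within each tissue; the 75th percentile; the methods' t-test; the slide as a block; a q under 0.05; the slide as a random block (chosen after seeing the values); the day of scanning as a block (chosen after seeing the values); leaving out root day 0 replicate 1, root day 0 replicate 2, root day 0 replicate 3, root day 3 replicate 1 and root day 3 replicate 3.

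STP8 and ALMT3 are listed as up in roots without named days, and were not called there (on day 3, 0.99 for ALMT3, and for STP8, below background on day 0, a rise of at least 1.67-fold at limma q = 0.209). STP8 is called with the 75th percentile. The t-test on the authors' values calls STP8 on day 3 too. ALMT3 is called with an offset of 0; the authors' values; leaving out root day 0 replicate 2 and root day 3 replicate 1. Of 55 statements of a change without named days, these are the 2 without a call.

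Some genes given as up in 1 tissue specifically were not called in the other tissue but also showed no called difference between the tissues in limma. Of the MFS transporters, 12 of 14 had a called difference, and of the microRNA genes 7 of 10. Among the other genes without one are ABF4 (-0.44 on day 7 and -0.2 on day 9), WRKY2 (0.27 on day 7 and 0.81 on day 9), MYBH (0.65 on day 9), MYB14 (0.9 on day 9) and CKX5 (0.84 on day 5 and 0.92 on day 7). The difference of WRKY2 on day 9 is called with the 75th percentile and with the day of scanning as a block. That of MYB14 on day 9 is called with the replicate number as a block and with the day of scanning as a block, and that of CKX5 on day 5 with the 75th percentile. ABF4 was called in roots on day 9 with the 75th percentile. The day of scanning was chosen after seeing the values.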

Other observations

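The tests of shoot RNA in the root samples, of roots on days 7 and 9 on their shared slide, of the RD29A probes and of the probe behind the authors' values were chosen only after the results were seen.

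Whether chance can be excluded for the counts of called genes was asked from other splits of the same arrays, with limma on 2 groups at a time. It is excluded for roots on days 7 and 9 and for shoots on day 3, where 1 of 35 splits, the real one, gave as many calls. For shoots on day 1 it is not excluded, since 4 of 35 splits gave as many. Where 3 arrays stand against 3, the 10 splits cannot exclude chance. There the real split alone gave as many calls in roots on days 3 and 5 and in shoots on days 5, 7 and 9. It gave 920 and 1890 calls in roots and 1410, 4793 and 8669 in shoots, and the highest other split gave 0. Simulated unchanged groups gave a mean of 0.6 calls. These values argue against chance for the counts of these days. In roots on day 1, all 10 splits gave as many, since the real one gave 0 calls with limma on 2 groups, beside 13 up and 41 down with limma on all arrays and 2248 genes at an unadjusted p under 0.05. For the genes called on days 3 to 9 in roots, in shoots and in both, 1 of 100 relabellings of the days, the real one, gave as many, so chance is excluded for these.

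The 5 lists were tested in both tissues on each day with camera, and chance was asked from the splits. The floral organ list had a median log2 change of 0.91 in shoots on day 3 (camera q = 1.59e-12) and 1.22 on day 9 (q = 0.00056), with 6 of 9 genes called up on day 9. Chance is excluded for the floral list on day 3, with 1 of 35 splits. It cannot be excluded on day 9 by 10 splits, of which 2 gave as small a p. The anther and pollen list was at 0.67 in shoots on day 1 (q = 2.07e-06, 1 of 5 genes called up), where 2 of 35 splits gave as small a p, so chance is not excluded. On day 9 it was at 1.16 (q = 0.214), with 2 of 10 splits. In roots on day 9 these lists were at 0.13 and -0.08, and chance is not excluded (30 and 29 of 35 splits). The anther list in roots on day 9 changes sign with the scaling, between -0.14 and 0.25 over the alternatives that keep every array. Plant age and drought cannot be told apart for the rise in shoots, since 0 arrays of watered plants on days 1 to 9 are among those analysed here. Drought is named by the design and stays open.

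The brassinosteroid list was at -0.33 in roots (camera q = 0.12, 3 of 10 genes down) and -0.85 in shoots (q = 0.00915, 5 of 10 down) on day 9. Chance is not excluded in roots (9 of 35 splits), and in shoots 10 splits cannot exclude it (2 gave as small a p). The photosystem list fell in shoots, with a median of -0.29 on day 5, -1.33 on day 7 and -2.37 on day 9 (camera q = 4.85e-16, 34 of 37 genes down), and on each of these days 10 splits cannot exclude chance (2, 1 and 1 gave as small a p). On day 3 it was at -0.02 and chance is not excluded (32 of 35 splits). In roots on day 9 it was at -0.3 (q = 0.117), and chance is not excluded there (16 of 35 splits). The RuBisCO list of 4 genes was at -3.16 in shoots on day 9 (q = 0.00798, 3 down), where 10 splits cannot exclude chance (1 gave as small a p). In roots on day 9 it was at -1.46 (q = 0.168, 2 down), and chance is not excluded (5 of 35 splits).

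In roots, the photosystem list was higher than on day 0 on days 1, 3 and 5, with medians of 0.52, 0.4 and 0.5 and 2, 4 and 7 of 37 genes called up. On day 1 its camera q was 3.36e-21 and its fry q 0.0212, and the RuBisCO list was at 0.35 (camera q = 0.0564, 0 of 4 genes called by limma). For both lists on day 1, 1 of 10 splits gave as small a p, so chance cannot be excluded. A candidate explanation is shoot RNA in the root samples of those days. Of 100 other genes, chosen as furthest higher in shoots at day 0 and well above background in roots, 92 were higher in roots on day 1, with a median of 0.35, and the medians were 0.21 on day 3, 0.26 on day 5, -0.07 on day 7 and -0.23 on day 9. By this choice, those 100 genes are all measured in the root samples of day 0, at a median log2 signal of 6.98, which lies 6.36 below that of shoots. The choice used the same root day 0 arrays that the changes are taken against, which by itself can favour a rise. Light reaching the roots and a response of the roots themselves stay open, as untested.

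For the genes called in roots on day 1, slide and day cannot be told apart, since only 1 of the 3 arrays of day 1 shares the slide of day 0. The slide as a block, where day 1 rests on that array, called 38 of the 54 genes in the same direction, which is 70.4%, and called 217 genes in all. On days 3 and 5 in roots, slide and day cannot be told apart for the genes lost under that block, since those arrays are compared with day 0 through the 3 root arrays of day 1 only. Limma found a median of 149 genes at a q under 0.1 between an array alone on its slide and its group, in 3 such arrays that ranged from 2 to 499. In 30 arrays of groups on 1 slide the median was 55.5, with a range of 3 to 2182. Harvest day stays among the open explanations.

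All root arrays of days 7 and 9 lay on 1 slide, apart from day 0. Between these days, limma called 1548 genes in roots, 563 higher and 985 lower on day 9, with 1 of 35 splits, the real one, giving as many. Chance is excluded for this count, and a shift of the slide as a whole cannot make these differences. Of the 6542 genes called in roots on day 9 against day 0, 1272 had also moved further in the same direction since day 7, and for these the slide as the whole cause is argued against. For the others on day 9, and for day 7, an effect of the slide stays open. Harvest day is named by the design and stays open.

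RD29A in roots on day 3 gives no fold here, since its gene probe was below background on both days. Its 14 exon probes well above background gave folds between 1.39 and 9.06, with a median of 4.41, so a probe too dim for this transcript is a candidate explanation of the missing value. A response of RD29A to drought is named by the design and stays open. Of 13 loci with exon probes, the authors' normalized values of 12 lay closer to another probe of the locus than to its gene probe. A candidate explanation is that these values belong to that other probe. This concerns the labelling of probes, and no biological explanation was tested.

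Several genes were called in shoots on days that the paper's text does not name for shoots. AGP19 (1.54), CESA4 (3.72), CESA7 (3.72) and CESA8 (2.58) were called up in shoots on day 7 in limma. ACX1 (1.83), ACX2 (1.51), ST2a (2.09) and GA2ox6 (2.3) were called up there on day 9. The paper's Table 2 gives these and CYP707A1 on day 5 in bold for shoots. BTS was called up on day 5 (1.31), FRO2 on day 7 (1.32) and CYP707A1 on day 5 (1.06), and FRO8 was called down on day 9 (-1.22). CYP707A1 lost the call with an offset of 50, with the slide as a block, without shoot day 0 replicate 1 (0.93) and without shoot day 5 replicate 1 (0.91), and the others named here kept it under each alternative. DREB2A was called down in shoots on day 3 (-1.14, limma q = 0.0728), and lost that call with the 75th percentile, the methods' t-test, the slide as a block, a q under 0.05 and in 5 fits without 1 array (between -1.17 and -0.94).

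The changes of 2 days in 1 tissue share their day 0 arrays, which alone gave correlations of 0.498 to 0.573 over all genes in simulated data without any change. The correlations of the changes lay on both sides of that range, in roots from 0.275 between days 1 and 9 to 0.893 between days 7 and 9, and in shoots from 0.211 to 0.842 between the same days.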
